# Hypoxia-induced gene expression results from selective mRNA partitioning to the endoplasmic reticulum

**DOI:** 10.1093/nar/gkv167

**Published:** 2015-03-08

**Authors:** Jonas J. Staudacher, Isabel S. Naarmann-de Vries, Stefanie J. Ujvari, Bertram Klinger, Mumtaz Kasim, Edgar Benko, Antje Ostareck-Lederer, Dirk H. Ostareck, Anja Bondke Persson, Stephan Lorenzen, Jochen C. Meier, Nils Blüthgen, Pontus B. Persson, Alexandra Henrion-Caude, Ralf Mrowka, Michael Fähling

## Abstract

Protein synthesis is a primary energy-consuming process in the cell. Therefore, under hypoxic conditions, rapid inhibition of global mRNA translation represents a major protective strategy to maintain energy metabolism. How some mRNAs, especially those that encode crucial survival factors, continue to be efficiently translated in hypoxia is not completely understood. By comparing specific transcript levels in ribonucleoprotein complexes, cytoplasmic polysomes and endoplasmic reticulum (ER)-bound ribosomes, we show that the synthesis of proteins encoded by hypoxia marker genes is favoured at the ER in hypoxia. Gene expression profiling revealed that transcripts particularly increased by the HIF-1 transcription factor network show hypoxia-induced enrichment at the ER. We found that mRNAs favourably translated at the ER have higher conservation scores for both the 5′- and 3′-untranslated regions (UTRs) and contain less upstream initiation codons (uAUGs), indicating the significance of these sequence elements for sustained mRNA translation under hypoxic conditions. Furthermore, we found enrichment of specific *cis*-elements in mRNA 5′- as well as 3′-UTRs that mediate transcript localization to the ER in hypoxia. We conclude that transcriptome partitioning between the cytoplasm and the ER permits selective mRNA translation under conditions of energy shortage.

## INTRODUCTION

When inadequate oxygen supply lowers relative tissue oxygen tensions, the hypoxia inducible factor (HIF), a heterodimeric transcription factor activating glycolysis and angiogenesis, plays a pivotal role in the adaptation of gene expression (1–8). Nevertheless, energy shortage represses cellular metabolism including mRNA translation (9,10). In hypoxia, protein synthesis rates drop to 5–40% (11) and thus become a bottleneck for gene expression, which represents a major protective strategy to maintain energy metabolism (10,12). mRNA translation is among the most energy-consuming processes in the cell and the majority of translational regulation occurs at the level of initiation, which is thought to be the rate-limiting step (13,14). It has been shown that protein synthesis has a significant impact on hypoxia tolerance, supporting the pivotal role of mRNA translation in cellular adaptation to hypoxia (15,16). Global suppression of protein synthesis occurs through phosphorylation of the α-subunit of eukaryotic initiation factor 2 (eIF2-α) and inhibition of mammalian target of rapamycin (mTOR) under prolonged hypoxia, both leading to repression of 5′-cap-dependent initiation of mRNA translation (17–19). Notably, despite a global repression of gene expression, several proteins, many of which are HIF targets, show increased expression.

Some *trans*-acting factors such as RNA-binding proteins (RBPs) and miRNAs that modulate hypoxic gene expression at the post-transcriptional level have been described for individual mRNAs (20,21). To date, only few alternative mechanisms that initiate mRNA translation under global translation suppression have been described. These include internal ribosome entry segments (IRESs), upstream open reading frames (uORFs) and in addition to the poly-A tail length, a number of unique elements in the 3′ UTR (22).

5′-cap-independent initiation of mRNA translation mediated by IRESs is an attractive concept (23,24). IRESs interact with IRES-*trans*-acting factors, which remodel IRESs into permissive 40S ribosomal subunit binding structures (22). While this mechanism surely plays a role in regulating mRNA translation in hypoxia, it cannot explain the whole regulation observed as only a subset of hypoxia responsive mRNAs carry an IRES. Indeed, increased mRNA translation has been demonstrated for several mRNAs lacking an IRES during hypoxia (25–27). Thus, IRES-independent mechanisms have been suggested for sustained protein synthesis during hypoxia. For instance, the HIF-2α–RBM4–eIF4E2 complex captures the mRNA 5′-cap and targets transcripts to polysomes for active translation in hypoxic glioblastoma cells (28). A 5′-cap-dependent selective translation in hypoxia has also been linked to HIF-1 mediated upregulation of eIF4E1 in breast cancer cells (29). Moreover, a HILDA (hypoxia-inducible hnRNP-L–DRBP76–hnRNP-A2/B1) complex has been shown to coordinate a three-element RNA switch, enabling VEGFA mRNA translation in hypoxia (30).

Another central mechanism of translational control is represented by uORFs, mRNA elements defined by an AUG start codon in the 5′-untranslated region (UTRs) that is out-of-frame (uAUG). uORFs have been proposed as regulatory elements in the 5′UTR of specific mRNAs that convey translational repression, which can be bypassed at reduced eIF2-GTP when eIF2α phosphorylation is enhanced under nutrition- or ER-stress (31). Although uAUGs do not necessarily represent regulatory uORFs, uAUGs *per se* have a substantial impact on protein expression (32). In humans and rodents, approximately half of the transcripts contain uAUGs and their presence correlates with reduced protein expression (33). A systematic analysis of single-nucleotide mutations in yeast revealed that major changes in gene expression were not due to mutations in transcription factor binding sites, but newly generated uAUGs (32). However, whether translational repression or activation via uAUGs contributes to the regulation of mRNA translation in hypoxia is an open issue.

An alternative option for transcript-specific protein synthesis is the spatial organization of mRNA translation between the cytoplasm and the endoplasmic reticulum (ER), which serves as a regulatory mechanism during stress (34). The ER is a dynamic compartment, which facilitates translation of a global mRNA population, partially independent of the signal-recognition particle pathway (35–38). Under stress conditions, spatial redistribution of translational activity between the cytoplasm and the ER results from selective inhibition of cytoplasmic mRNA translation, while translation continues at the ER (34,35). Thus, mRNA partitioning between the cytoplasm and the ER has been proposed as a candidate mechanism for translation of specific mRNAs during hypoxia (39). Currently, the mechanisms of protein synthesis during hypoxia have been studied uniquely focusing on the cytoplasmic compartment.

To shed light on how and where mRNA translation takes place in hypoxia, we analysed RNA partitioning between the cytoplasm and the ER. We demonstrate that the ER plays a crucial role in the adaptation of gene expression during hypoxia, especially for factors belonging to the gene ontologies (GOs) ‘hypoxia response’, ‘glycolysis’ or ‘HIF-1α transcription factor network’. We further show that transcripts that are favourably translated at the ER during hypoxia, especially HIF-targets, contain less uAUGs in their 5′-UTRs, while both their mRNA 5′- and 3′UTRs show higher conservation scores. Subsequent *cis*-element enrichment analysis revealed that both, the 5′- and the 3′-UTRs, carry specific motifs that mediate ER localization and, thus, sustained translation efficiency in hypoxia.

## MATERIALS AND METHODS

### Cell culture

Human fibrosarcoma HT1080 cells from the DSMZ, Germany (ACC 315) were cultured under control (21% O_2_, 5% CO_2_, 37°C) or hypoxic (1% O_2_, 5% CO_2_, 37°C) conditions as described (27).

### RNA and protein isolation

Total RNA was isolated using RNA-Bee™ (CS-105B; AMS Biotechnology, Europe) according to the manufacturer's protocol. Total cellular protein extracts were prepared and analysed by western blotting as described elsewhere (40). The following primary antibodies were used: P4HB/PDI (Acris, #AP17615PU-N); P4H-α(I) (Acris, #AF0210); β-Actin (Millipore, #MAB1501R); HIF-1α (BD Biosciences, #610959); BLID (Abnova, #H00414899-B01); Tubulin β (Proteintech™, #10063–2-AP); GAPDH (Acris, #BM439); Aromatase/Cytochrome P450 (Acris, #AP00001PU-N). Secondary antibodies were used according to the manufacturers’ recommendations.

### Fractional RNA/protein isolation

For RNA isolation from subcellular fractions (e.g. polysomal gradient centrifugation, ER isolation) cells were pre-treated with cycloheximide (100 μg/ml) for 10 min. For RNA and protein isolation cells were quickly washed with ice-cold phosphate buffered saline. Western blotting was performed as described elsewhere (27). Total RNA was prepared using RNA-Bee (Biozol Diagnostica Vertrieb GmbH) according to the manufacturer's protocol.

Cytosolic extracts conforming to 10 000 x *g* supernatants (S10) were prepared using a lysis buffer (20 mM Tris, pH 7.4, 150 mM KCl, 30 mM MgCl_2_, 0.25% Nonidet P40, 20 μg/ml cycloheximide, 200 U/ml RNaseOUT [Invitrogen], 1 mM Dithiothreitol (DTT), 1× complete protease-inhibitor-mix [Roche Diagnostics]). After 2 min incubation on ice, cells were centrifuged at 10 000 x *g*, 4°C for 10 min (S10).

### Sucrose density gradient polysome analysis

Cytoplasmic extracts (S10) were layered onto 12 ml of a linear 0.5–1.5 M (17–51%) sucrose gradient and centrifuged (2 h, 36 000 rpm Beckman SW-41). The ribosomal profile was determined at 254 nm (A_254_) for each evaluation. Sucrose gradients were split into 12 subfractions. RNA was isolated using the E.Z.N.A. RNA Total Kit (#OMEGR6834-02, VWR International) according to the manufacturer's protocol. An external standard (a synthetic *in vitro* transcript) was added prior to RNA isolation as a technical control. For isolation of pooled polysomal and non-polysomal fractions, cytoplasmic (S10) extracts were ultra-centrifuged for 1.5 h at 4°C and 100 000 x *g*. Sediments represent a polysomal and supernatants represent a non-polysomal fraction.

### ER-RNA isolation

Isolation of an ER fraction was performed using the ER0100 Sigma Endoplasmic Reticulum Isolation Kit (Sigma-Aldrich). RNA was extracted from the ER fraction using RNA-Bee™ following the manufacturer's instructions.

### RNA quantification by real-time PCR (qPCR)

First-strand cDNA synthesis was performed with 1 μg of total RNA using random primers and Superscript II reverse transcriptase (Invitrogen). Quantitative real-time PCR (qPCR) analysis was performed in triplicate with the GeneAmp 5700 system (Applied Biosystems) according to the manufacturer's instructions (for primer sequences, see Supplemental Materials & Methods section). mRNA expression levels were normalized to 18S rRNA using the ΔC_t_ method.

### Immunofluorescence staining and fluorescence *in situ* hybridization (IF-FISH)

FISH combined with immunofluorescence staining was performed as described using FISH probes for VEGF and β-Actin mRNAs (41). FISH probes for HIF-1α, P4HA1, BLID and Luciferase mRNAs were: HIF-1α: ATGTGGAAGTGGCAACTGATGAGCAAGCTC, P4HA1: TGTCCCATTCATCCTCCTGTTTAGCTGGAG, BLID: CTATCCATCCTGTGTAGAGCACACACTCAG, Luciferase: GGAGGTAGATGAGATGTGACGAACGTGTAC. Antibodies were purchased from Abcam (GM130: ab52649, Calnexin: ab22595) and Santa Cruz (rpL19: sc-100830). Microscopy was performed on an Apotome 2 (Zeiss), images were acquired with AxioVision (Zeiss) and intensity profiles with ImageJ.

### Microarrays and GO enrichment analysis

Pooled total-RNA and ER-RNA from five independent experiments under control or hypoxic conditions were used for the microarray experiments. For global gene expression profile analysis, the Affymetrix human Gene 1.0 ST (Affymetrix Inc., Santa Clara, CA, USA) was used according to the manufacturer's recommendations. Arrays were processed at the genome analysis facility of the Charité (Charité LGFC). After normalization by RMA, genes below the 50% expression quantile were disregarded. A significant change in expression was defined by: (i) Fold change (FC) > 1.4 to non-hypoxic control and (ii) *z*-score > 3. The mean-standard deviation loess model for the *z*-score estimation was determined for treatment and control groups separately as described elsewhere (42). GO enrichment analysis was performed using the WEB-based GEne SeT AnaLysis Toolkit (WEBGESTALT; http://bioinfo.vanderbilt.edu/webgestalt/analysis.php) (43). HuGene 1.0 ST Probe IDs of significantly regulated candidates in specific groups according to expression and localization were used for GO enrichment analysis using the following parameters: Organism: hsapiens, Id Type: affy_hugene_1_0_st_v1, Ref Set: affy_hugene_1_0_st_v1, Statistic: Hypergeometric, Significance Level: Top10, MTC: BH, Minimum: 2.

Microarray data were submitted to the Gene Expression Omnibus [identifier GSE49029].

### Motif enrichment analysis in subgroups

To identify potential short regulatory motifs in the UTRs of the subgroups we used the DREME tool (44) of the MEME suite (45) version 4.8.1., which was downloaded from the meme home page [http://meme.nbcr.net/meme/] and installed locally on the UNIX operating system. Briefly, DREME (Discriminative Regular Expression Motif Elicitation) finds short motifs that are enriched in a set of DNA sequences in comparison to a reference set (44). The statistics of the DREME program relies on the Fisher Exact Test. We used the complete human 5′-UTR or the complete 3′-UTR set as reference sets for the specific 3′- or 5′-UTR subgroups, respectively.

### Reporter gene assays

For reporter gene assays, the 5′- or 3′-UTRs of luciferase mRNA (pGL3-promotor vector, Promega, constitutive SV40 promoter) were modified. Enriched motifs were inserted as 32–40 oligonucleotides carrying the motif in their centers. pGL3-promoter luciferase 5′- and 3′-UTRs with inserted native or mutated motifs were derived from gene synthesis, cloned and verified by sequencing. The original pGL3-promoter served as a control. Gene synthesis, cloning and sequencing were performed by ATG:biosynthetics GmbH (D-79249 Merzhausen Germany). Reporter gene assays using modified firefly luciferase constructs normalized to renilla luciferase (phRL-TK vector) were performed as described (27).

### Transfection of HT1080 cells for IF-FISH analysis

HT1080 cells (1 × 10^6^ cells in Dulbecco's modified Eagle's medium without fetal bovine serum (FBS) and antibiotics) were electroporated at 250 μF and 400 V (Gene Pulser Xcell Electroporation system, Bio-Rad) with 10 μg DNA (pGL3p, pGL3p-5′UTR-cis1_wt_, pGL3p-5′UTR-cis1_mut_, pGL3p-3′UTR-cis1_wt_, pGL3p-3′UTR-cis1_mut_, pGL3p-3′UTR-cis22_wt_, pGL3p-3′UTR-cis22_mut_) or mock transfected. 1 × 10^5^ cells were seeded per well onto a 24-well plate. At 8 h post-transfection, hypoxia treatment was started; at 44 h post-transfection cells were subjected to IF-FISH.

### Estimation of UTR length and UTR specific conservation score

We obtained the sequences of all human 5′- and 3′-UTRs of each transcript with the Biomart tool (46) of the ENSEMBL project (www.ensembl.org). Length was calculated for each UTR of each transcript using an in-house developed software tool. We only considered UTRs with a length of at least 30 nt for further analysis. For calculation of average evolutionary conservation score, we first obtained the basewise conservation score for the complete human genome from USCS (http://hgdownload.soe.ucsc.edu/goldenPath/hg19/phyloP46way/) that is based on algorithms that use multiple species comparisons (47,48). We then mapped the genome- and basewise conservation score onto the 3′-UTR and 5′-UTR positions of each transcript with a memory-optimized in-house software tool based on the c++ programming language using the c++ standard template library.

Boxplots were generated and statistical analysis was performed using the open source statistical package R (version 2.15.3) obtained from (http://www.r-project.org) with the Rcmdr package (http://socserv.mcmaster.ca/jfox/Misc/Rcmdr/). Statistical analysis is based on a linear ANOVA model. *Post hoc* analysis was performed with the ‘Tukey Contrasts—Multiple Comparisons of Means’ and the adjusted *P*-values are reported for the *post hoc* multiple comparisons.

### AUG score

The AUG number and UTR length were determined from all 5′-UTR transcripts. The AUG score represents the ratio of the number of uAUG to the length of the respective UTR. For each human transcript we calculated the AUG score with an in-house developed software tool. The gene-specific AUG score was analysed with a non-parametric two factor ANOVA (Scheirer-Ray-Hare-Test) with respect to location and expression level with the R statistical software tool (http://www.r-project.org/).

### Statistics

If not indicated otherwise, values are presented as means ± S.D. Students’ paired *t*-test was applied and *P*-values <0.05 were considered significant.

## RESULTS

### The expression level of hypoxia-induced proteins does not correlate with the association of their mRNAs to cytoplasmic ribosomes

To determine the effects of hypoxia on global mRNA translation in human fibrosarcoma cells (HT1080), we examined polysomal profiles at various time points. As depicted in Figure 1A, fractionation of the different RNA–ribosome complexes was established based on their molecular weight using a sucrose density gradient to account for: (i) the translationally-active polysomes and (ii) the translationally-inactive monosomes and RNPs. The number of ribosomes per transcript reflects the protein synthesis rate per time unit and mRNA copy.

**Figure 1.**
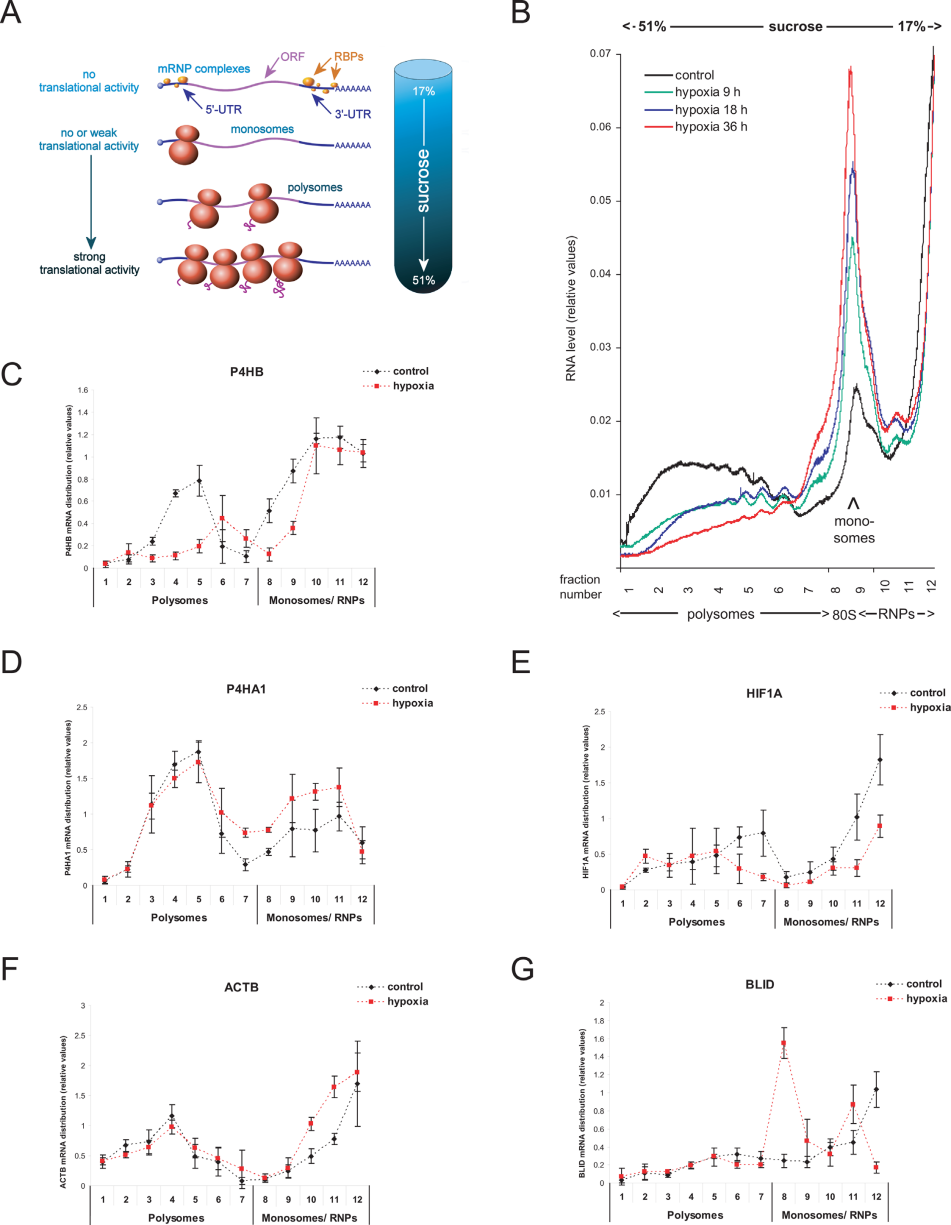
Polysomal gradient analysis. HT1080 cells were incubated under control (21% oxygen) or hypoxic (1% oxygen) conditions for up to 36 h. (**A**) Schematic overview of polysomal gradient analysis, adopted from (39). (**B**) Typical ribosomal profiles after sucrose gradient ultra-centrifugation monitored at 254 nm absorbance from bottom (51% sucrose) to top (17% sucrose). (**C**–**G**) Quantification of candidate transcripts in extracts of cells grown under normoxia or 36 h of hypoxia (1 % oxygen) following fractionation of sucrose gradients as indicated in (1B). *n* = 3.

Analysis of the polysomal profiles for up to 36 h of hypoxia (1% oxygen) showed a continuous disaggregation of cytoplasmic polysomes as revealed by a prominent increase in the 80S monosomes as well as 60S and 40S ribosomal subunits (Figure 1B), consistently with the inhibition of global mRNA translation (10,49,50). Most prominent polysomal disassembly occurred at 36 h, which was thus selected as the time point for further analysis. The gradient was separated into 12 subfractions to dissect the distribution of specific mRNAs that are known to be either hypoxia-inducible or non-inducible. We reckoned that the increase in cellular protein content could either be due to: (i) elevated levels of mRNA bound to polysomes and/or (ii) to an increased number of ribosomes per transcript, as assessed by a shift to higher molecular-weight fractions.

The prolyl hydroxylase-β subunit (P4HB) exemplifies a transcript that undergoes typical ribosomal disassembling (Figure 1C). In contrast, prolyl 4-hydroxylase α subunit (P4HA1), which is known to be increasingly translated in hypoxia (27), displayed a broad distribution across the gradient with no notable increase in its mRNA level in the translationally-active polysomal fractions but rather an increase in the translationally-inactive fractions (Figure 1D). While P4HA1 mRNA showed a stable association with ribosomes under conditions of polysomal disaggregation, both the mRNA amount in polysomes and the number of ribosomes associated with the transcript remained unchanged. This observation contrasts with the fact that a change in at least one condition is necessary to yield an increase in the protein levels. This prompted us to conclude that increased protein synthesis does not solely occur in the cytoplasmic compartment, in contrast to previous report.

While hypoxic induction of HIF-1α is primarily due to enhanced protein stability (51), active translation of its mRNA has been assumed. Nevertheless, we observed a decrease in HIF-1α mRNA within the polysomal fractions following hypoxia, consistent with previous observations (52,53) (Figure 1E). Notably, HIF-1α mRNA is decreased in the polysomal as well as the non-polysomal fractions, indicating a decreased transcript level in the cytoplasmic compartment, in contrast to earlier observations showing that the overall HIF-1α mRNA level is unchanged during hypoxia.

Of the non-hypoxia-inducible transcripts tested, β-Actin (ACTB) and BH3-like motif containing cell death inducer (BLID) were unchanged in cytoplasmic polysomes (Figure 1F and G). Interestingly, this observation contrasts with the general polysomal disassembling shown by ribosomal profiles (Figure 1B) or distribution of specific mRNAs such as P4HB (Figure 1C). In fact, ACTB and BLID mRNAs contain several upstream translation initiation codons (uAUGs) in their 5′-UTRs that might lead to an overestimation of ribosomal assembling as an indicator of protein synthesis rates. However, BLID mRNA was especially increased in the cytoplasmic monosomal fraction only (Figure 1G). In fact, monosomes may result from the recruitment of ribosomal subunits to the transcript while translation initiation is being inhibited.

As a result, hypoxia-inducible candidates did not show an mRNA enrichment at polysomes neither an increase of ribosomal assembling. Thus, polysomal profiles from cytoplasmic extracts may not completely reflect alterations in mRNA translation following sustained hypoxia (see also Supplementary Figure S1). Therefore, the specific regulation of mRNA translation during hypoxia was established by comparing the overall mRNA expression level and localization of the transcripts. For polysomal gradient analysis, cytoplasmic extracts (supernatant fraction following 10 000 x *g* centrifugation; S10) were used. We, thus, also measured candidate mRNA levels in the sediment fraction obtained after S10 centrifugation by qPCR under control and hypoxic conditions. Strikingly, only the hypoxia-inducible candidates (i.e. HIF1A, P4HA1 and HK2) exhibited an increase in the transcript levels of the ER-containing fraction (Supplementary Figure S2). We, thus, conclude that under hypoxia, mRNAs can (i) be translationally inactive and form ribonucleoprotein (mRNP) complexes, (ii) associate with cytoplasmic ribosomes or (iii) interact with ribosomes at the ER.

### Selective association of hypoxia-induced transcripts with ER-bound ribosomes

To assess the impact of mRNA partitioning on protein synthesis, we measured gene expression levels as determined by total RNA and protein levels as well as transcript levels of selected candidates in different subcellular compartments relevant for mRNA translation, i.e. cytoplasmic ribosomes or ER associated ribosomes. The cytoplasm was separated into translationally active sediment (polysomes) and translationally inactive supernatant (monosomes and RNP) fractions by ultra-centrifugation at 100 000 x *g*. A pure ER fraction was obtained by biochemical purification using a commercially available ER-isolation kit. Purity of the ER fraction was ensured by assessing the localization of cytoplasmic markers, i.e. GAPDH and β-Actin, and ER-specific markers i.e. aromatase and protein disulfide isomerase (PDI) (Supplementary Figure S3). Thus, cytoplasmic fractions generated by ultracentrifugation and biochemically purified ER were used for further analysis. A summary of the data is presented in Figure 2. Original western blotting results are presented in Supplementary Figure S4.

**Figure 2.**
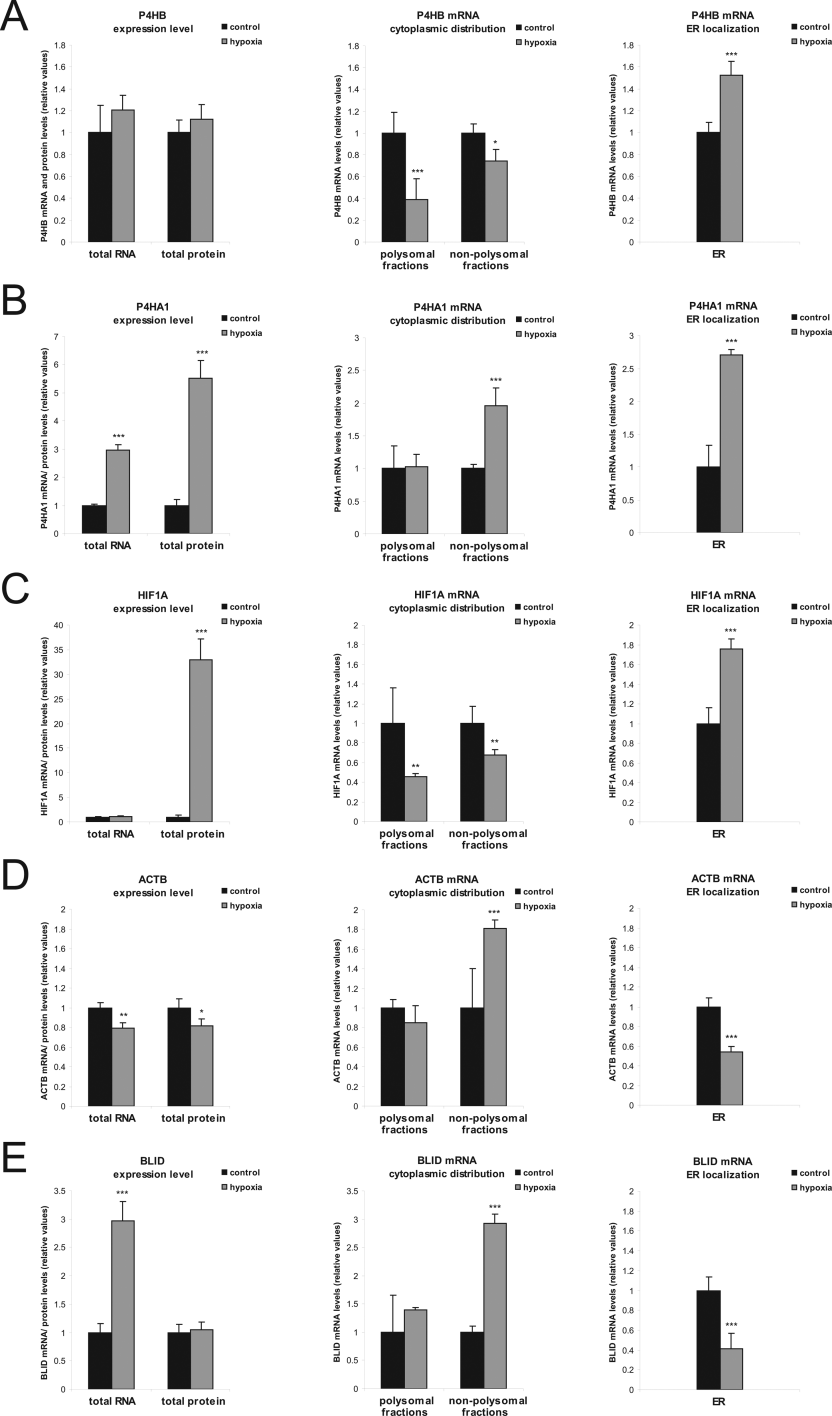
Estimation of gene expression rate and mRNA distribution in hypoxia. HT1080 cells were incubated under control and hypoxic conditions for 36 h. Gene expression levels (total RNA & total protein, left panel), mRNA localization in the cytoplasm (polysomal versus non-polysomal fractions, middle panel) and at the ER (right panel) are shown. (**A**–**E**) Total mRNA levels were determined by qPCR. Corresponding protein levels were estimated by western blotting as shown in Supplementary Figure S4. Levels for mRNAs in polysomal and non-polysomal fractions were determined following ultra-centrifugation of cytoplasmic extracts at 100 000 x *g*. ER-RNA was isolated using a commercially available ER-isolation kit. *n* = 5. *−*P* < 0.05, **−*P* < 0.01, ***−*P* < 0.001.

P4HB gene expression remained stable in hypoxia as indicated by unchanged total mRNA as well as total protein levels. Although the level of P4HB mRNA was decreased at cytoplasmic polysomes, it was increased in the ER fraction, suggesting a compensatory effect by translocation of P4HB mRNA to the ER (Figure 2A).

Following hypoxia, P4HA1 was increased at both the mRNA and the protein levels (Figure 2B). P4HA1 mRNA displayed stable association to cytoplasmic ribosomes under conditions of cytoplasmic polysomal disaggregation (Figure 2B). However, the amount of its mRNA in polysomes as well as the number of ribosomes associated with its transcript remained both unchanged (see: Figure 1D). Therefore, polysomal gradient analysis alone could not reflect the net effect seen by total RNA and protein quantification. An elevated protein level rather reflects the increased presence of the P4HA1 transcript at the ER.

Similarly, HIF-1α mRNA level was increased in the ER fraction, indicating a preference for ER localization under low oxygen tension. This is supported by a decrease of HIF-1α mRNA level in both polysomal and non-polysomal fractions with no change in its total mRNA level (Figure 2C). Thus, the decreased HIF-1α mRNA level observed by polysomal gradient analysis (see: Figure 1E) is explained by the partition of the transcript into the ER fraction. Together, HIF1A and P4HA1 mRNAs, which protein levels are markedly increased during hypoxia, are elevated at the ER following hypoxia. Therefore, the ER appears as the active compartment of protein synthesis in hypoxia.

In contrast, β-Actin mRNA is decreased in the ER fraction, which is in line with its increase in the cytoplasmic RNP fraction. These findings reflect an increase of untranslated β-Actin mRNA that is consistent with decreased β-Actin protein (Figure 2D). However, the decrease in β-Actin protein level is rather weak, which might be a result of stable β-Actin mRNA association in cytoplasmic polysomes.

Of note, albeit total BLID mRNA level increased three-fold in hypoxia (Figure 2E), which is comparable to the increase seen in P4HA1 mRNA (Figure 2B), the BLID mRNA increase was only detectable in the translationally inactive monosome/RNP fractions (compare Figure 2B and E, left and middle panel). At the ER, BLID mRNA was decreased, while its association to cytoplasmic ribosomes remained unchanged, consistent with unchanged BLID protein level (Figure 2E).

Altogether, these data are consistent with those obtained from cytoplasmic polysomal profiling. Hypoxia inducible candidates (HIF-1α, P4HA1) showed increased transcript levels in the ER fraction, while candidates that were not elevated at the protein level (β-Actin, BLID) were decreased at the ER.

To further validate selective transcript localization to the ER, we used immunofluorescence staining and fluorescence *in situ* hybridization (IF-FISH) to visualize cellular transcript localization. Analysis of control cells using a fluorescent oligo(dT) probe revealed typical poly(A) RNA localization as indicated by bright nuclear foci, that excludes the nucleoli, along with a more diffuse staining throughout the cytoplasm (Figure 3). The distribution pattern was largely unchanged in hypoxia, indicating no altered localization for the majority of the transcripts.

**Figure 3.**
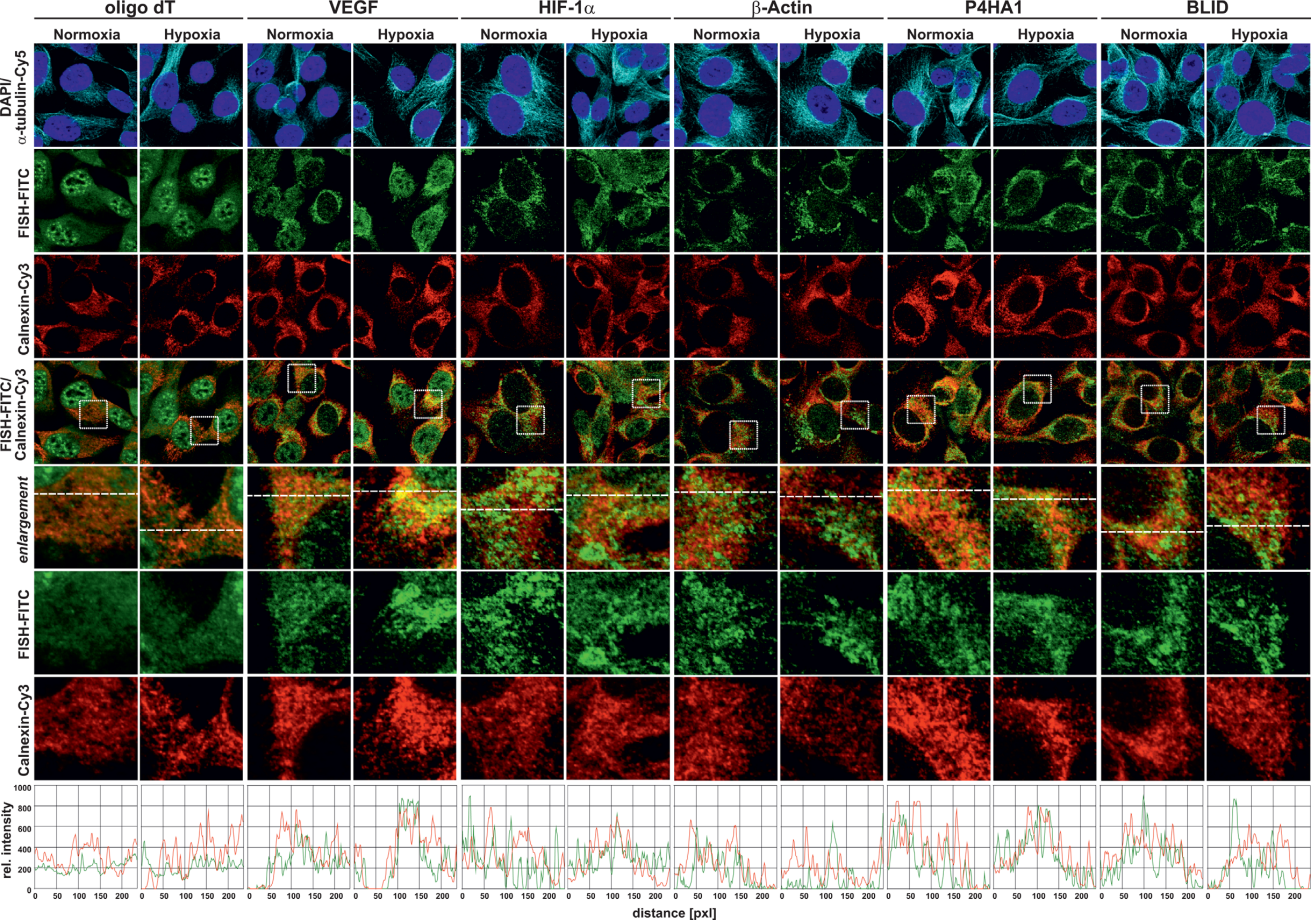
Dual fluorescence detection of transcript co-localization with the ER marker Calnexin by IF-FISH. HT1080 cells were cultured either under normoxic or hypoxic (1% oxygen) conditions for 36 h and hybridized with oligo(dT), VEGF, HIF-1α, β-Actin, P4HA1 and BLID mRNA probes (FITC, green) for *in situ* hybridization. Immunostaining of endogenous α-tubulin (Cy5, cyan) and Calnexin (Cy3, red) was carried out using specific antibodies. The fourth line shows the merged images for co-localization. In the fifth line, dotted squares indicate the magnified area represented in the enlargement. Cy3 and FITC fluorescence monitored along the dashed lines is shown as relative signal intensity in the bottom panel. Co-localization of the transcript with the ER marker Calnexin is indicated by a good match in peaks or troughs of both signals.

We then detected the presence and localization of selected mRNAs by IF-FISH together with co-staining for the ER marker protein calnexin. HIF1A, P4HA1 and the HIF-1 target gene VEGF (vascular endothelial growth factor), all of which are functionally relevant during hypoxia, showed enhanced mRNA co-localization at the ER using Calnexin as a ER-marker (Figure 3), whereas β-Actin and BLID mRNAs were excluded from ER interaction under hypoxic conditions. Of note, to support the view that our selected candidate mRNAs are indeed associated to translation at the ER, we further performed transcript co-staining with the 60S ribosomal subunit protein rpL19 (Supplementary Figure S5). We chose a protein of the 60S ribosomal subunit to avoid detection of non-ribosomal co-localization as the 40S subunit can be part of specific complexes such as stress granules (54,55). Consistantly, we observed that P4HA1, HIF1A and VEGF mRNAs were co-localized with rpL19 during hypoxia, whereas co-localization of oligo(dT), β-Actin mRNA and BLID mRNA was slightly reduced. As a negative control the Golgi marker GM130 was used, which showed no co-localization for any of the RNA probes tested (Supplementary Figure S6). These findings were confirmed in the breast cancer cell line MCF-7 (Supplementary Figures S7–S9) supporting the view that mRNA partitioning during hypoxia is not specific to HT1080 fibrosarcoma cells.

Taken together, our data demonstrate that elevated gene expression of selected candidates in hypoxia is specifically associated to ribosomes at the ER.

### mRNA partitioning is a requisite for hypoxia-induced translation

Next we assessed whether transcript localization at the ER in response to hypoxia was a general mechanism that ensures selective protein synthesis. We hypothesized that transcripts of known functionality in hypoxia, which are not subject to global translation repression, should be elevated at the ER. To test this hypothesis, we performed a microarray-based gene expression analysis comparing RNA from a pure ER fraction as shown in Figure 2, noted here as *ER–RNA*, which accounted for mRNA translation at the ER with *total RNA*, which was used to account for the overall expression level. 

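HT1080 cells, a human fibrosarcoma line, were kept for 36 h at 21% oxygen (control) or at 1% oxygen (hypoxia). Total RNA and ER-RNA, the RNA recovered with the ER fraction, were hybridised to 4 Affymetrix Human Gene ST arrays, 1 for each fraction and condition. Each array carried RNA pooled from 5 experiments, so there are no replicates, the spread between experiments cannot be measured and no p-value is given. The number of arrays limits the precision of every value. The authors normalized the arrays by RMA, and the values are on the log2 scale for 33297 probe sets. The median value was 7.41 in total RNA under control conditions and 7.49 in hypoxia, against 6.25 and 6.34 in ER-RNA. Hypoxia was therefore compared with control within each fraction. In ER-RNA over total RNA, secreted and cell-surface proteins lay below cytosolic and nuclear ones. A rise in ER-RNA is therefore not read as a move to the ER. Across probe sets, control and hypoxia values correlated with Pearson's r of 0.981 in total RNA and in ER-RNA alike. Genes are not independent replicates, so this only describes the arrays. In the annotation used here 19460 probe sets name 1 gene, 1754 name several and 12083 are unnamed, of which 4203 are numbered before the first named one. Whether control or background probe sets are among the unnamed is not given in the sources used here, and they are part of every count of probe sets. A probe set counted as expressed in a fraction where at least 1 of its 2 arrays lay above the 50% quantile of that array, which held for 17537 probe sets in total RNA and 17581 in ER-RNA. A change was called where the fold change was over 1.4 and the z-score over 3, upwards or downwards. The z-score was the log2 difference divided by an SD read from a loess curve of each probe set's SD over its 2 arrays against its mean. The methods cite another article for this model and say it was made separately for treatment and control groups. Here both arrays of a pair entered the same fit, so its form is a reading of the methods and may depart from them.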

Candidates whose expression was significantly changed in the microarray were selected by fold-change (FC) and *z*-score (Supplementary Figure S10), as described earlier (42). 

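EGLN3, a prolyl hydroxylase that marks HIF-1α for degradation and is itself induced by HIF, rose 3.00-fold in total RNA and 2.86-fold in ER-RNA on the arrays. Its log2 value went from 7.57 under control conditions to 9.15 in hypoxia in total RNA, and from 6.93 to 8.45 in ER-RNA. GAPDH, a glycolytic enzyme widely used as a reference, had a log2 fold change of 0.12 in total RNA and 0.13 in ER-RNA and was called in neither, since both folds lie below the threshold. When at least 1 array had to lie above the 75% quantile, EGLN3 was no longer called in total RNA.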

Verification of microarray data by qPCR of selected candidate mRNAs is shown in Supplementary Figure S11.

Of the ∼14 800 genes found to be expressed in HT1080 cells, a subset of 1352 genes was either positively (*n* = 615) or negatively (*n* = 737) regulated in hypoxia, while the vast majority of the transcripts (90.8% of expressed genes) remained unchanged (Figure 4). 

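In total RNA, 574 probe sets rose and 1120 fell in hypoxia, while 90.3% of the expressed probe sets were not called. Among probe sets that name 1 gene here, a ranking that leaves out unnamed probe sets and CA9, which was not analysed here, TMEM45A, which encodes a transmembrane protein, rose most (7.91-fold), followed by the lipid droplet protein gene HILPDA (7.41-fold) and the immune receptor gene SLAMF9 (6.48-fold). Among the 10 largest rises in this ranking were also ENO2, an enolase of glycolysis (5.76-fold), INSIG2, which restrains sterol synthesis from the ER membrane (5.41-fold), and PFKFB4, a regulator of glycolytic flux (4.28-fold). Among the falls ranked likewise, the chemokine gene CCL2 fell most, to 0.167 of its control level. TAF9B, a subunit of the general transcription machinery, fell to 0.192 and the complement receptor gene C3AR1 to 0.224. UTP15, a ribosome biogenesis factor, fell to 0.227 and the quinone reductase gene NQO1 to 0.233. SLAMF9, C3AR1 and UTP15 would fail a filter asking both arrays to lie above the 50% quantile. The control value of SLAMF9 (6.04) lies below the median of 7.41. The hypoxia values of C3AR1 (6.63) and UTP15 (6.66) lie below the median of 7.49. The rule takes the SD from the same pair of arrays that it is applied to. In simulated arrays whose noise was the scaled MAD of this pair's log2 ratios by expression bin, it called 621 of 17175 unchanged probe sets up and 594 down. Because the SD follows the noise it is read from, these counts describe the rule. They cannot say how many of the calls here are noise. By fold change alone 1623 probe sets were higher and 2887 lower, with an SD from the scaled MAD 204 rose and 280 fell, and 298 of the rises were of probe sets that name exactly 1 gene.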

In the ER-RNA group, 1174 genes were either positively (*n* = 486) or negatively (*n* = 688) regulated, indicating that the majority of the transcripts (92.1%) showed no change in ER localization during hypoxia. This finding is in line with the lack of any major change in oligo(dT) distribution that we observed by IF-FISH experiments (Figure 3 and Supplementary Figures S5 to S9 and S15).

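In ER-RNA, 273 probe sets rose and 1286 fell, and 91.1% of the expressed probe sets were not called. In the same ranking, without unnamed probe sets and CA9, the highest were also genes that led in total RNA, with TMEM45A at 7.17-fold, SLAMF9 at 6.21-fold and HILPDA at 5.33-fold. NRN1, which encodes the neuronal surface protein neuritin, rose 5.26-fold, the uroplakin gene UPK1A 5.11-fold and MT1X, a metal-binding metallothionein, 4.29-fold. UTP15 fell to 0.174 of its control level, CHAC2, which degrades glutathione, to 0.186, TAF9B to 0.206, CCL2 to 0.210 and ESCO2, which acetylates cohesin, to 0.214. TDO2, a tryptophan-degrading enzyme, had the lowest ratio in this ranking (0.153), but its z-score of -3.01 was close to the threshold and the call was lost when both arrays had to lie above the 50% quantile. UTP15, CHAC2 and ESCO2 fail that filter too, since their hypoxia values (5.37, 5.62 and 6.24) lie below the array's median of 6.34. So does UPK1A, whose control value of 6.19 lies below the median of 6.25. Simulated as for total RNA, the rule called 621 of 17207 unchanged probe sets up and 608 down. These counts too describe the rule and cannot say how many of the 273 rises are noise. The counts were 1528 and 3381 by fold change alone and 79 and 333 with an SD from the scaled MAD, and 141 of the rises were of probe sets that name exactly 1 gene.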

**Figure 4.**
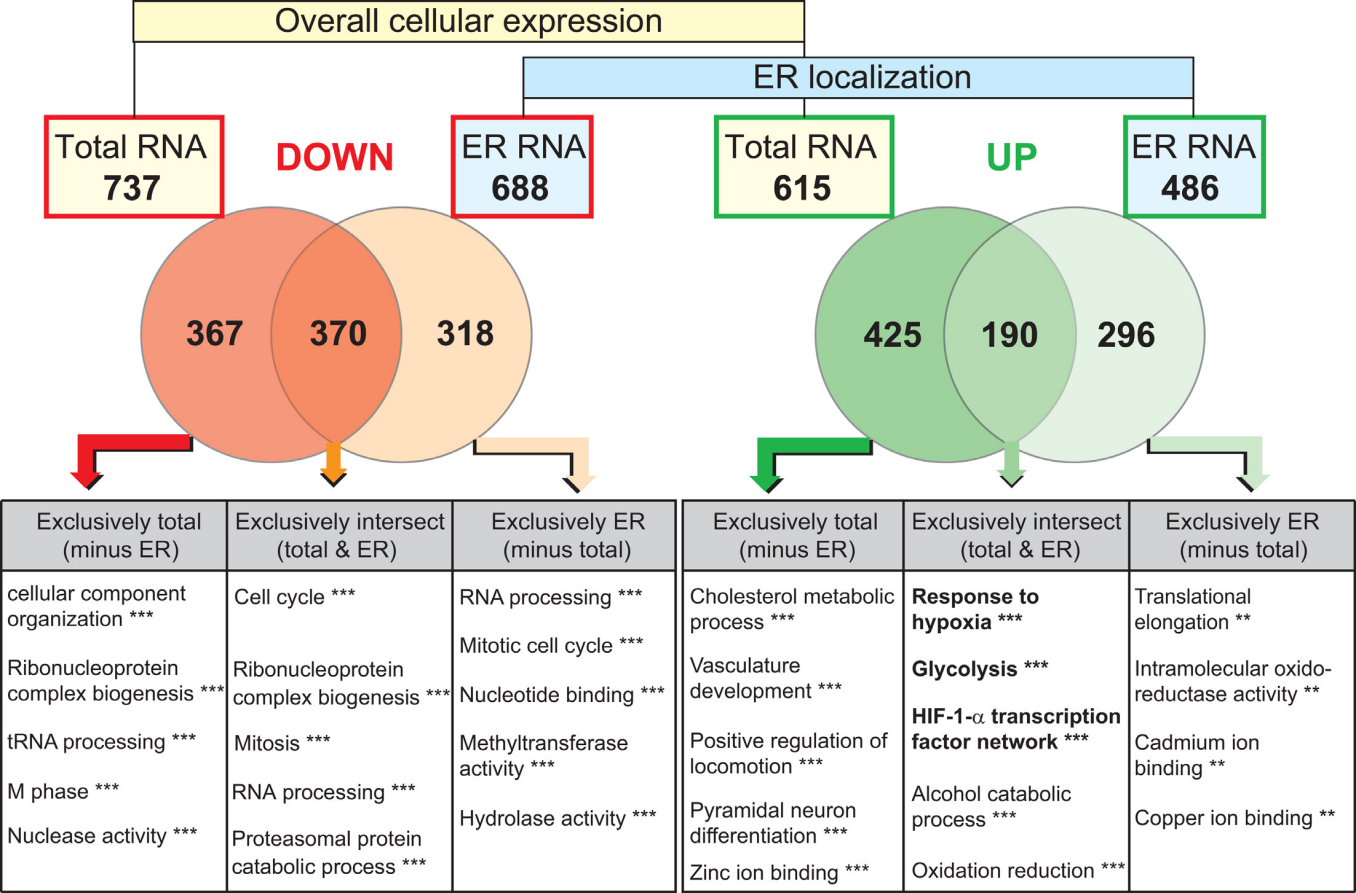
Summary of microarray data analysis. Groups of significantly up- (green) or down- (red) regulated candidates from total RNA (overall cellular expression) or ER-localized RNA (ER localization) were selected. The numbers of candidate genes are indicated in black. Intersections of candidates regulated by both expression level and localization were calculated. Gene ontology analysis was performed using the tools provided by WebGestalt (http://bioinfo.vanderbilt.edu/webgestalt/). For GO analysis only miRNAs and protein coding transcripts were used. **−*P* < 0.01, ***−*P* < 0.001. A detailed description of significantly enriched GOs and statistics is provided in Supplementary Tables S2–S7.

Specifically, of the 615 candidates that were upregulated at the total RNA level, only 190 were also increased at the ER. Thus, the majority of 425 genes, despite being upregulated either at the transcriptional level or by increased mRNA stability, showed no increased level in the ER fraction. This suggests that they were not prevented from global suppression of mRNA translation. 

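Of the probe sets that rose in total RNA, 111 also rose in ER-RNA, which is 19.3% of the rises in total RNA. Their median log2 fold change was 1.38 in total RNA and 1.17 in ER-RNA. The nuclear receptor gene RORA rose with a log2 fold change of 2.23 in total RNA and 1.58 in ER-RNA, and TREM1, a receptor of myeloid cells, 4.52-fold and 3.32-fold. The organic anion transporter gene SLCO1B3 rose 4.39-fold and 2.86-fold, and its control value in total RNA (7.26) lies below the array's median of 7.41. INSIG2 rose 3.54-fold in ER-RNA. A single gene was named by 99 of these probe sets, and 9 were unnamed. The count was 33 with an SD from the scaled MAD and 454 by fold change alone.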

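The other 463 probe sets that rose in total RNA had a median log2 fold change of 0.97 there and of 0.26 in ER-RNA. In ER-RNA, 68.3% of them were higher in hypoxia and 27.2% passed both the fold threshold and the expression filter. NDNF, a secreted neurotrophic factor, rose 5.51-fold in total RNA and was at 1.85-fold in ER-RNA, where its signal was below the expression filter. In total RNA its control value (6.97) lies below the array's median of 7.41. HK2, the first enzyme of glycolysis, rose 3.64-fold in total RNA and was at 1.85-fold in ER-RNA with a z-score of 2.86. Of 19 measured genes of cholesterol synthesis and uptake, 8 rose in total RNA and 0 in ER-RNA, although 17 were higher in both. Their median log2 fold change was 0.68 in total RNA and 0.49 in ER-RNA, each above all of the 10000 random lists matched on mean expression. MVD, which makes isopentenyl diphosphate, rose 2.39-fold in total RNA and was at 1.79-fold in ER-RNA. No gene was named by 47.5% of the 463 probe sets, 136 of the group were numbered before the first named probe set, and of the 199 that name exactly 1 gene 87.4% were higher in ER-RNA. In ER-RNA 39.5% of the group lay below the expression filter, and the difference between the fractions was not tested.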

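In ER-RNA, 162 probe sets rose that were not called up in total RNA. Their median log2 fold change was 1.00 in ER-RNA and 0.31 in total RNA. In total RNA 74.7% were higher in hypoxia and 21.0% passed both the fold threshold and the expression filter. AOX1, an aldehyde oxidase and an example gene of the authors' Table 1, belonged to this group, with 1.74-fold in ER-RNA and 1.62-fold in total RNA. Of 10 measured metallothioneins, which bind zinc and copper, 4 rose in total RNA and 5 in ER-RNA, 3 of them in both. MT1F rose 2.56-fold in total RNA and 3.01-fold in ER-RNA. MT1H rose in ER-RNA (1.72-fold) and was at 1.30-fold in total RNA, while MT2A rose in total RNA (1.43-fold) and was at 1.23-fold in ER-RNA. The median log2 fold change of the metallothioneins was 0.58 in total RNA and 0.74 in ER-RNA. No gene was named by 68.5% of the 162 probe sets, and 33.3% lay below the expression filter in total RNA. Of the 42 that name exactly 1 gene, 83.3% were higher in total RNA.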

Strikingly, 296 transcripts showed an increased presence at the ER without being elevated in total. Between transcriptionally-activated genes and transcripts that are regulated by their localization to the ER following hypoxia there was small overlap, which strongly supports a selective subcellular partitioning of the transcriptome between the cytoplasm and ER. 

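Among the 15903 probe sets expressed in both fractions, 391 rose in total RNA and 219 in ER-RNA, and independent lists of these sizes would share 5.38. RNA at the ER is part of total RNA, so a change in abundance would appear in both fractions. An overlap above 5.38 and a correlation between the fractions therefore cannot test partitioning. The 111 shared rises were 40.7% of all 273 rises in ER-RNA. Across these probe sets the log2 fold changes of both fractions correlated with Pearson's r of 0.75 and Spearman's rho of 0.726, where genes are not independent replicates. In opposite directions 3 probe sets were called, which name no gene here and were picked out after their values were seen. Probe sets 7894734 and 7896150 rose in total RNA (log2 fold change 0.87 and 1.28) and fell in ER-RNA (-1.30 and -1.15), and 7896099 fell in total RNA (-1.15) and rose in ER-RNA (0.92). This count was 187 without an expression filter, 42 by fold change alone, and 0 when probe sets numbered before the first named one were left out, a setting chosen after seeing the data. Without an expression filter r was 0.509 and rho 0.459. The paper calls the overlap between transcripts raised in total RNA and at the ER small and reasons from it that cells in hypoxia partition transcripts selectively between cytoplasm and ER.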

Similar observations were made for downregulated transcripts (Figure 4).

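In both fractions 646 probe sets fell. Among those expressed in both, 1060 fell in total RNA and 1205 in ER-RNA, and independent lists of these sizes would share 80.3. As for the rises, an overlap above this cannot test partitioning, since RNA at the ER is part of total RNA. The 646 shared falls were 57.7% of all 1120 falls in total RNA and 50.2% of all 1286 in ER-RNA. Their median log2 fold change was -1.03 and -1.20. AIFM1, a mitochondrial flavoprotein, fell to 0.255 of control in total RNA and 0.338 in ER-RNA, and the histone gene H2BC14 to 0.251 and 0.361. AIFM1 lost both calls when both arrays of a pair had to lie above the 50% quantile. Its hypoxia values (6.99 and 5.43) lie below the medians of 7.49 and 6.34. A further 474 fell in total RNA only, with a median of -0.91 there and -0.57 in ER-RNA, where 94.5% were lower. The chaperonin gene CCT3 fell to 0.435 in total RNA and was at 0.518 in ER-RNA, and the urokinase gene PLAU fell to 0.534 and was at 0.669. In ER-RNA only, 640 fell, with a median of -1.02 there and -0.54 in total RNA, where 94.7% were lower. EIF2S1, the α-subunit of initiation factor eIF2, fell to 0.459 in ER-RNA and had a log2 fold change of -0.49 in total RNA. HNRNPA2B1, an RNA-binding protein, fell to 0.418 and was at 0.771. Without an expression filter the shares that were lower in the other fraction were 73.2% and 66.2%. The shared falls numbered 1953 by fold change alone and 116 with an SD from the scaled MAD.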

To investigate the biological relevance of hypoxia-induced mRNA partitioning, we identified clusters of genes with similar functional properties. Transcripts upregulated at both their expression level and their ER localization were significantly associated with gene GOs such as ‘response to hypoxia’, ‘glycolysis’ and ‘HIF-1α transcription factor network’ (Figure 4). This observation clearly demonstrates that factors crucial for cellular survival are elevated in the ER fraction. These include many HIF target genes, for which numerous studies have shown that they are indeed actively translated during hypoxia. 

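Of 22 measured genes of glycolysis and glucose uptake, 12 rose in total RNA and 6 in ER-RNA, and these 6 rose in both. ALDOC, an aldolase, rose 3.95-fold in total RNA and 3.91-fold in ER-RNA, PGK1, a phosphoglycerate kinase, 1.92-fold and 1.67-fold, and ENO2 rose 3.25-fold in ER-RNA. GPI, which isomerises glucose 6-phosphate, rose 2.07-fold in total RNA and was at 1.82-fold in ER-RNA with a z-score of 2.96. The muscle-type phosphofructokinase gene PFKM fell in ER-RNA to 0.430 of control and was at 0.656 in total RNA. The median log2 fold change of the list was 0.73 in total RNA and 0.55 in ER-RNA, each above all of the matched random lists.

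**Figure D1:**
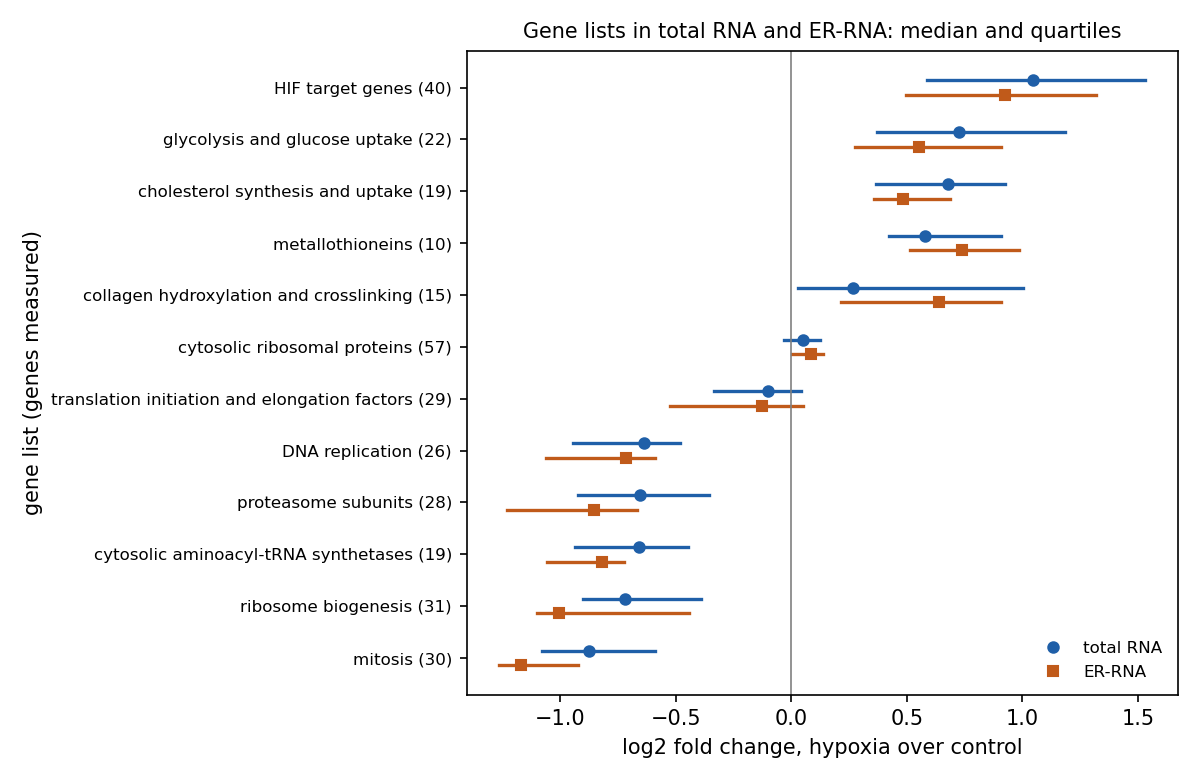
Median (points) and quartiles (lines) of the log2 fold change, hypoxia over control, of 12 gene lists fixed before the data were examined, in total RNA (circles) and ER-RNA (squares), with the number of measured genes in brackets. The medians of the mitosis list lie lowest, at -0.88 and -1.17. The median of the ribosomal proteins in total RNA (0.049) is -0.028 after median centring, and that of the translation factors in ER-RNA (-0.13) is 0.017 after quantile normalization.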

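Of 40 measured HIF target genes, 26 rose in total RNA and 21 in ER-RNA, none fell, and all 21 rose in both. In ER-RNA over total RNA their median was -1.07 on the log2 scale under control conditions and -1.37 in hypoxia. BNIP3, which drives mitophagy, rose 3.78-fold in total RNA and 3.29-fold in ER-RNA. NDRG1, a stress-responsive gene, rose 2.58-fold and 2.20-fold. PDK1, which restrains pyruvate entry into mitochondria and was counted in the glycolysis list instead, rose 2.84-fold and 2.08-fold. The transferrin receptor gene TFRC was at 0.721-fold and 0.686-fold. Of 15 genes of collagen hydroxylation and crosslinking, 5 rose in total RNA and 4 in ER-RNA. LOX was at 4.07-fold and 2.55-fold, PLOD2 at 2.32-fold and 2.86-fold and P4HA2 at 2.88-fold and 2.03-fold. The 5 were LOX, PLOD2, P4HA2, P4HA1 and LOXL2. All of them are in the HIF target list too, so these rises are not a separate result. The collagen chaperone gene SERPINH1 was at 0.888-fold and 1.01-fold. The median log2 fold change was 1.05 and 0.92 for the HIF targets and 0.27 and 0.64 for the collagen list. Against matched random lists the medians stood at percentile 99.9 for the collagen list in total RNA and above all random lists otherwise.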

Among the 190 transcripts elevated by total RNA level as well as ER localization, our candidates P4HA1, HIF-1α and VEGF were found. 

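P4HA1, the catalytic subunit of collagen prolyl 4-hydroxylase, rose 3.50-fold in total RNA and 2.28-fold in ER-RNA. HIF1A was called in neither fraction, at 0.853-fold in total RNA and 0.672-fold in ER-RNA. VEGFA was at 1.53-fold in total RNA with a z-score of 2.84, and at 1.30-fold in ER-RNA with a z-score of 1.22, and was called in neither. Of the 10 candidate genes of the study, chosen by the authors, 5 rose in total RNA, and 3 rose and 1 fell in ER-RNA, where ACTB was at 0.671-fold. The candidates had a median log2 fold change of 0.92 and 0.59. Of 14 regulators of the HIF pathway, 2 rose in both fractions, EGLN3 and EGLN1, the latter by 2.18-fold and 2.48-fold. Both are also in the HIF target list. CUL2, a scaffold of the ubiquitin ligase that targets HIF-1α, fell to 0.528 in total RNA and 0.367 in ER-RNA. These regulators had a median of -0.15 in each fraction, and 1 more fell in total RNA, ARNT2, named after its values were seen. After quantile normalization the medians were -0.051 in total RNA and -0.10 in ER-RNA, and after within-pair loess -0.030 and -0.11. P4HA1 lost its call in ER-RNA with an SD from the scaled MAD, where the z threshold is stricter. VEGFA was called in total RNA by fold change alone, which also called HIF1A down in ER-RNA, or after within-pair loess.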

A list of HIF-1 target genes regulated during hypoxia by alteration at the total mRNA level and/ or ER localization in HT1080 fibrosarcoma cells is shown in Supplementary Table S1. 

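Of the 19 genes in Table S1, 18 have a probe set that names them here, and 15 of these rose in total RNA and 9 in ER-RNA, all 9 in both. The authors chose this list on the same arrays, so its direction is not independent evidence. CITED2, a transcriptional co-regulator, rose 1.84-fold in total RNA and 2.09-fold in ER-RNA, BNIP3L, a mitophagy receptor, 1.78-fold and 1.82-fold, and CCNG2, a cyclin linked to growth arrest, 2.26-fold and 2.03-fold. The vimentin gene VIM rose 1.51-fold and 1.49-fold. LRP1, an endocytic receptor, rose 2.29-fold in total RNA and was at 1.55-fold in ER-RNA, and the glucose transporter gene SLC2A1 rose 1.53-fold and was at 1.63-fold. The median log2 fold change of the list was 0.99 in total RNA and 0.86 in ER-RNA. CA9 was not analysed here. By fold change alone all 18 were called in total RNA.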

Apparently, hypoxia-inducible transcripts, which are not subject to translational repression, are present at the ER where translation persists. Genes that were activated at the transcriptional level, but did not show an increased transcript presence at the ER (i.e. BLID mRNA) were associated with GOs such as ‘vasculature development’, ‘positive regulation of locomotion’ or ‘pyramidal neuron differentiation’. These GOs would be rather expected for the adaptation of endothelial cells, macrophages or neurons to hypoxia, but less for fibroblasts used in our assay. 

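BLID, which encodes a protein that promotes cell death, rose 2.33-fold in total RNA and was at 0.878-fold in ER-RNA, where its signal was below the expression filter. Its log2 value in ER-RNA was 5.80 under control conditions and 5.61 in hypoxia. A list of 33 genes of vasculature and angiogenesis was written for the re-analysis and is not the paper's GO set. Of these, 21 passed the expression filter in total RNA and 22 in ER-RNA, and the others could not be called. In total RNA 1 rose, VEGFC, a growth factor of lymphatic vessels, and in ER-RNA 0. VEGFC was at 2.05-fold in total RNA and 1.52-fold in ER-RNA. PGF, the placental growth factor gene, was at 1.47-fold and 1.67-fold, and THBS1, which encodes an inhibitor of angiogenesis, at 0.669-fold and 0.788-fold, and neither was called. The list had a median log2 fold change of 0.094 and 0.11, at percentile 92.0 and 83.6 of matched random lists. The call of BLID was lost with an SD from the scaled MAD, where the z threshold is stricter. In the reference annotation BLID lies within the span of MIR100HG.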

A complete overview of GO analysis including detailed statistics is provided in the Supplementary Tables S2–S7.

Our observations emphasize a specific adaption of gene expression in hypoxia at the level of mRNA translation. 

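Of 30 measured genes of mitosis, 18 fell in total RNA and 22 in ER-RNA, none rose, and the 18 fell in both. CDK1, the kinase that starts mitosis, fell to 0.372 of control in total RNA and 0.309 in ER-RNA, and the spindle protein gene NUSAP1 to 0.357 and 0.388. Of 26 genes of DNA replication, 8 fell in total RNA and 9 in ER-RNA, with PCNA, the sliding clamp, at 0.473 and 0.400. Of 28 proteasome subunits, 9 and 12 fell, with PSMD1 at 0.401 and 0.331. Of 31 genes of ribosome biogenesis, 10 and 17 fell, and of 19 cytosolic aminoacyl-tRNA synthetases, 7 and 6 fell, with FARSB at 0.265 and 0.267. Median log2 fold changes in total RNA and ER-RNA were -0.64 and -0.71 for DNA replication, -0.65 and -0.85 for the proteasome, -0.72 and -1.0 for ribosome biogenesis and -0.66 and -0.82 for the synthetases. The mitosis, replication, proteasome and ribosome biogenesis medians lay below all of the matched random lists, and those of the synthetases at percentile 0.02 and 0.01. None of 57 ribosomal proteins was called in either fraction, with percentiles of 99.95 in total RNA and 99.87 in ER-RNA. The list no longer stood apart in either fraction against random lists not matched on expression, or in ER-RNA after within-pair loess or quantile normalization. Of 29 translation factors, 0 were called in total RNA and 4 fell in ER-RNA, among them EIF5B at 0.505, with a median of -0.10 in total RNA. The sign of the ribosomal protein median in total RNA and of the translation factor median in ER-RNA depended on the scaling of the arrays.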

Interestingly, functional enrichment analysis of downregulated candidates showed that similar functions are suppressed, independent of whether this occurs at the expression or localization level. This indicates that discrimination of certain mRNAs with respect to ER localization might play a similar role in the regulation of gene expression.

### Transcripts selected for translation at the ER have highly conserved UTRs and varying 5′UTR uAUG contents

Post-transcriptional control of specific transcript subsets by mRNA partitioning between the two compartments of protein synthesis may be mediated by interactions between *cis*-elements and bound trans-factors. Cis-elements are mainly located in the mRNA 5′- and 3′-UTRs (56). Thus, in order to detect possible functional elements we analysed the UTRs of the candidates actively translated at the ER in hypoxia.

First, we tested whether transcripts of genes regulated during hypoxia show differences in the number of uAUGs in the 5′-UTR as a feature of translational repression during stress (33). Interestingly, transcripts of genes activated during hypoxia assessed by total RNA level alone (exclusively total group) contained more uAUGs than the transcripts of downregulated genes (Figure 5A). This can partially be explained by the significantly longer 5′UTRs in this group (Supplementary Figure S12). Consequently, the uAUG score (mean uAUG number per transcript number relative to UTR length) is also significant, albeit to a lesser extent (Figure 5B). Notably, analysing a set of 78 verified HIF targets as described in (1) indicate that HIF targets in general represent transcripts with less uAUGs (Figure 5A and B). Our observations are further confirmed by a gene-centered analysis of the uAUG score (Supplementary Figure S13) that also indicates a significant interaction with regard to gene expression level and ER localization that depends on uAUGs. These data suggest uAUGs as potential regulatory elements for mRNA translation in hypoxia.

**Figure 5.**
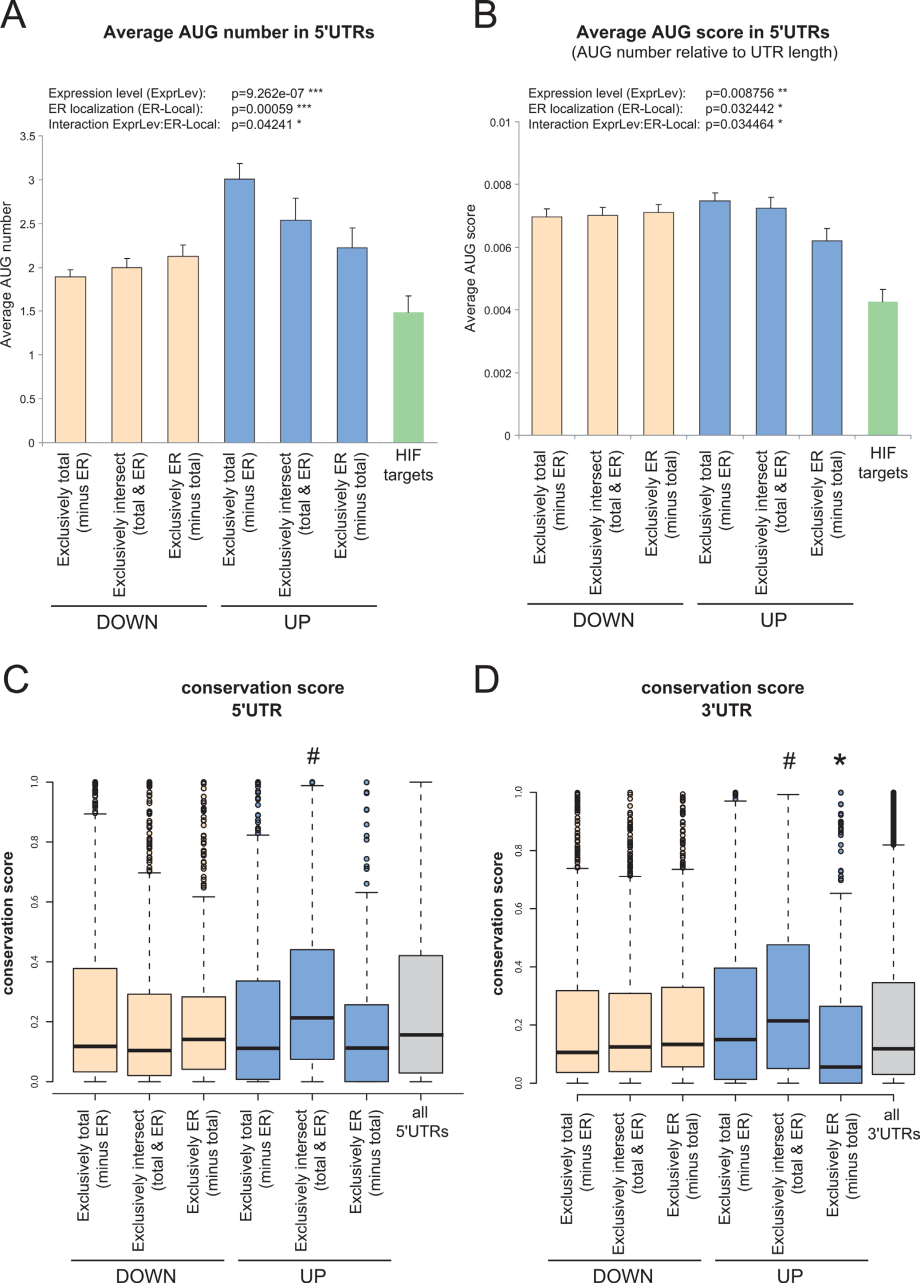
Sub-group specific UTR features. Transcripts of genes that were either up- or downregulated in their expression and/or ER localization as described in Figure 5 were used to test for different UTR features. (**A** and **B**) From all 5′UTR sequences we determined uAUG number (A) and UTR length. The AUG score (B) is the ratio of the number of uAUG and the length of the respective UTR. The gene specific AUG number/score was analysed with a non-parametric two factor ANOVA test with respect to location and expression level. The HIF target gene group consists of 78 verified candidates as described in (1) and is shown for comparison only. (**C** and **D**) Group-specific conservation scores of 5′-UTRs (C) or 3′UTRs (D). A hash sign (#) indicates a significantly higher conservation score compared to all other groups in the statistical post-hoc test. Asterisks (*) indicate a significantly lower conservation score compared to the other groups in the post-hoc test. The grey bars represent either all 5′- or all 3′-UTRs and were not included in the statistical analysis. They are shown for comparison only. A detailed post-hoc statistical analysis is presented in Supplementary Figure S14.

We then focused on the exclusively intersect group (upregulated at expression level and ER localization) representing GOs such as ‘response to hypoxia’ or ‘glycolysis’ and asked first whether the 5′- or the 3′-UTRs display any degree of conservation. Interestingly, both the 5′- and 3′-UTRs in this group showed higher conservation scores when compared to the UTRs in the other groups (Figure 5C, D and Supplementary Figure S14). Moreover, 3′-UTRs of transcripts downregulated in their ER-localization were significantly less conserved and thus might be involved in species-specific regulatory processes (Figure 5D). These data suggest that mRNA partitioning for translation at the ER during hypoxia is an evolutionarily conserved regulatory mechanism, and that mRNA 5′- and 3′-UTRs likely represent common features that mediate escape from the global suppression of translation.

### Enrichment of specific *cis*-elements in mRNA 5′- and 3′-UTRs provide ER localization in hypoxia

To investigate whether hypoxia-inducible transcripts showing ER presence in hypoxia carry specific *cis*-elements in their UTRs, we systematically compared the mRNA 5′- and the 3′-UTRs of the ‘upregulated: exclusively intersect group’ to UTRs with all other transcripts expressed in HT1080 cells. Strikingly, we found significant enrichment of five motifs in the 5′-UTRs and 29 motifs in the 3′-UTRs (Table 1). For functional verification, we selected the top 5′-UTR motif (5′*UTR-cis1*) and two 3′-UTR motifs: (i) the top 3′-UTR motif [3′*UTR-cis1*] and (ii) the motif ranked no. 22 [3′*UTR-cis22*], which showed a high conservation according to the basewise phastCons (44 vertebrate species) conservation score obtained from USCS (http://hgdownload.soe.ucsc.edu/goldenPath/hg18/phastCons44way/). Context analysis by comparing different UTR sequences carrying these motifs indicated similarities in the immediate upstream and downstream regions that were independent of their precise position. Therefore, we cloned ∼40-mer oligonucleotides, bearing each of the selected motifs in the center, into the 5′- or 3′-UTR of the luciferase reporter mRNA as shown in Figure 7A. For the 5′-UTR motif the element 5′-GGGCCACGCTCC***CCGCGC***CTCGGCTTCGCG-3′ was derived from the EGLN3 mRNA 5′-UTR. The 3′-UTR elements were obtained from the PLOD2 mRNA (3′*UTR-cis1*: 5′-GCATTTAATTATTT***TTTAAAAA***ACTTTTTAAGTACTTGAA-3′) and CA9 mRNA (3′*UTR-cis22*: 5′-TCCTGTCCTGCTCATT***ATGCCA***CTTCCTTTTAACTGCCAA-3′), respectively. For each motif, its corresponding mutant was cloned accordingly. Cells transiently transfected with the various wild-type and mutant constructs were analysed for both (i) transcript localization and (ii) expression levels under control and hypoxic conditions.

**Figure 6.**
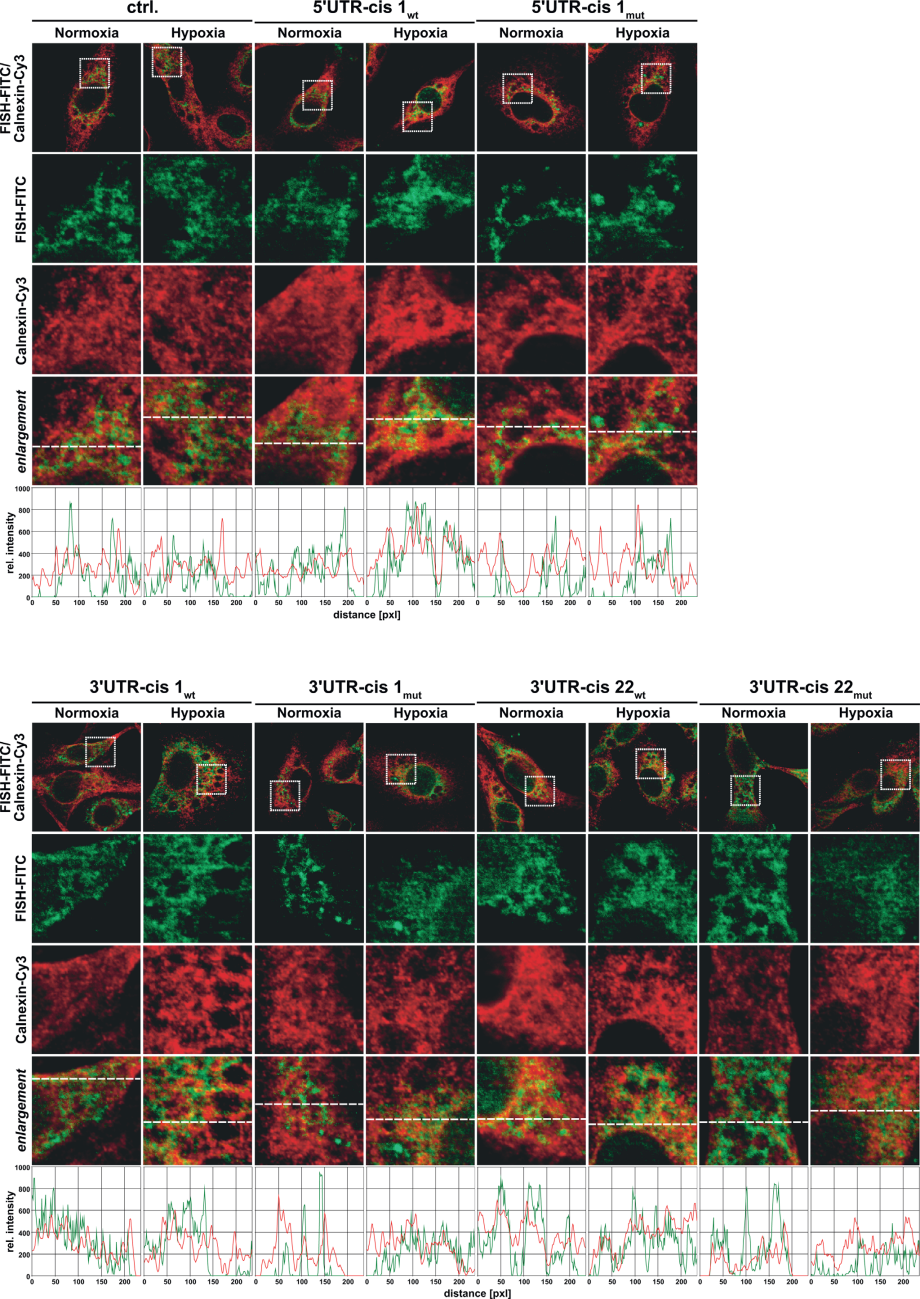
IF-FISH analysis of HT1080 cells transfected with Firefly-Luciferase (Luc) reporter plasmids by electroporation as indicated and cultured under normoxic or hypoxic conditions. Cells were hybridized with Luc mRNA probe (FITC, green). The native Luciferase mRNA is shown as control (ctrl.). Modified Luciferase transcripts contained insertions of 5′- or 3′-UTR *cis*-elements as shown in Table 1, with either the original sequence context (wt) or a mutated *cis*-Element (mut) as shown in Figure 7A. Nuclei were stained with DAPI (blue). Specific antibodies were used to co-stain endogenous a-tubulin (Cy5, cyan) and Calnexin (Cy3, red). Dotted squares indicate the magnified area represented in the enlargement. Cy3 and FITC fluorescence monitored along the dashed lines is shown as relative signal intensity in the bottom panel.

**Figure 7.**
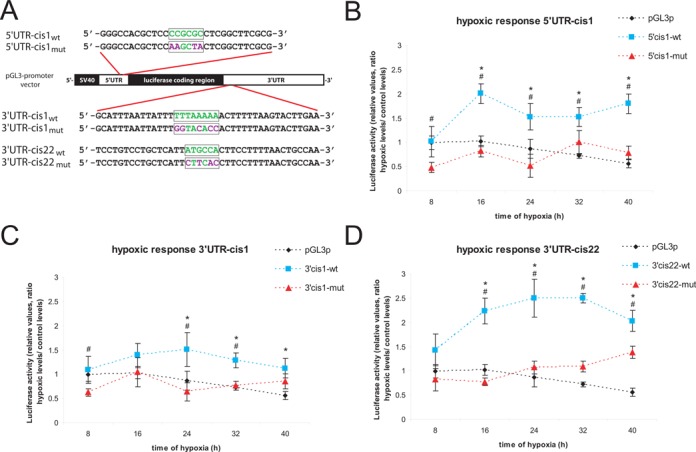
Verification of motif functionality by reporter gene assays. The pGL3-promoter vector (SV40 promoter) was used to insert 30–40-mers carrying selected motifs (boxes) in its center into the 5′- or 3′-UTR of luciferase mRNA. (**A**) Schematic illustration of cloning strategy and inserted sequences. Native motifs (wt) and mutated variants (mut) were tested. (**B**–**D**) HT1080 cells were transfected and incubated for up to 40 h under control or hypoxic conditions. Relative fold changes as compared to control conditions are shown for the original pGL3-promoter construct as well as constructs carrying native or mutated *cis*-elements in the luciferase 5′UTR (5′UTR-cis1) or 3′UTR (3′UTR-cis1 and 3′UTR-cis22). *n* = 8. * indicates significantly changed luciferase activity of the wt-construct compared to the unmodified luciferase mRNA (pGL3p) and # indicates significance compared to the mutated variant (*P* < 0.05).

**Table 1.** Motif enrichment in 5′- and 3′-UTRs of candidates that are increased in total mRNA level and being increasingly present at the ER during hypoxia in HT1080 cells

Type	Motif	*P*-value	*E*-value	Examples carrying the motif in its UTR
5′UTR				
1	C[C,G,A]GCGC	1.70E-13	5.30E-09	EGLN3, HK2, GPI, ENO2, PFKFB4, PDK1
2	CCGCCC[C,G,T]C	5.60E-13	1.60E-08	HIF1A, EGLN1, HK2, CITED2, NDRG1, P4HA1
3	ACG[A,C,T]GC	2.50E-11	7.30E-07	ITPR1, ENO2, HK2, EGLN1, PLOD2, AOX1, GPI
4	C[C,G]AC[C,T]C	5.10E-11	1.40E-06	CA9, PDK1, ANG, SMAD9, VLDLR, LOX, PGM1
5	GCGGG[C,A]	1.10E-09	3.10E-05	ARG2, ANG, VLDLR, STC2, EGLN1, PDK1
3′UTR				
1	TTTA[C,G,A]AAA	2.40E-16	1.10E-11	HIF1A, PFKFB4, PGK1, HK2, P4HA1, PLOD2
2	[C,A]TG[A,T]AAA	4.70E-16	2.10E-11	MMP-9, VEGFA, PFKFB4, PFKM, PGK1, HK2
3	GG[A,G,T]TAA	6.80E-14	3.00E-09	PGM1, ARG2, PLOD1/2, ITPR1, PAM, SMAD9
4	A[C,A]TAGA	8.10E-14	3.50E-09	PFKFB4, PRKAA2, GPI, ENO2, PGK1, HK2
5	A[A,G,T]AAATC	3.30E-13	1.40E-08	GPI, HK2, PGK1, KLF5, CITED2, LOX, PRKAA2
6	AAAA[C,T]A[C,T]	4.00E-13	1.70E-08	ALDOC, SMAD9, PLOD2, ITPR1, P4HA1, STC2
7	TAGC[A,G,T]A	8.60E-14	3.70E-09	HK2, PGK1, SMAD9; ALDOC, PLOD2, ITPR1
8	A[C,A]TTGTG	6.70E-13	2.90E-08	PRKAA2, ENO2, PGK1, HK2, BNIP3, EGLN1
9	TTTAAG[A,T]	9.60E-13	4.20E-08	ARG2, P4HA1, PLOD2, ITPR1, SMAD9, STC2
10	A[A,G]AGAAT	7.80E-13	3.30E-08	ARG2, BNIP3, SMAD9, EGLN1, GPI, NOX4
11	AATGT[C,A]	1.30E-12	5.60E-08	PFKFB4, PRKAA2, GPI, PFKM, PGK1, HK2
12	[C,G,T]T[A,G]TTTG	3.50E-12	1.50E-07	ENO2, PGK1, HK2, PLOD2, EGLN1, PFKFB4
13	AAAAAAA[A,G]	5.60E-12	2.40E-07	CITED2, PLOD2, SMAD9, ITPR1, GPI, ERO1L
14	TAA[T,G]C[A,T]	3.00E-13	1.30E-08	ENO2, HK2, PGK1, PFKM, BNIP3, PAM, PLOD2
15	AAAT[C,G]T	3.30E-12	1.40E-07	P4HA1, EGLN1, ARG2, ANG, NDRG1, PAM
16	TA[T,G]GAA	2.30E-12	9.50E-08	PLOD2, ITPR1, P4HA1, EGLN1, PAM, CITED2
17	[C,G,T]TTTA[A,T]A	4.30E-12	1.80E-07	CA9, CITED2, BNIP3, PGK1, HK2, GPI, PRKAA2
18	ACT[A,C,T]AC	1.20E-12	4.90E-08	PRKAA2, ENO2, PGM1, HK2, GLRX, ITPR1
19	TGCAC[A,T]	7.10E-12	2.90E-07	PFKFB4, PLOD1, PGK1, PFKM, NDRG1
20	ATA[C,T]A[C,G]	6.60E-12	2.70E-07	ALDOC, PRKAA2, HK2, PGK1, BNIP3, ARG2
21	A[A,T]ACTG	1.00E-11	4.00E-07	P4HA1, EGLN1, ARG2, PAM, NDRG1, GPI, HK2
22	AT[C,A]CAA	1.20E-11	5.00E-07	HIF1A, ENO2, EGLN3, CA9, PRKAA2, GPI
23	A[A,T]GAGA	2.30E-11	9.10E-07	ARG2, PLOD1/2, STC2, PAM, PFKFB4, HK2
24	AACAC[T,G]	3.00E-11	1.20E-06	P4HA1, GPI, HK2, PLOD2, GLRX, MT1E, MT1F
25	AACTAT	4.90E-08	1.90E-03	GLRX, ERO1L, LOX, SMAD9, CITED2, STC2
26	AACCAA	5.90E-08	2.30E-03	PLOD1, SMAD9, ARG2, P4HA2, GPI, PGK1
27	AATAAAT	2.30E-08	9.10E-04	ALDOC, CA9, EGLN1, BNIP3, GPI, PRKAA2
28	AAAGGCA	2.50E-07	9.60E-03	SMAD9, STC2, ERO1L, BNIP3L, AOX1, GPI
29	GTTTACA	4.30E-09	1.70E-04	PFKFB4, PRKAA2, P4HA1, LOX, PGM1, PGK1

Alternative nucleotides are shown in squared brackets. Gene symbols of genes that bear the motifs in its mRNA UTRs are listed exemplarily.

IF-FISH analysis indicated that two out of the three motifs tested (motifs: 5′*UTR-cis1* and 3′*UTR-cis22*) did indeed mediate increased luciferase transcript localization at the ER as a result of hypoxia (Figure 6), while the mutated elements failed to show this translocation. The top 3′-UTR element (3′*UTR-cis1*) showed only weak increased ER co-localization upon hypoxia, however, compared to the native luciferase transcript we observed increased ER localization under control conditions. Thus, we suggest that this motif mediates ER localization *per se*. IF-FISH data for oligo(dT) and mock transfection are provided in Supplementary Figure S15.

Functional verification by reporter gene assays confirmed that the *cis*-elements that mediated ER localization in turn resulted in elevated gene expression during hypoxia (Figure 7). During a time course of up to 40 h, we found that all of the selected motifs enhanced expression in hypoxia relative to their corresponding mutants (Figure 7B-D). Of interest, the motif 3′*UTR-cis1*, which confers increased ER localization *per se*, showed only a weak activation in hypoxia. However, compared to the native luciferase transcript, insertion of the ER-localization element led to an elevated and stable expression rate from short to long term hypoxia, supporting the view that transcripts localized at the ER are less affected by global suppression of protein synthesis in hypoxia.

In line with 5′- and 3′-UTR conservation of transcripts that are increased in hypoxia at the mRNA level and ER localization (upregulated: exclusively intersect group [total and ER]), these mRNAs show clustering of specific motifs in both UTRs. The *cis*-elements tested here either provide ER transcript localization *per se* or under hypoxic conditions. In both cases these *cis*-elements mediate sustained or elevated protein synthesis under conditions of global suppression of mRNA translation.

## DISCUSSION

Oxygen depletion alters gene expression to facilitate cell survival until oxygen supply is restored. The cellular adaptation to the changed environment requires the repression of energy-consuming processes, especially protein synthesis, while activating the expression of survival factors.

Many efforts have been undertaken to explain the escape of specific transcripts from global suppression of 5′-cap-dependent initiation of mRNA translation during hypoxia. These studies focused on the cytoplasmic compartment for protein synthesis. In this study we correlated gene expression rates for selected candidates, as assessed by total RNA and protein levels, with mRNA localization in the subcellular compartments relevant for mRNA translation, namely (i) translationally-inactive RNP complexes, (ii) transcripts associated with cytoplasmic ribosomes and (iii) transcripts translated at the ER. Based on findings employing P4HB, P4HA1, HIF-1α, BLID and β-Actin mRNAs, which represent both hypoxia-inducible and non-inducible candidates, we hypothesized that mRNA translation is regulated by different mechanisms that act either in the cytoplasm or at the ER. Subsequently, we showed that the increased gene expression for specific hypoxia-inducible candidates is associated with increased transcript localization to the ER. In line with the observation that the spatial organization of mRNA translation between the cytoplasm and the ER represents a regulatory mechanism during stress (34), our findings highlight the ER as a crucial compartment ensuring active mRNA translation during hypoxia.

Specifically, using the unfolded protein response (UPR) as a means to physiologically modulate mRNA translation, it has been reported by Stephens *et al*. and Reid *et al*. that the ER serves as the preferred site for the synthesis of both cytosolic and signal sequence-bearing proteins (57,58). They showed that mRNAs that underwent translation on both cytosolic and ER-bound ribosomes displayed ER-restricted loading into polyribosomes in response to UPR induction. They concluded that the capacity to regulate protein synthesis differentially in the cytosol and ER compartments allows the ER to serve as a privileged site of protein synthesis (57). Consistently, infection with Coxsackie virus B3 to mediate suppression of cellular protein synthesis also showed retained translational activity in ER-bound ribosomes (34,57). Thus, our findings highlight those previous observations while complementing them, using different techniques and strategies to study the influence of hypoxia as a physiological stimulus to inhibit global protein synthesis. Interestingly, both the conditions of UPR modulation and infection by Coxsackie virus B3 resemble hypoxia as they also result from an inhibition of 5′-cap-dependent initiation of mRNA translation. Altogether, these findings indicate that the selection of transcripts for translation at the ER, under conditions of global suppression of protein synthesis, is a fundamental and conserved process to ensure adaptation of gene expression to stress situations such as hypoxia.

Our data indicate that mRNA partitioning between the cytoplasm and the ER during hypoxia is highly selective. In a global setting we observed that only a few of the candidates that were up- or downregulated at the expression level were also increasingly or decreasingly present at the ER. For instance, in our setting 615 genes were upregulated in response to hypoxia. Only 190 (31%) thereof were also elevated in the ER fraction. Factors upregulated by expression and ER localization belong to the hypoxia-relevant GOs ‘hypoxia response’, ‘HIF-1α transcription factor network’ and ‘glycolysis’. As factors belonging to these categories are well known to be translated under hypoxic conditions, this observation strongly supports the view of hypoxia-dependent selective subcellular partitioning of the transcriptome for active mRNA translation at the ER.

Our results further indicate that mRNA partitioning might be a filter for cell type-specific adaptation to hypoxia. Not all genes that are activated at the transcription level are necessarily translated in every cell type. Only those that are essential to providing a cell-type appropriate response to hypoxia are likely to be translated. For example, transcripts that belong to the GO ‘pyramidal neuron differentiation’ are not elevated at the ER in the fibroblasts used in this study, suggesting that they are subject to global translational repression. Future studies are required to show whether the transcript subpopulations that are increased at the ER in hypoxia differ between cell types. Nevertheless, factors that maintain energy metabolism and thus are likely to be regulated by similar mechanisms in different cell types during hypoxia, are translated favourably at ER associated ribosomes as shown by transcript co-localization with the ER marker calnexin and the ribosomal protein rpL19 in this study.

At present, our understanding of mRNA tethering to the ER independent of the signal-recognition particle is quite limited, and the identification and functional characterization of mRNA receptors as well as their dynamics require further investigation (58). Highly conserved regions within mRNA UTRs, which function as stress sensors, indicate a crucial function of mRNA UTRs in the regulation of gene expression (59,60). Consistently, we found that mRNA 5′- and 3′-UTRs of candidates that are induced at the mRNA level and favourably associate with the ER in hypoxia showed a higher conservation score, indicating that transcript selection for sustained translation in hypoxia is an evolutionarily conserved process. Indeed, previous experiments suggested the existence of ER-localization signals to be present within the mRNA molecules themselves (61). Moreover, it has been hypothesized that functionally related genes are regulated as groups by specific mRNA-binding proteins to form post-transcriptional operons (62). This might involve sequence motif recognition-dependent paths that utilize *cis*-encoded localization information (zip codes), and both known and unknown RBPs as ER-targeting factors (63). It seems likely that ER-associated mRNAs do not passively diffuse to ER membranes, but might instead arrive via active transport (64). Moreover, analysis of ER membrane proteins revealed that they possess stretches of basic residues in cytosol-facing loops that could have selective RNA binding activity (65).

We found that upstream translation initiation codons are significantly enriched in 5′-UTRs of genes that are upregulated in hypoxia. It is interesting that hypoxia inducible transcripts that are also increasingly present at the ER in hypoxia contain less uAUGs and, thus, do not follow this trend. Moreover, HIF targets in general contain significantly lower numbers of uAUGs, in line with effective translation during hypoxia, as uAUGs have been associated with suppressed translation rates (33). Paradoxically, it has been shown that some transcripts with uORFs are upregulated in response to eIF2α phosphorylation (66). For instance, CITED2 (67) and ATF4 (68) exemplify two uORF-containing transcripts for which the expression is induced by enhanced mRNA translation following stress (66). However, these examples and our findings support the view that uAUGs are regulatory elements that are involved in the control of mRNA translation in the cytoplasm rather than at the ER.

Strikingly, we found enrichment of specific motifs in the 5′- and 3′-UTRs of transcripts, for which elevated expression and increased localization at the ER was detected under prolonged hypoxia. We identified 34 motifs (5 in the 5′-UTRs and 29 in the 3′-UTRs). The functionality of these motifs was exemplarily confirmed by insertion into the luciferase mRNA 5′- or 3′-UTR followed by verification of *cis*-element-mediated ER localization and subsequent expression level. The identified mRNA 5′-UTR motifs are CG-rich and the 3′-UTR motifs are mainly AU-rich. Of note, the HIF-2α–RBM4–eIF4E2 complex binds in close proximity to CGG tri-nucleotides (28). Also, the protein DRBP76 binds to an AU-rich stem loop to enhance the HILDA complex formation that in turn directs the RNA switch and promotes mRNA translation (30). However, 5′-UTRs in general have a tendency to be CG-rich, 3′-UTRs to be AU-rich. We speculate that the motifs identified in our study are core binding sites for *trans*-acting factors and that elements up- and downstream of the respective motif may impair their functionality. Moreover, the number and presence of multiple copies of these elements may have an additional effect on gene expression. Out of the motifs presented in this study, the number of these *cis*-elements per mRNA is high in hypoxia-inducible candidates [HIF1A: *n* = 31, P4HA1: *n* = 32, HK2: *n* = 54 VEGFA: *n* = 32]. In contrast, ACTB mRNA bears *n* = 13 and BLID mRNA only *n* = 7 of these *cis*-elements. Since just one of these motifs is sufficient to enhance ER localization and gene expression in an experimental setting, it is likely that a combination of these motifs as well as effects of other (maybe inhibitory) elements in the native mRNA will have a cumulative effect, which then determines the net functional impact on ER localization and, thus, gene expression. This perspective would further explain differences in the efficacy of specific mRNA-ER localization in hypoxia. Therefore, we hypothesize that clustering of mRNA 5′- as well as 3′-UTR *cis*-elements is pivotal for proper mRNA partitioning to the ER, which represents a mechanism for adaptation of gene expression during hypoxia, especially for HIF-target genes.

Nevertheless, it has been demonstrated that specific mRNAs may be continuously associated with cytoplasmic polysomes in hypoxia (53). Therefore, analysing specific control of mRNA translation in hypoxia means taking into account all subcellular compartments such as the cytoplasm and the ER as well as mRNP complexes. Obviously, the site of translation initiation seems to be a crucial determinant (69) and might hint at the underlying mechanism. It is, for instance, likely that 5′-cap-dependent inhibition affects cytoplasmic translation initiation, thus, favouring IRES-dependent translation, while at the ER 5′-cap-dependent initiation is still active. However, in a hypothetical scenario, IRES trans-acting-factors (ITAFs) may also act as mediators for ER localization. At present, we cannot rule out whether different mechanisms such as HILDA induced RNA-switches, eIF4E1-dependent mechanisms, HIF-2α–RBM4–eIF4E2 complex binding or IRES/ITAF-mediated mechanisms also participate in mRNA partitioning to the ER or whether these pathways represent independent options to prevent global suppression of mRNA translation in hypoxia. We assume that different mechanisms exist and function cooperatively and that candidate selection for ER translation during hypoxia does not act as an on and off switch. Rather, translation at the ER is favoured under specific conditions. Future studies need to address the localization and functionality of *trans*-factors such as RBPs as well as mRNA recognition by ribosomes at the ER. We propose that the clustering of mRNA *cis*-elements is a crucial determinant of mRNA localization in hypoxia.

Our data show that mRNA translation at the ER provides an option to select transcripts for effective protein synthesis under hypoxic conditions. However, the underlying reason for protein synthesis at ER-associated ribosomes during hypometabolism is still unknown. When energy production is diminished, energy consuming transport processes along the cytoskeleton are probably reduced, causing suppression of protein synthesis in the cytoplasm. Interestingly, perinuclear clustering of mitochondria following hypoxia has been described (70) and ER-mitochondria-junction has been implicated in ROS and calcium signalling (71,72). However, the low *K*_m_ of the mitochondrial cytochrome oxidase dictates that virtually all oxygen is consumed by the mitochondria under hypoxic conditions (73). Therefore, gathering mitochondria around the nucleus, and thus the ER, may reflect the recruitment of adenosine triphosphate producers to the vicinity of protein synthesis. Forced by limited cellular energy supply, cells may minimize the active cellular compartment by restricting metabolic processes to the perinuclear zone.

During hypoxia, spatial re-organization of metabolic processes, including mRNA translation, requires tight regulatory control. mRNA partitioning can represent a crucial check-point to divide protein synthesis between the two subcellular compartments, the cytoplasm and the ER. Our data support the view that both compartments are under distinct regulatory control and that translation at the ER is favoured for HIF-target genes and thus contributes to maintain energy metabolism in hypoxia. The selection of transcripts for translation at ER-associated ribosomes seems to be mediated by *cis*-elements located in both the mRNA 5′- and 3′-UTRs. Analysing the alteration of gene expression during oxygen deprivation thus needs to include investigations on mRNA partitioning to select transcripts for protein synthesis at the ER. Future studies will need to address the mechanisms of mRNA partitioning by *cis*-element/ *trans*-factor interaction during hypoxia.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Hypoxia-induced gene expression results from selective mRNA partitioning to the endoplasmic reticulum
**Source:** Nucleic Acids Res. 2015 Mar 8;43(6):3219–36. doi: 10.1093/nar/gkv167
**Supplement:** SUPPLEMENTARY DATA

Hypoxia-induced gene expression results from selective mRNA partitioning to the endoplasmic reticulum — Hypoxia-induced gene expression results from selective mRNA partitioning to the endoplasmic reticulum — SUPPLEMENTARY DATA 

# Hypoxia-induced gene expression results from selective mRNA partitioning to the endoplasmic reticulum

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA

# Supplementary material for: Hypoxia-induced gene expression results from selective mRNA partitioning to the endoplasmic reticulum
**Source:** Nucleic Acids Res. 2015 Mar 8;43(6):3219–36. doi: 10.1093/nar/gkv167
**Supplement:** SUPPLEMENTARY DATA

## SUPPLEMENT

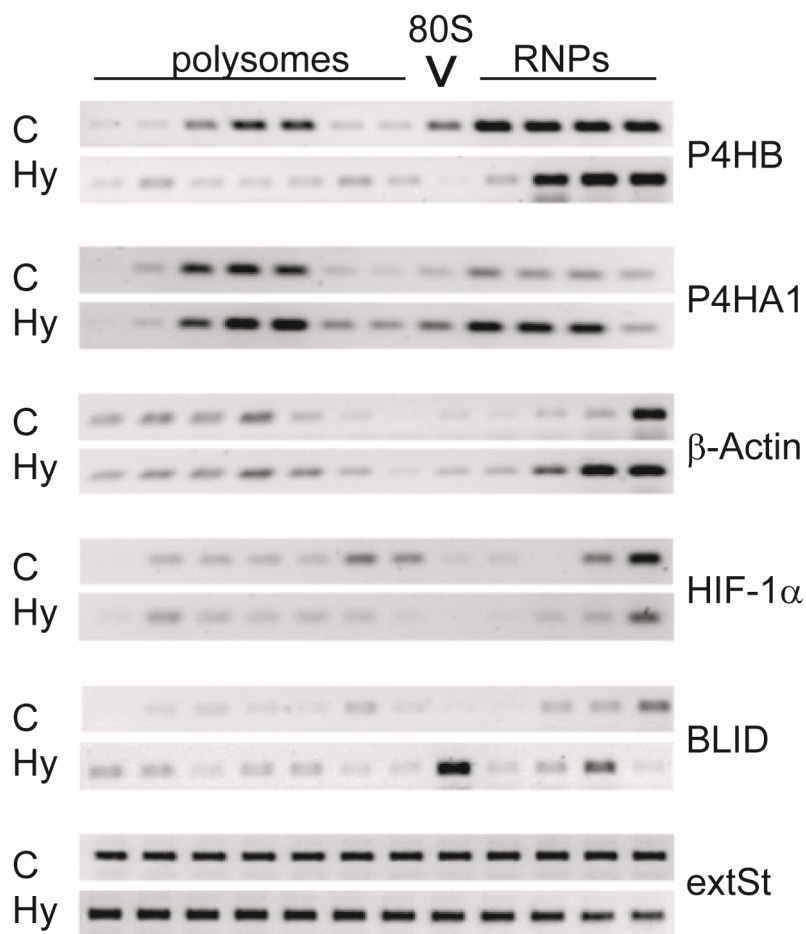

**Figure S1: Polysomal gradient analysis.** HT1080 cells were incubated under control (21% oxygen) or hypoxic (1% oxygen) conditions for up to 36 h as described in Figure 1. Shown are representative original RT-PCR data (30 cycles for β-Actin and the external standard [extSt]; 35 cycles for the other genes) from pooled samples to visualize mRNA distribution following fractionation of sucrose gradients at control conditions (C) and 36 h of hypoxia (Hy). The external standard (a synthetic *in vitro* transcript) was diluted to appropriate concentration for qPCR and added directly after gradient fractionation and prior to RNA isolation as a technical control. The external standard served for fraction dependent normalization.

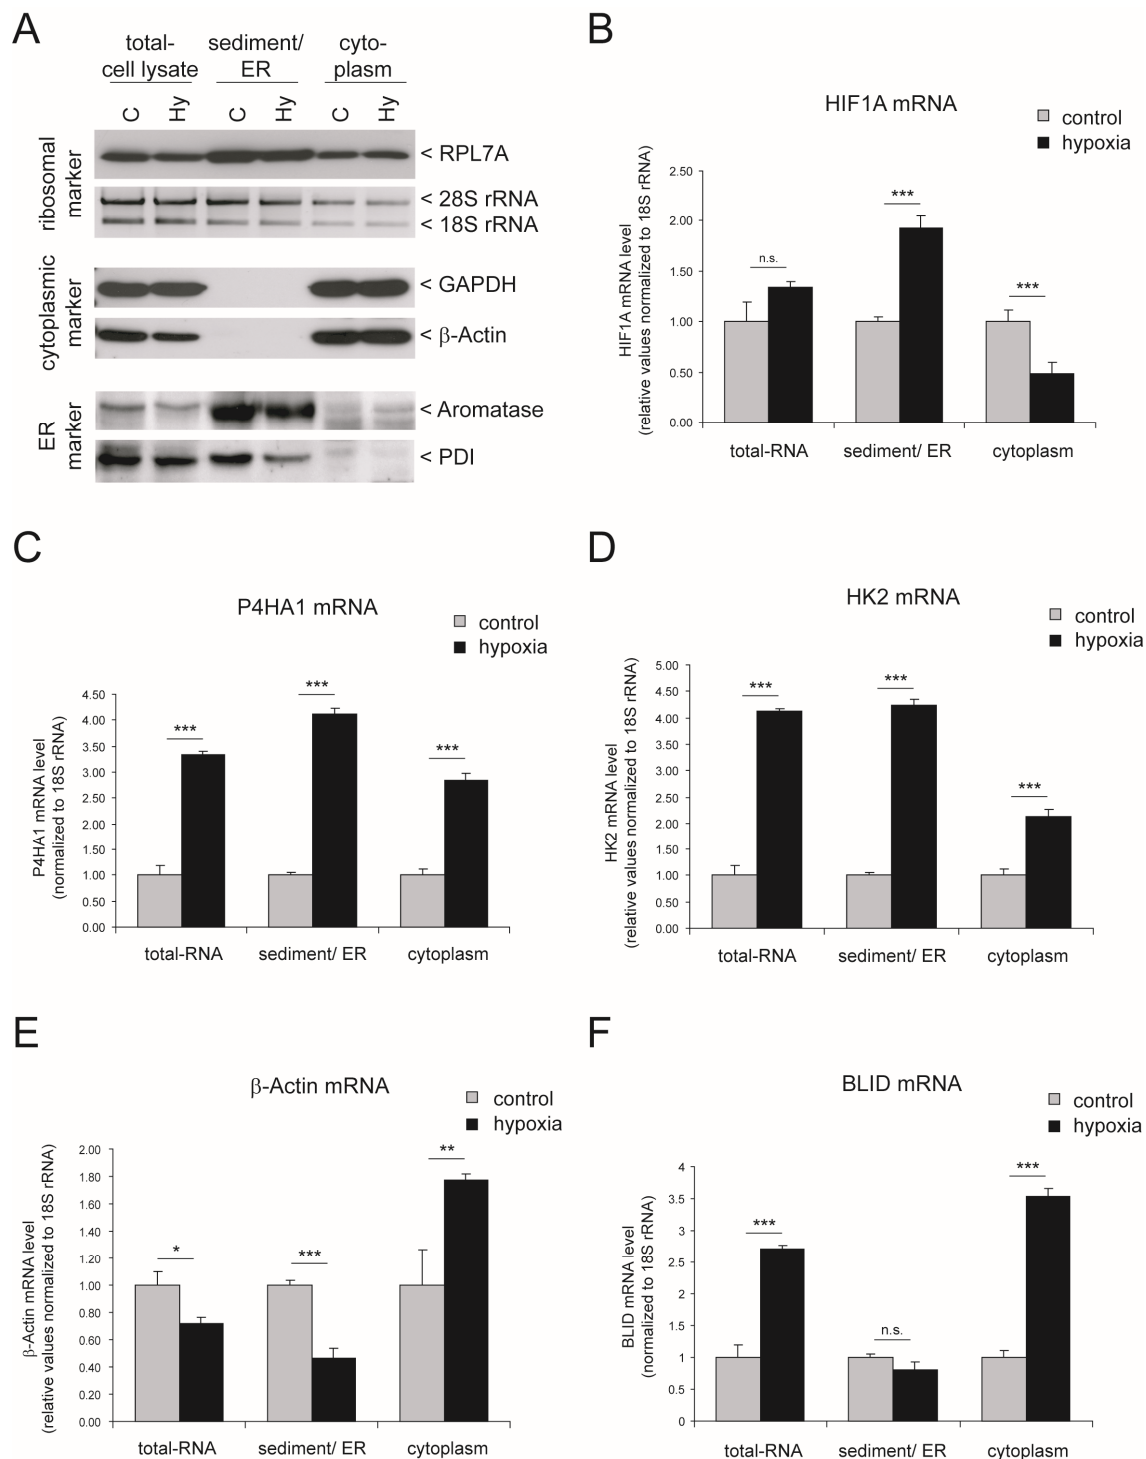

**Figure S2: Expression of mRNA candidates in ribosomes-containing sub-compartments. A:** Representative Western blot analyses of markers in the sub-compartments. S10 supernatants as used in Figure 1 for polysomal gradient analysis represent a cytoplasmic fraction as demonstrated by cytosolic markers (GAPDH,  $\beta$ -Actin). Both, cytoplasmic and sediment fractions contain polysomes as shown by ribosomal markers (28S and 18S rRNA, ribosomal protein RPL7A). Sediments, however, contain ER as indicated by the presence of the ER marker proteins (PDI and aromatase). **B-F:** Histogram plotting qPCR analyses of mRNA candidates in the various cellular compartments. Expression of B: hexokinase-2 (HK2), C: HIF-1 $\alpha$  (HIF1A), D:  $\beta$ -Actin, E: collagen prolyl-4 hydroxylase  $\alpha$ (I) (P4HA1) and F: BLID mRNAs is shown. HK2, HIF-1 $\alpha$  and P4HA1 were chosen as markers of active translation in hypoxia and, thus, were expected to be present in actively translating ribosomes. Cells were cultured under control (grey) and hypoxic conditions (solid black). N=6. n.s. – not significant. \*-p<0.05, \*\*-p<0.01, \*\*\*-p<0.001.

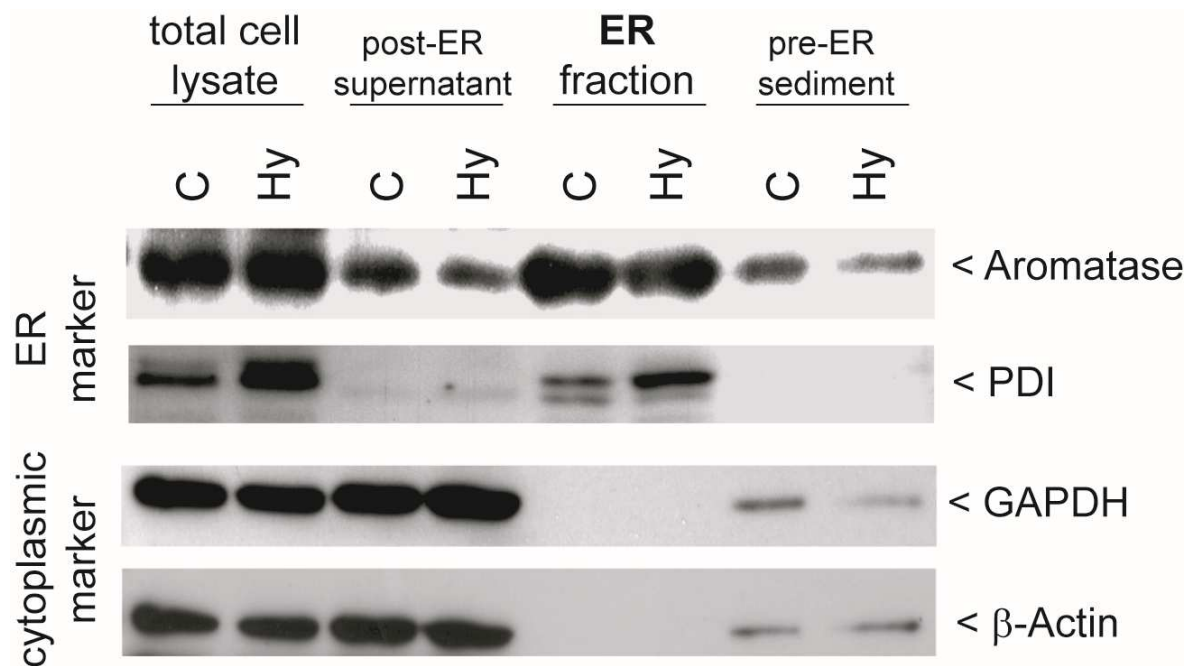

**Figure S3: Estimation of marker protein levels in the ER fraction obtained by the SIGMA ER-isolation kit.** HT1080 cells were incubated under (C) control (21% oxygen) or (Hy) hypoxic condition for 36 h. A pure ER fraction as shown in Figure 2 and as used for micro-array analysis (Figure 4) was isolated by using the SIGMA ER-isolation kit according to the manufacturers recommendations. Detection of aromatase and protein disulfide isomerase (PDI) served as ER marker proteins. As cytosolic markers GAPDH and  $\beta$ -Actin were used.

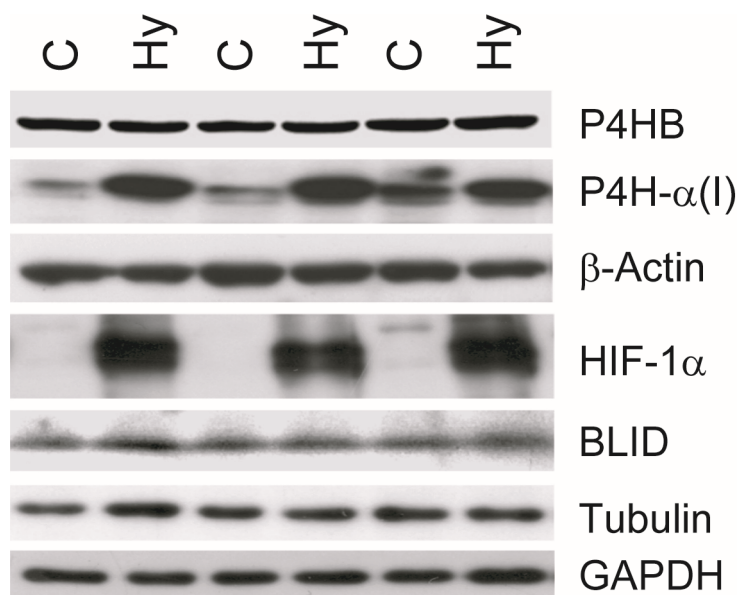

**Figure S4: Detection of protein levels for selected candidates.** HT1080 cells were incubated under (C) control (21% oxygen) or (Hy) hypoxic (1% oxygen) conditions for 36 h. Representative original Western Blot results are shown to indicate protein levels for candidates used in this study. Detection of relative tubulin levels served as loading control.

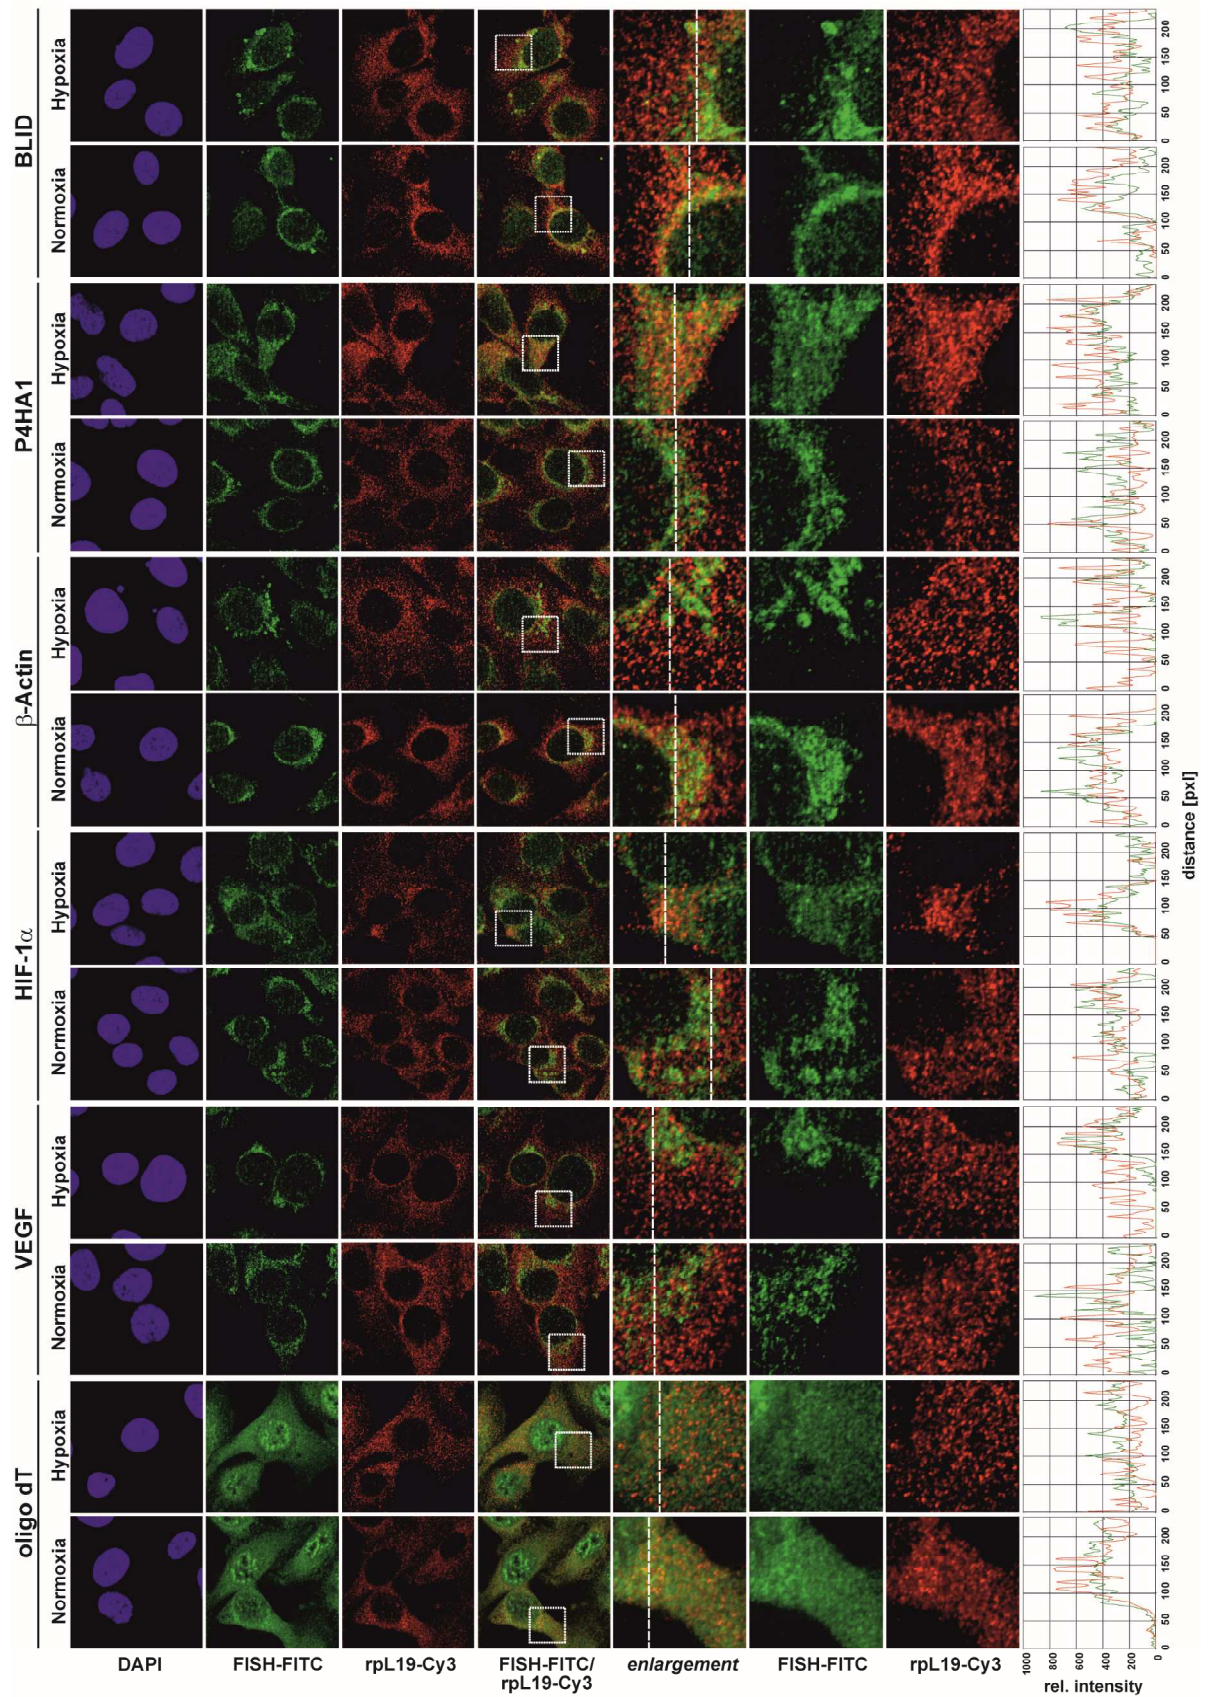

**Figure S5: IF-FISH analysis: Co-staining of specific transcripts with the ribosomal marker rpL19.** HT1080 cells were treated and analyzed as described in Figure 3. Co-localization of the transcript with the ribosomal marker rpL19 is indicated by a good match in peaks (either up or down) of both signals (bottom line). rpL19 was chosen as it is part of the large ribosomal subunit and, thus, is not associated with stress granules.

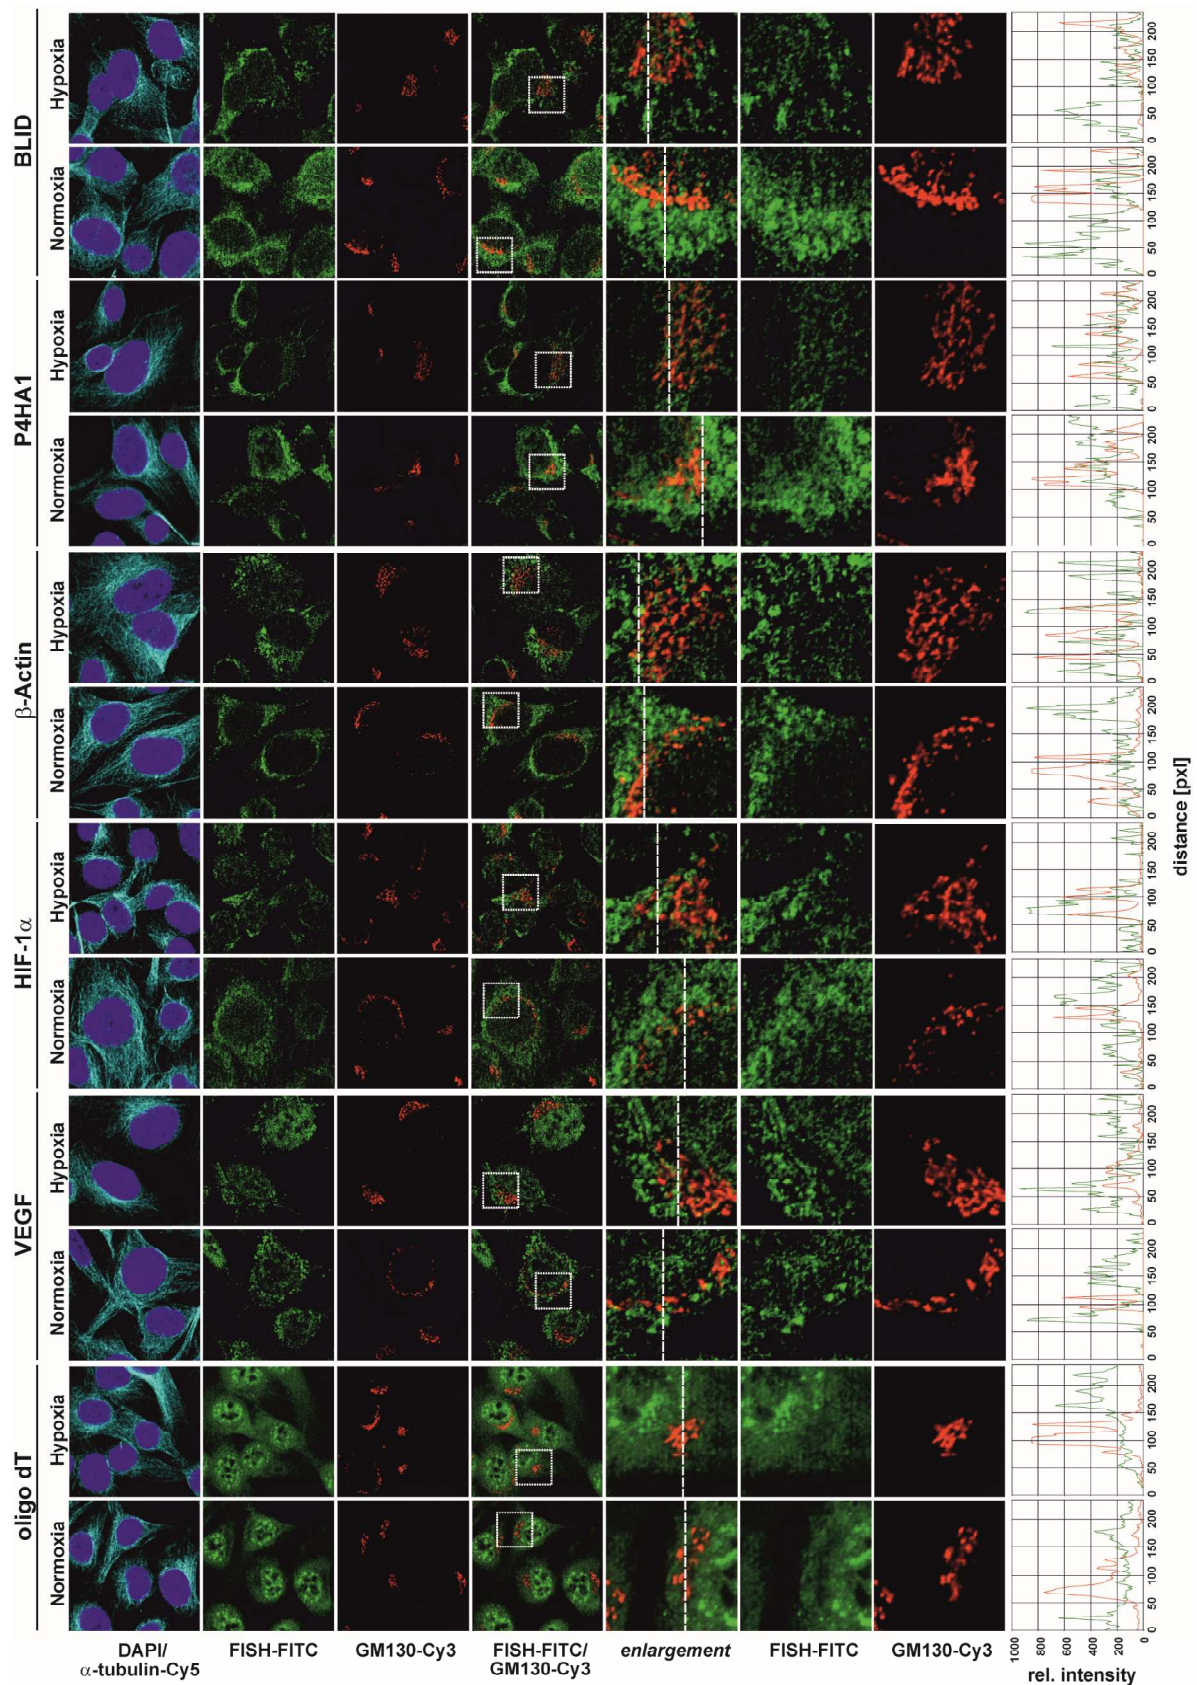

**Figure S6: IF-FISH analysis: Co-staining of specific transcripts with the golgi marker GM130.** HT1080 cells were treated and analyzed as described in Figure 3. Co-localization of the transcripts with the golgi marker GM130 would be indicated by a good match in peaks (either up or down) of both signals. However, no signal overlap is observed.

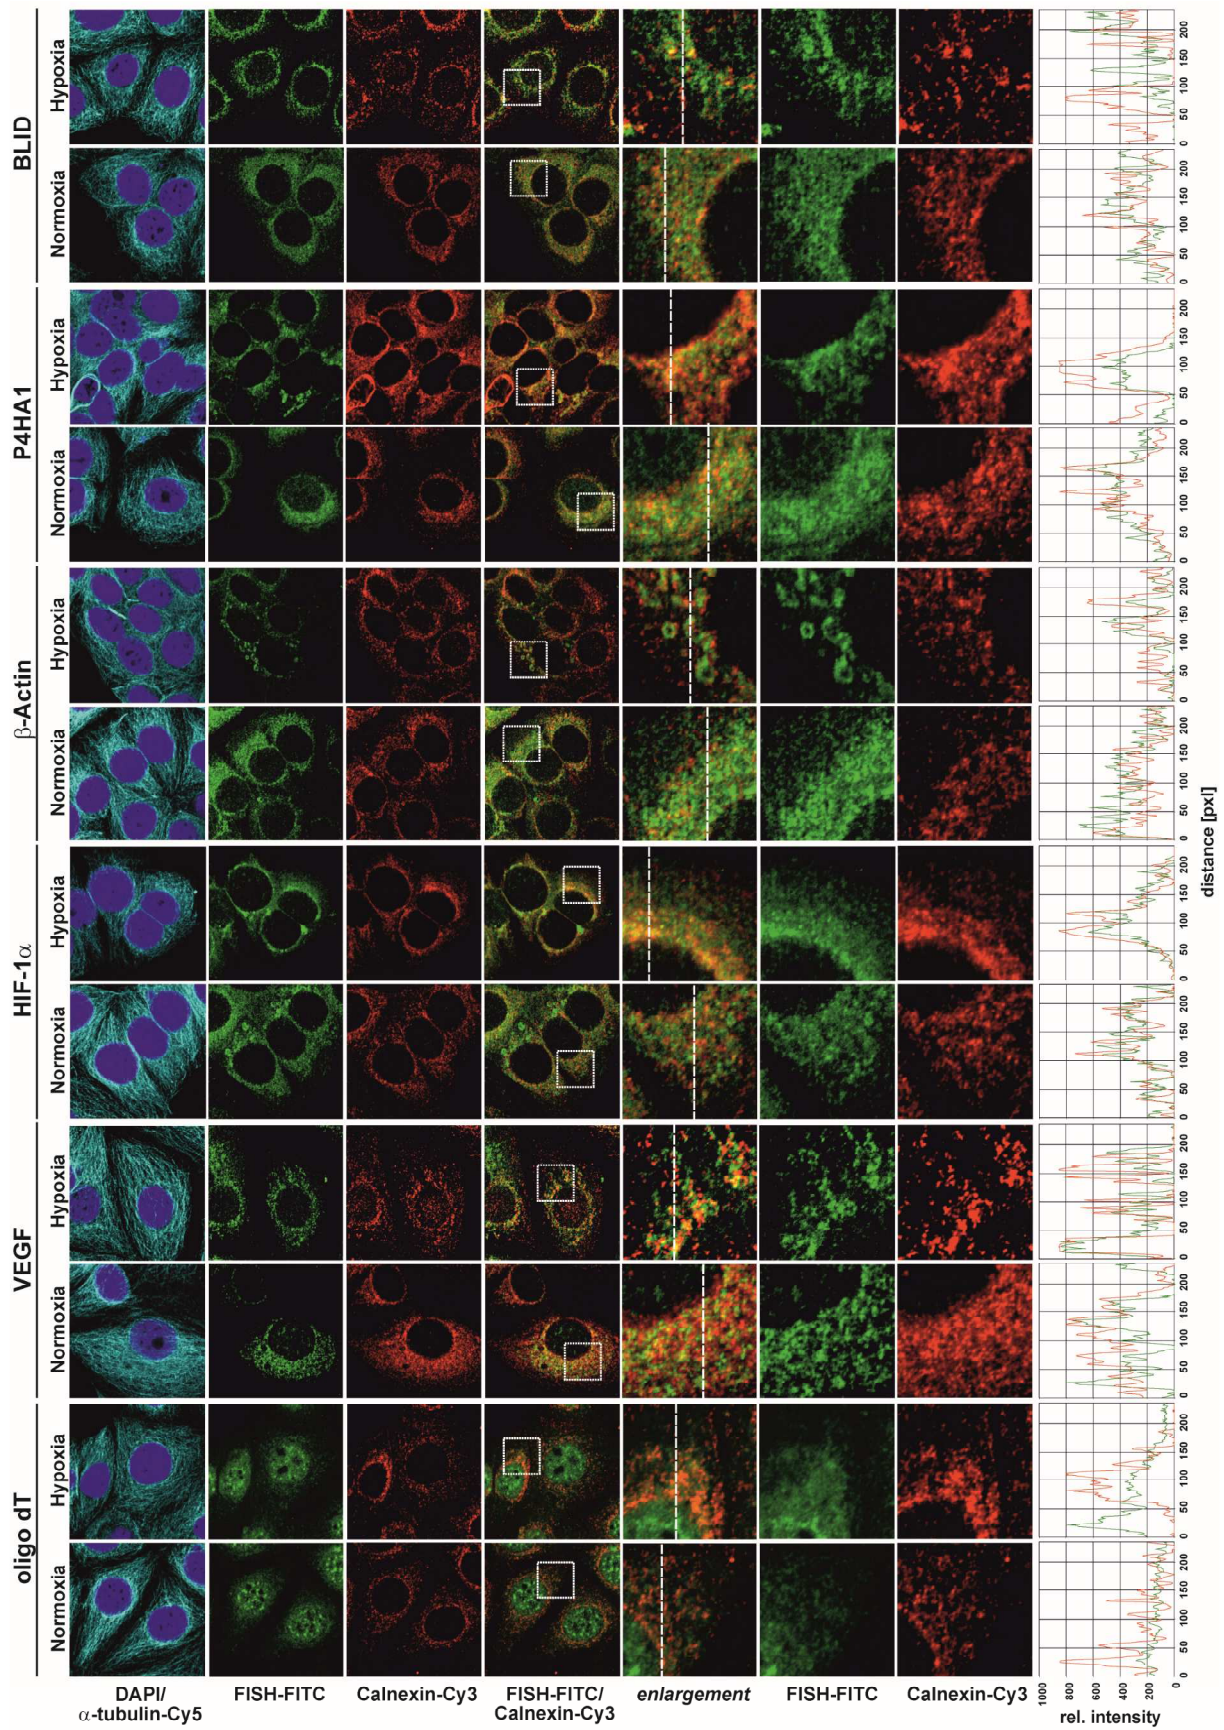

**Figure S7: Dual fluorescence detection of transcript co-localization with the ER marker Calnexin by IF-FISH.** MCF-7 cells were treated and analyzed as described in Figure 3.

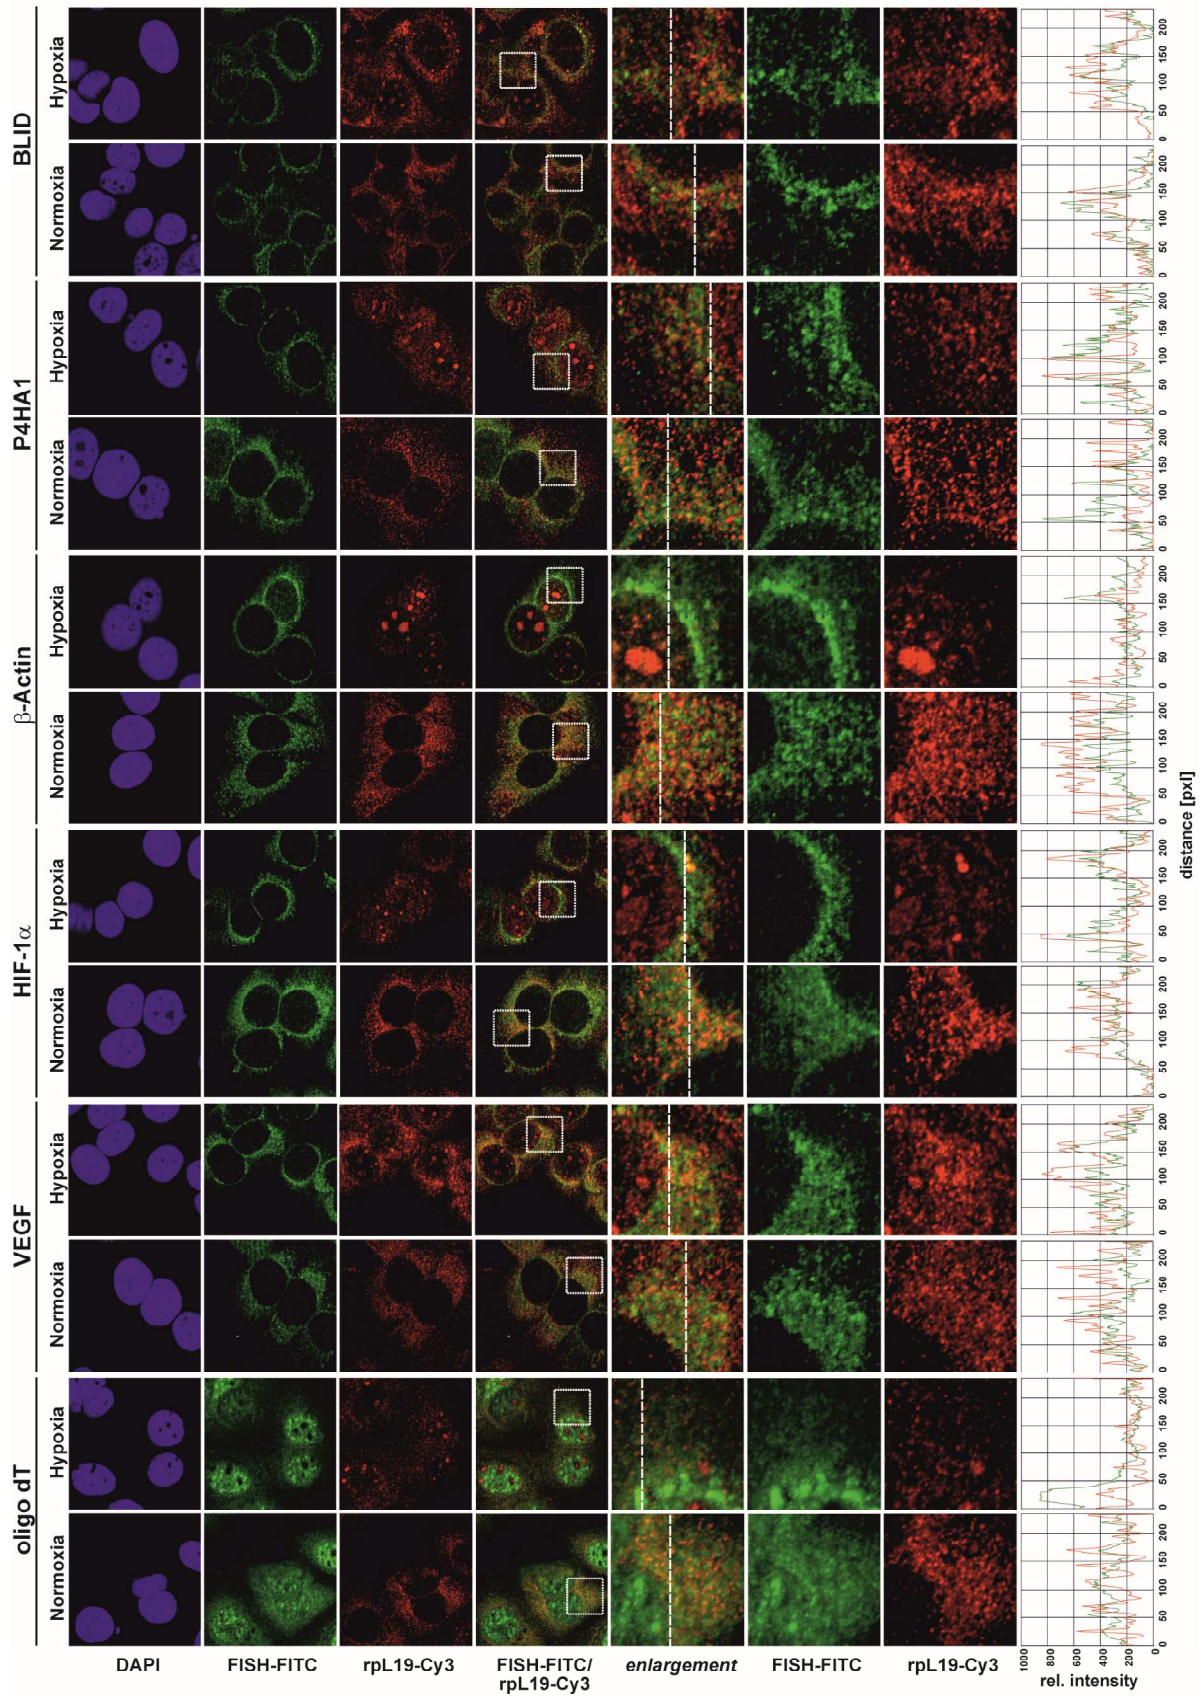

**Figure S8: IF-FISH analysis: Co-staining of specific transcripts with the ribosomal marker rpL19.** MCF-7 cells were treated and analyzed as described in Figure 3.

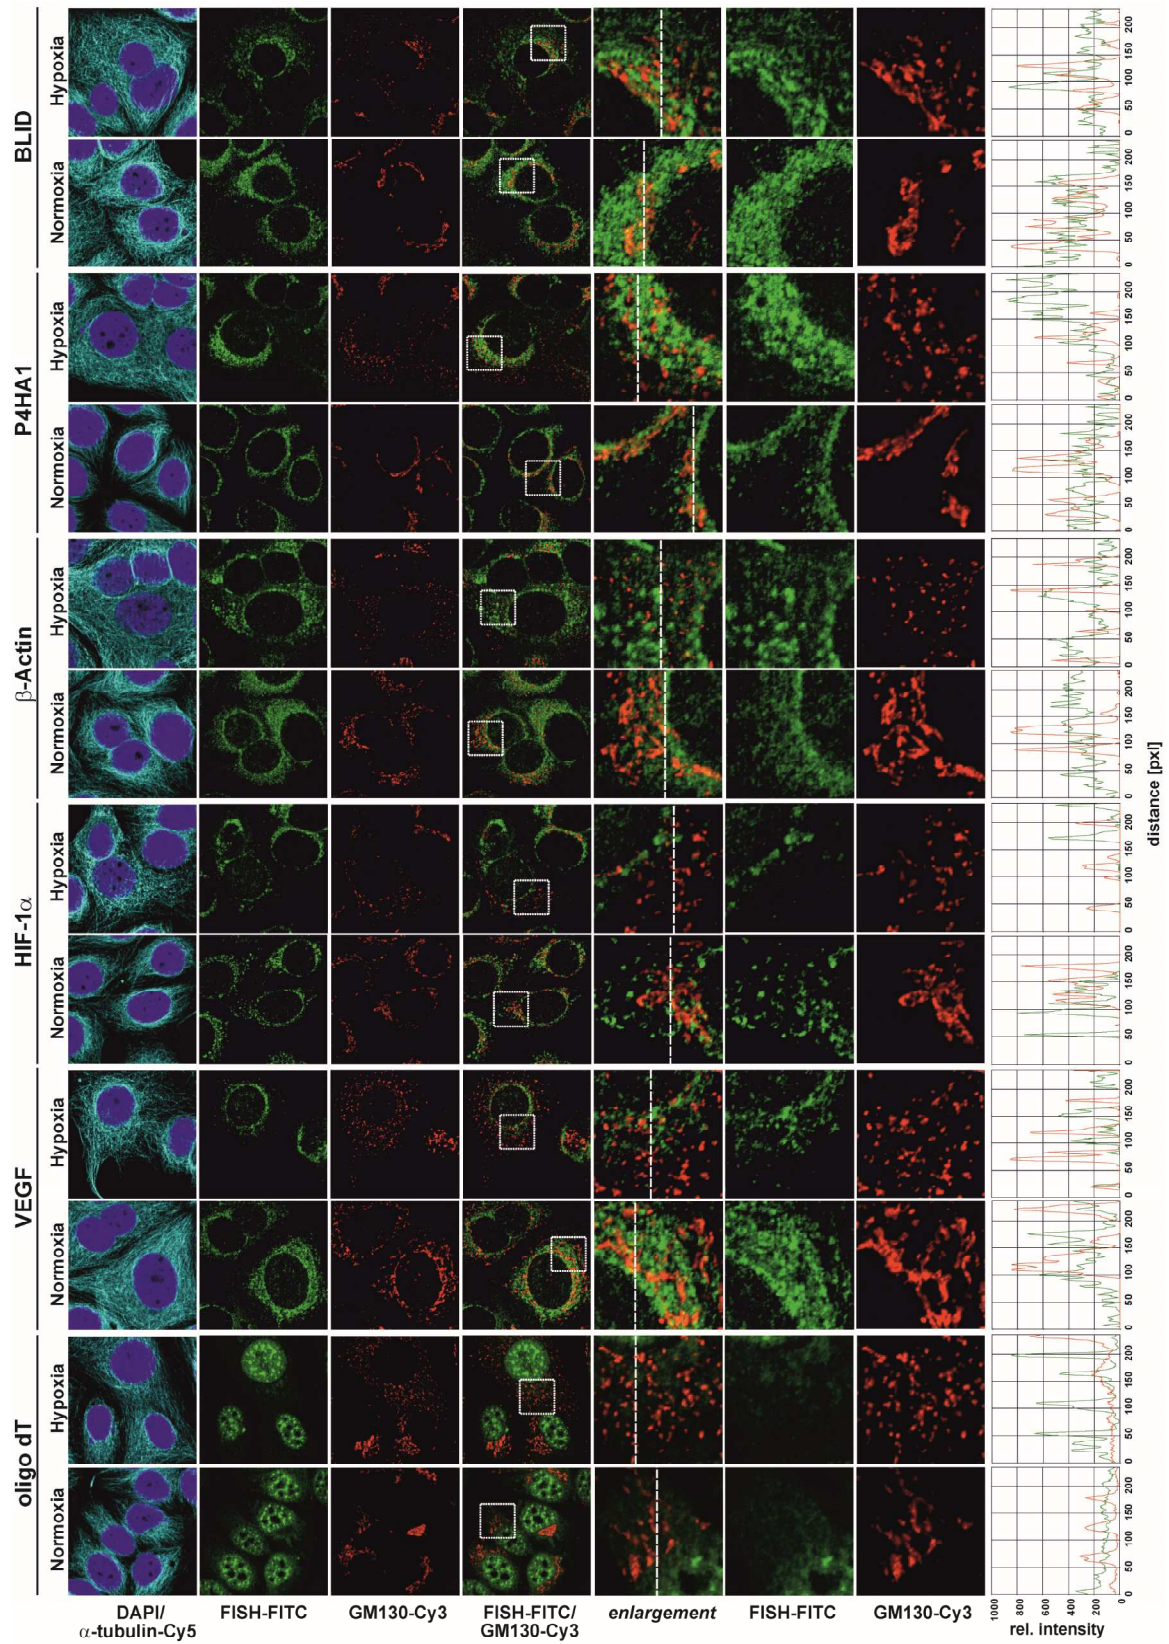

**Figure S9: IF-FISH analysis: Co-staining of specific transcripts with the golgi marker GM130.** MCF-7 cells were treated and analyzed as described in Figure 3.

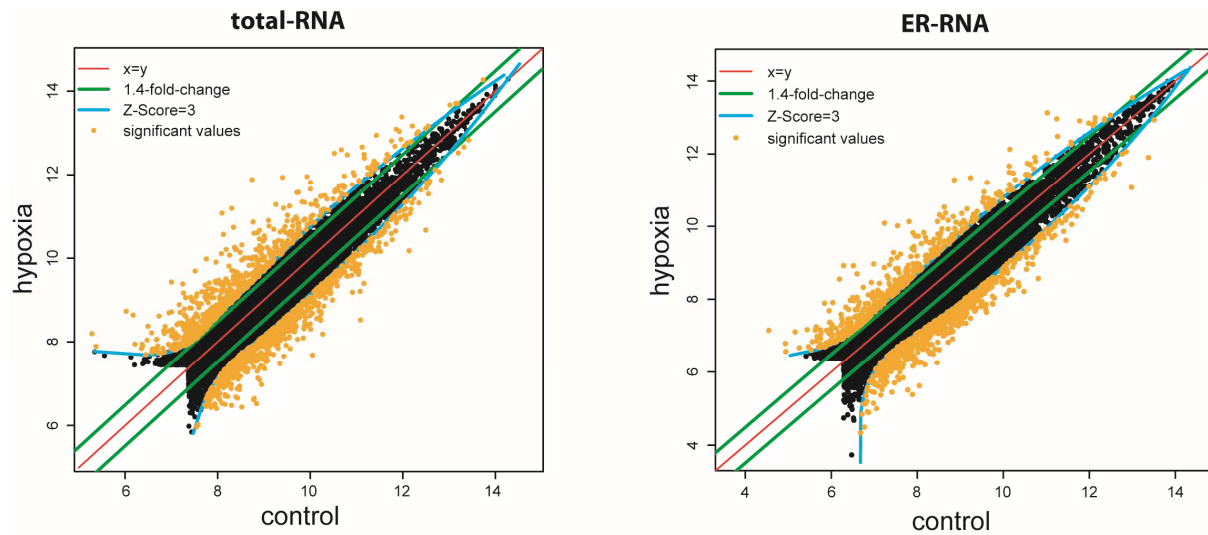

**Figure S10: Model for selection of significantly changed candidates.** Microarray data were evaluated for candidates significantly changed in hypoxia compared to control conditions. Levels were considered to be significant (yellow dots) if the fold change was  $>1.4$  or  $<-1.4$  (green line) and the z-score was  $>3$  or  $<-3$  (blue line). Significant data were calculated for total-RNA representing the expression level and ER-RNA indicating mRNA localization.

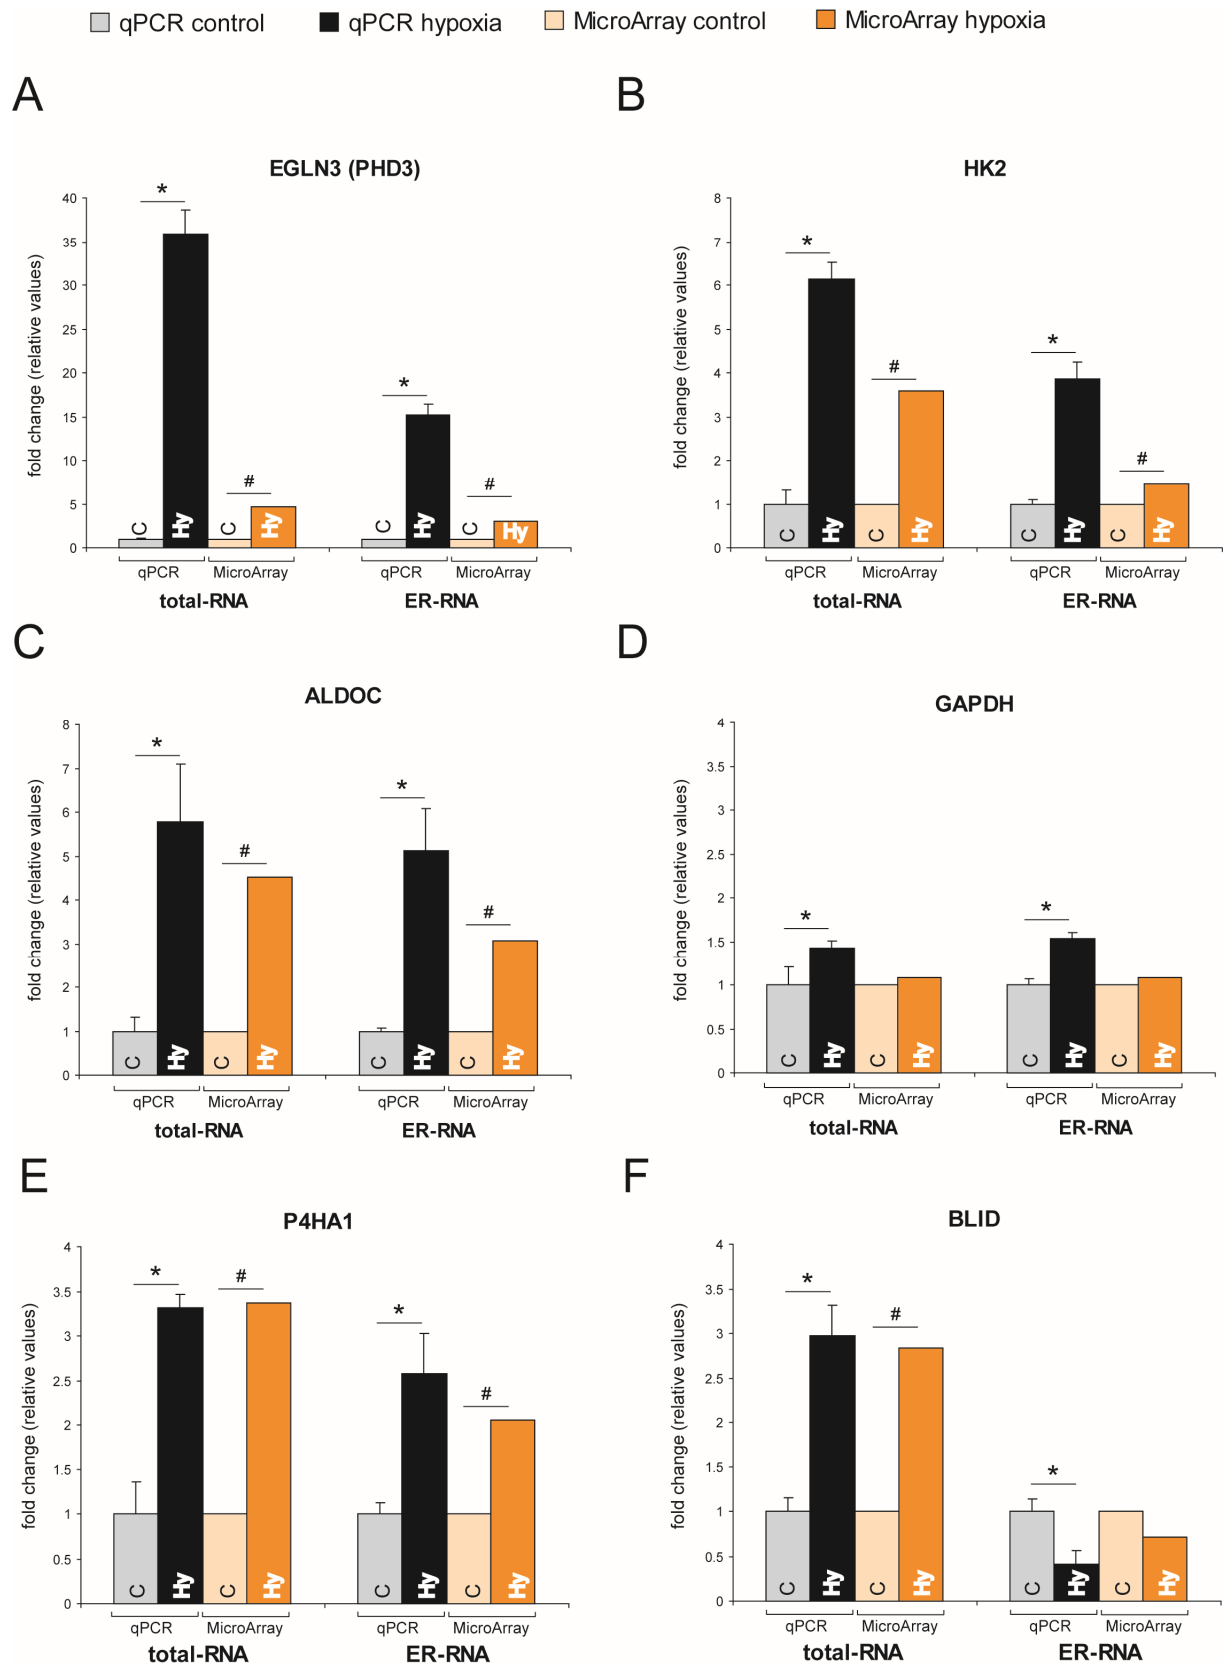

**Figure S11: Verification of microarray data by qPCR.** Microarray data of expression levels (total-RNA) and RNA-localization at the ER (ER-RNA) were verified by qPCR for selected candidates as indicated. Although the fold-change obtained by qPCR was higher in most cases, we found a good overlap in the decision of significantly changed candidates. An asterisk indicates significance with  $p < 0.05$  ( $n=6$ ). A hash sign indicates significance according to the criteria: i) fold-change  $> 1.4$  or  $< -1.4$  and ii) z-score  $> 3$  or  $< -3$ .

## 5'UTR - length

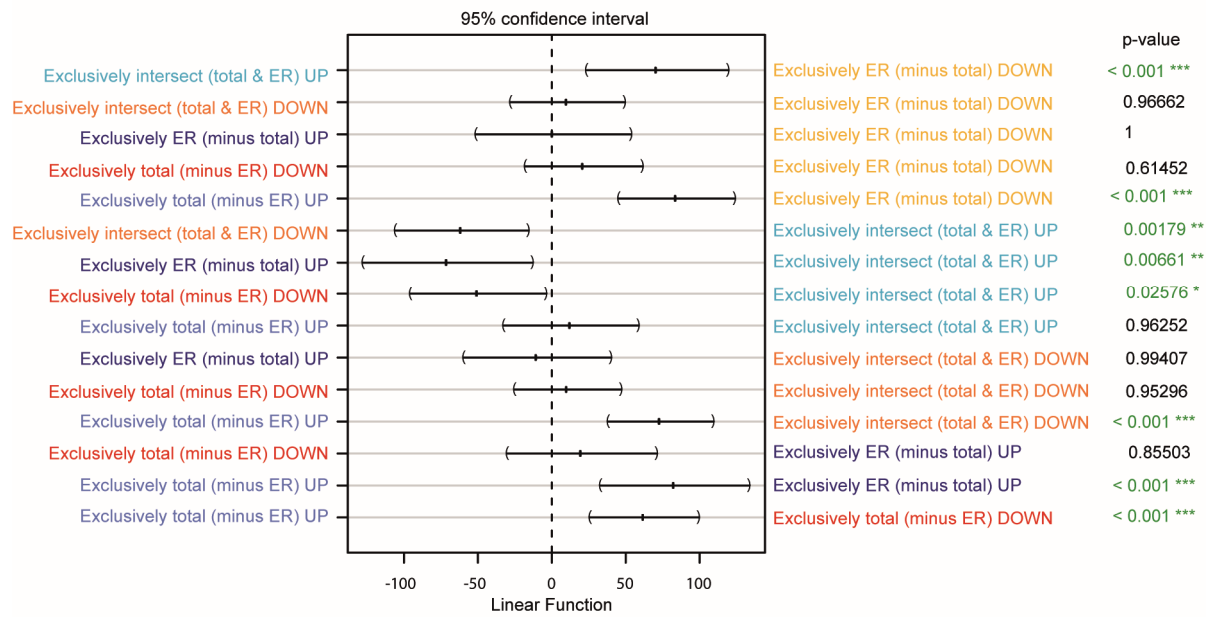

## 3'UTR - length

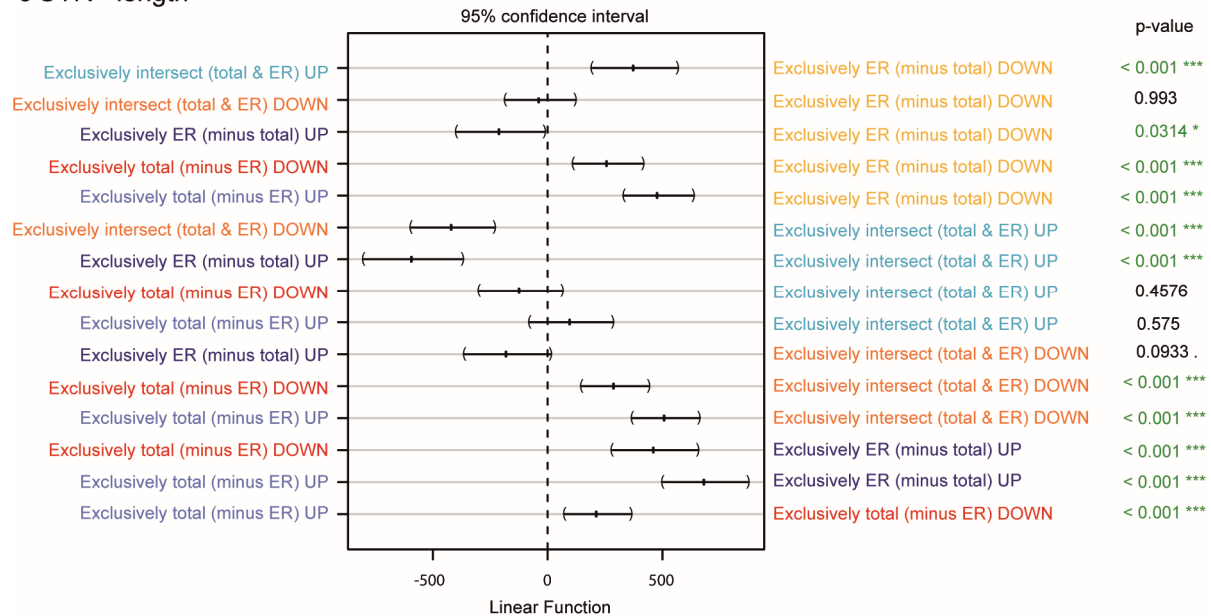

**Figure S12: Comparison of group specific UTR length.** 5'-UTR (upper panel) or 3'-UTR (lower panel) length of transcripts belonging to sub-groups that were regulated in hypoxia either by their expression and/or ER localization as described in Figure 4 were calculated. The statistics is based on a linear ANOVA model. *Post hoc* analysis was performed with the "Tukey Contrasts - Multiple Comparisons of Means" and the adjusted p-values are reported for the *post hoc* multiple comparisons.

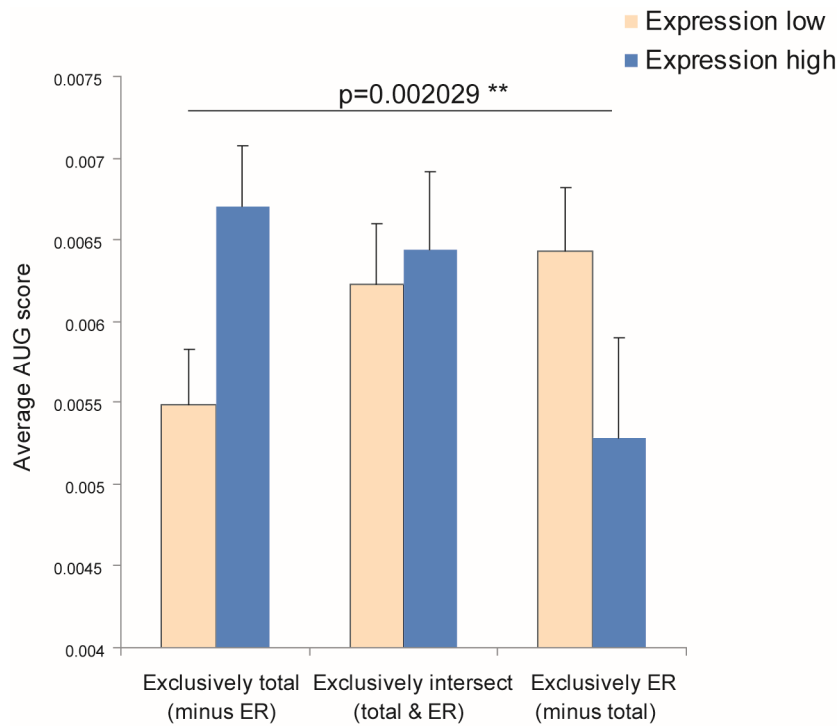

**Figure S13:** Gene centered mean AUG-score for down-regulated (Expression low) and up-regulated (Expression high) genes as described in Figure 4 with respect to cellular location. The AUG score describes the number AUG relative to transcript number, divided by the length of the UTR. Two factor ANOVA analysis reveals a statistically significant interaction between location and expression level for that score, suggesting that the mechanism(s) that lead to an AUG-dependent expression level differ in the analyzed cellular locations.

## 5'UTR - conservation

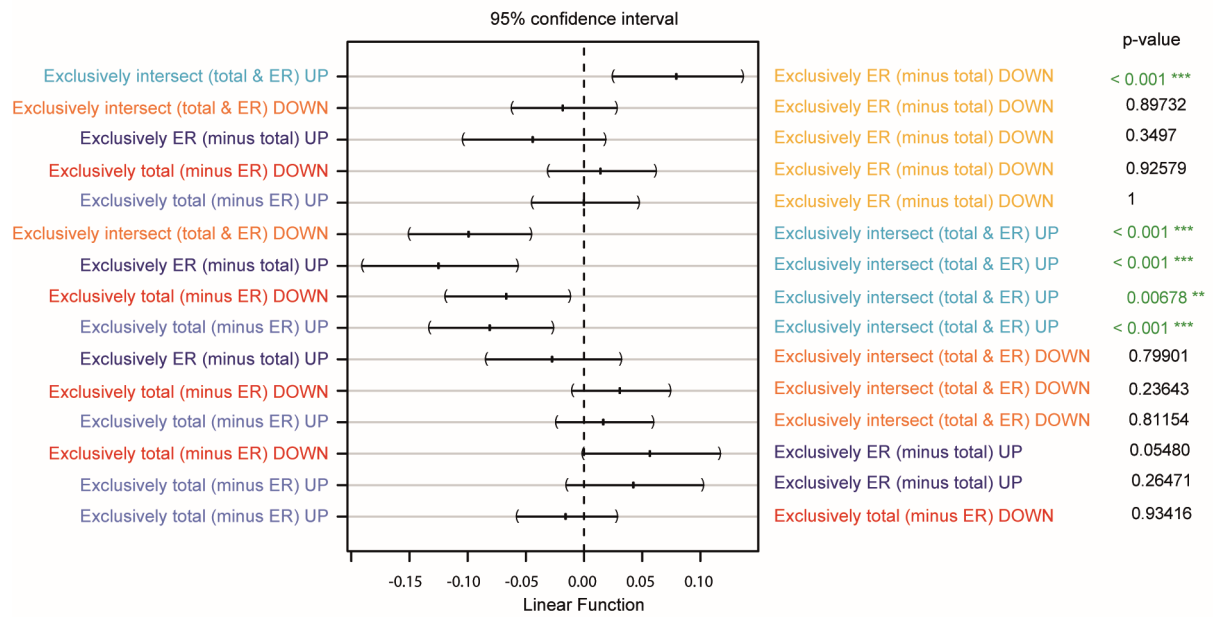

## 3'UTR - conservation

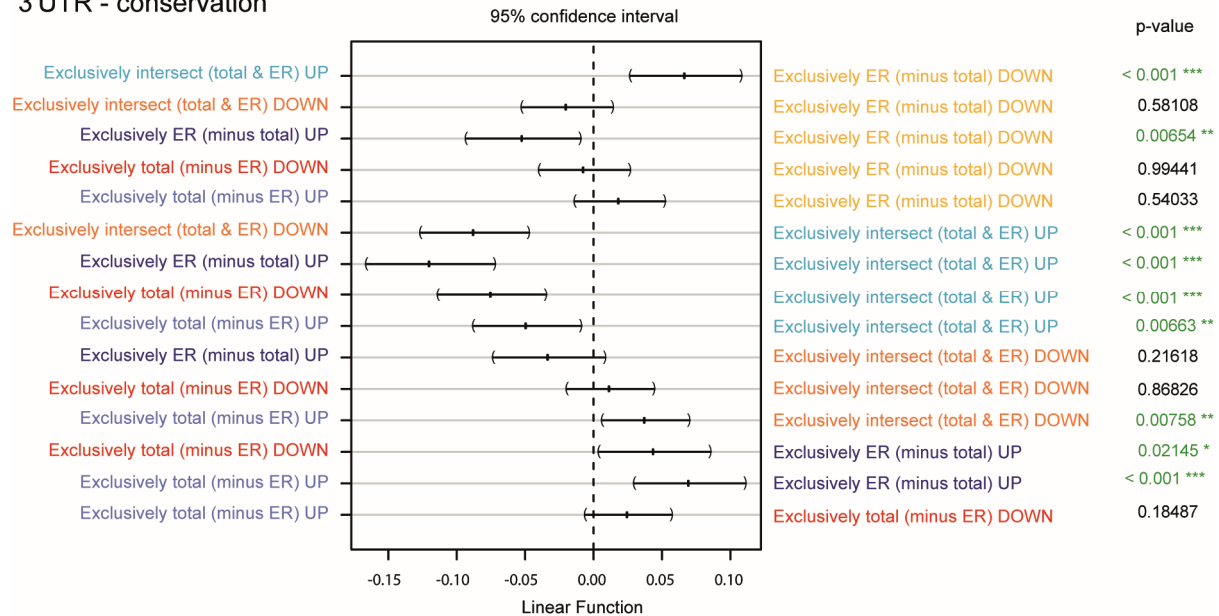

**Figure S14: Comparison of group specific UTR conservation.** 5'UTR (upper panel) or 3'UTR (lower panel) conservation scores of transcripts belonging to sub-groups that were regulated in hypoxia either by their expression and/or ER localization as described in Figure 4 were calculated. For calculation of the average evolutionary conservation score we obtained the base wise conservation score for the complete human genome from USCS (<http://genome.ucsc.edu/>). Based on this base wise mapping we calculated the average conservation score for each UTR of each transcript. The statistics is based on a linear ANOVA model. *Post hoc* analysis was performed with the “Tukey Contrasts - Multiple Comparisons of Means” and the adjusted p-values are reported for the *post hoc* multiple comparisons.

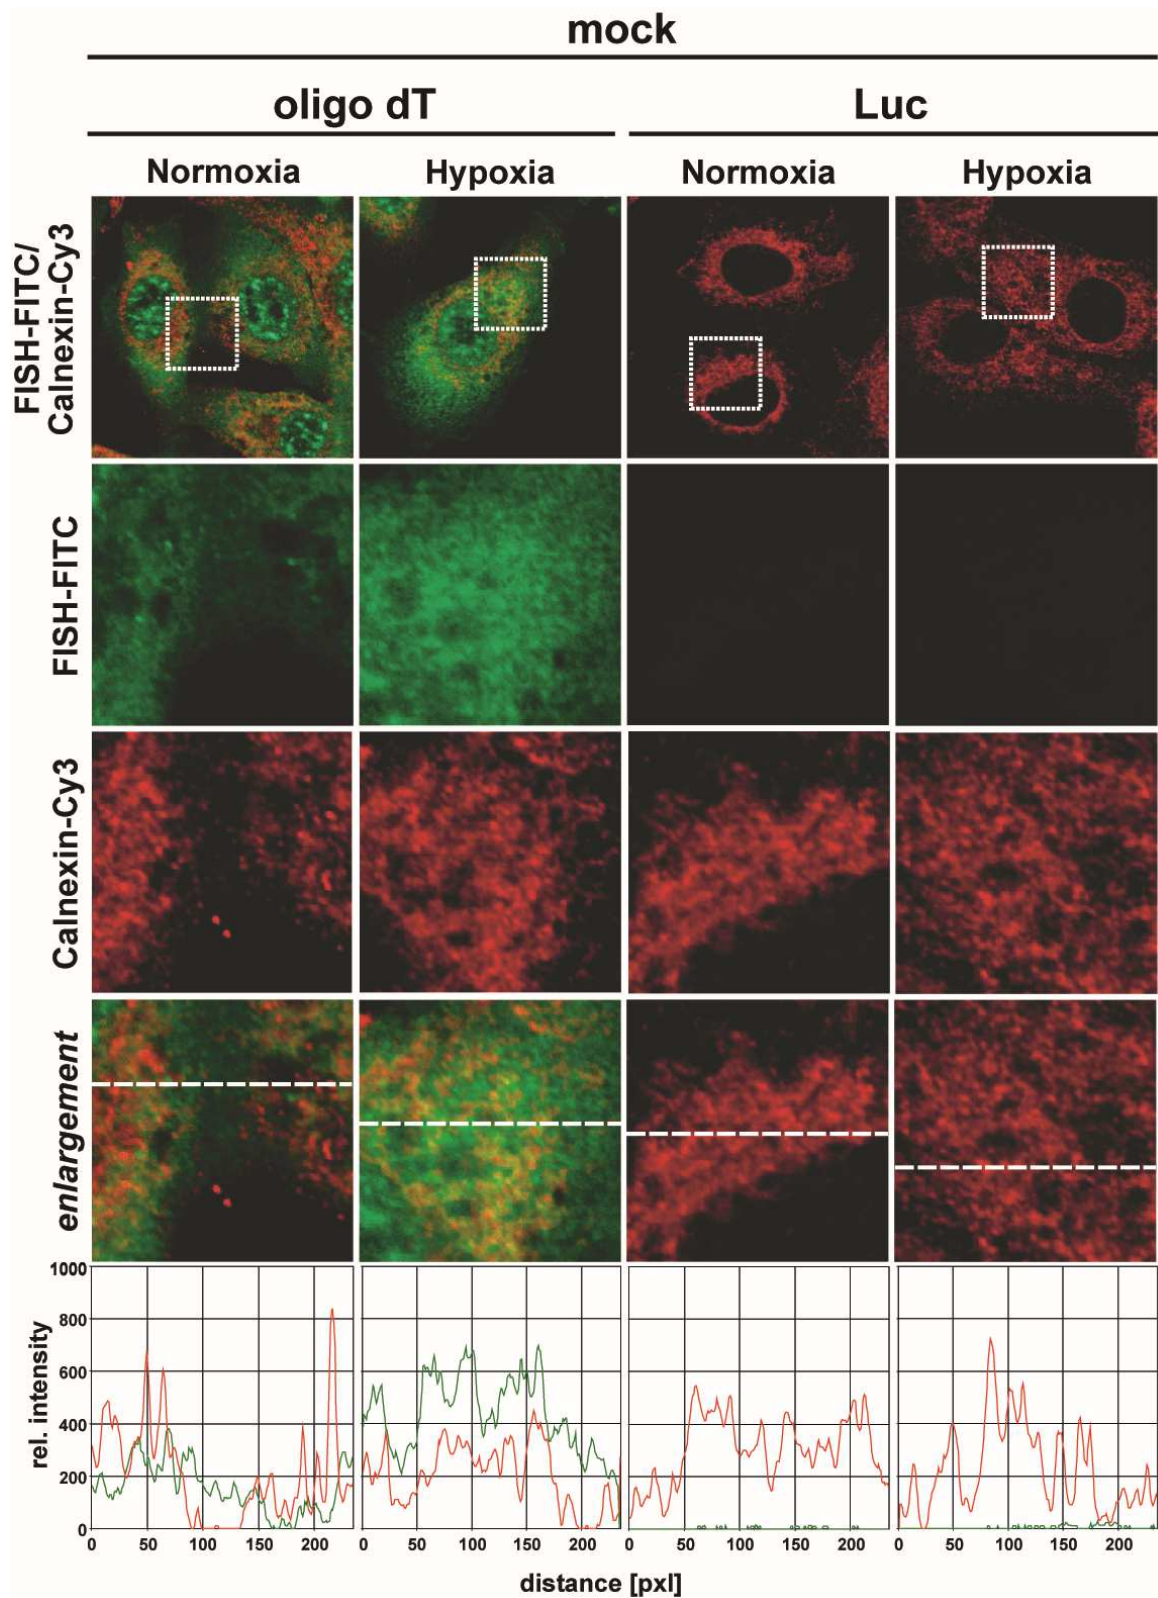

**Figure S15: Dual fluorescence detection (IF-FISH) of RNA co-localization with the ER marker Calnexin in mock-transfected HT1080 cells.** HT1080 cells were treated and analyzed as described in Figure 6 under normoxic or hypoxic (1% oxygen) conditions for 36 h and hybridized with oligo(dT) or Luciferase (Luc) mRNA probes (FITC, green) for *in situ* hybridization. Mock transfection resulted in no detectable Luciferase mRNA. Immunostaining of endogenous Calnexin (Cy3, red) was carried out using specific antibodies. Dotted squares indicate the magnified area represented in the enlargement. Cy3 and FITC fluorescence monitored along the dashed lines is shown as relative signal intensity in the bottom panel. Shown are control experiments related to Figure 6.

**Table S1: Fold change in gene expression (total-RNA) and ER-localization (ER-RNA) of HIF-1 target genes.** Micro-array data for HIF-1 target genes that were significantly regulated in HT1080 cells following 36 h of hypoxia are shown. Significant changes according to the fold-change and z-score are indicated in bold.

| Gene symbol, name                                         | fold change |             |
|-----------------------------------------------------------|-------------|-------------|
|                                                           | total-RNA   | ER-RNA      |
| ALDOC, aldolase C                                         | <b>3.99</b> | <b>3.93</b> |
| BNIP3L, BCL2/adenovirus E1B interacting protein 3-like    | <b>1.78</b> | <b>1.82</b> |
| BNIP3, BCL2/adenovirus E1B 19kDa interacting protein 3    | <b>3.81</b> | <b>3.29</b> |
| CA9, carbonic anhydrase IX                                | <b>8.82</b> | <b>5.00</b> |
| CITED2, Cbp/p300-interacting transactivator, 2            | <b>1.86</b> | <b>2.11</b> |
| CCNG2, cyclin G2                                          | <b>2.28</b> | <b>2.05</b> |
| ETS1, v-ets erythroblastosis virus E26 oncogene homolog 1 | <b>1.77</b> | 1.34        |
| ENO2, enolase 2                                           | <b>5.80</b> | <b>3.28</b> |
| GPI (AMF), glucose phosphate isomerase                    | <b>2.08</b> | <b>1.83</b> |
| GLUT1, glucose transporter 1                              | <b>1.53</b> | <b>1.64</b> |
| HK2, hexokinase 2                                         | <b>3.63</b> | <b>1.86</b> |
| LRP1, low density lipoprotein-related protein 1           | <b>2.30</b> | <b>1.56</b> |
| MMP9, matrix metalloproteinase 9                          | <b>1.80</b> | <b>1.52</b> |
| PFKL, phosphofructokinase L                               | <b>1.92</b> | <b>1.90</b> |
| PGK 1, phosphoglycerate kinase 1                          | <b>1.95</b> | <b>1.67</b> |
| P4HA1, prolyl 4-hydroxylase, alpha polypeptide I          | <b>3.56</b> | <b>2.29</b> |
| TGF-alpha, transforming growth factor-alpha               | <b>1.56</b> | 1.37        |
| VEGFC, vascular endothelial growth factor C               | <b>2.06</b> | <b>1.53</b> |
| VIM, vimentin.                                            | <b>1.53</b> | <b>1.49</b> |

**Table S2: GO enrichment analysis of transcript group “Down regulated - Exclusively total (minus ER)”** as shown in Figure 4. The number of genes used for GO enrichment analysis is given in the table. Probe IDs from the Affymetrix HuGene 1.0 st v1 chip were used for WEB-based GENE SeT AnaLysis Toolkit (WEBGESTALT) gene ontology analysis (<http://bioinfo.vanderbilt.edu/webgestalt/>). (C) Number of reference genes in the category. (O) Number of genes in the gene set and also in the category. (E) Expected number in the category. (R) Ratio of enrichment. (rawP) p value from hypergeometric test. (adjP) p value adjusted by the multiple test adjustment. **Please note:** This group contained 4 non-coding RNAs (ncRNAs) that were not involved in the GO analysis.

| Number of genes: <b>367</b> | GO Analysis                                                            |                                                             |
|-----------------------------|------------------------------------------------------------------------|-------------------------------------------------------------|
|                             | Gene Ontology                                                          | Statistics                                                  |
| biological process          | cellular component organization----GO:0016043                          | C=2477;O=76;E=50.87;R=1.49;<br>rawP=0.0001;adjP=0.0174      |
|                             | cellular component biogenesis----GO:0044085                            | C=997;O=41;E=20.47;R=2.00;<br>rawP=1.45e-05;adjP=0.0174     |
|                             | tRNA processing----GO:0008033                                          | C=72;O=8;E=1.48;R=5.41;<br>rawP=0.0001;adjP=0.0174          |
|                             | cellular response to stress----GO:0033554                              | C=536;O=26;E=11.01;R=2.36;<br>rawP=4.38e-05;adjP=0.0174     |
|                             | positive regulation of defense response to virus by host----GO:0002230 | C=4;O=3;E=0.08;R=36.52;<br>rawP=3.37e-05;adjP=0.0174        |
|                             | ribonucleoprotein complex biogenesis----GO:0022613                     | C=175;O=13;E=3.59;R=3.62;<br>rawP=6.61e-05;adjP=0.0174      |
|                             | M phase----GO:0000279                                                  | C=352;O=19;E=7.23;R=2.63;<br>rawP=0.0001;adjP=0.0174        |
|                             | RNA processing----GO:0006396                                           | C=525;O=24;E=10.78;R=2.23;<br>rawP=0.0002;adjP=0.0243       |
|                             | cellular response to stimulus----GO:0051716                            | C=785;O=32;E=16.12;R=1.99;<br>rawP=0.0002;adjP=0.0243       |
|                             | organelle fission----GO:0048285                                        | C=253;O=15;E=5.20;R=2.89;<br>rawP=0.0002;adjP=0.0243        |
| molecular function          | nuclease activity----GO:0004518                                        | C=139;O=11;E=2.80;R=3.92;<br>rawP=0.0001;adjP=0.0279        |
| cellular component          | organelle part----GO:0044422                                           | C=3972;O=131;E=80.27;R=1.63;<br>rawP=1.56e-10;adjP=2.93e-08 |
|                             | intracellular organelle part----GO:0044446                             | C=3946;O=129;E=79.74;R=1.62;<br>rawP=4.56e-10;adjP=4.29e-08 |
|                             | organelle lumen----GO:0043233                                          | C=1732;O=63;E=35.00;R=1.80;<br>rawP=2.21e-06;adjP=8.31e-05  |
|                             | membrane-enclosed lumen----GO:0031974                                  | C=1767;O=64;E=35.71;R=1.79;<br>rawP=2.08e-06;adjP=8.31e-05  |
|                             | intracellular organelle lumen----GO:0070013                            | C=1691;O=62;E=34.17;R=1.81;<br>rawP=2.09e-06;adjP=8.31e-05  |
|                             | nuclear part----GO:0044428                                             | C=1716;O=61;E=34.68;R=1.76;<br>rawP=6.98e-06;adjP=0.0002    |

|  |                                             |                                                          |
|--|---------------------------------------------|----------------------------------------------------------|
|  | macromolecular complex----<br>GO:0032991    | C=2887;O=88;E=58.34;R=1.51;<br>rawP=2.19e-05;adjP=0.0006 |
|  | mitochondrial part----GO:0044429            | C=544;O=26;E=10.99;R=2.37;<br>rawP=4.49e-05;adjP=0.0011  |
|  | ribonucleoprotein complex----<br>GO:0030529 | C=466;O=23;E=9.42;R=2.44;<br>rawP=7.69e-05;adjP=0.0016   |
|  | nuclear lumen----GO:0031981                 | C=1377;O=48;E=27.83;R=1.72;<br>rawP=0.0001;adjP=0.0017   |

**Supplementary Table S3: GO enrichment analysis of transcript group “Down regulated - Exclusively intersect (total & ER)”** as shown in Figure 4. The number of genes used for GO enrichment analysis is given in the table. Probe IDs from the Affymetrix HuGene 1.0 st v1 chip were used for WEB-based GENE SeT AnaLysis Toolkit (WEBGESTALT) gene ontology analysis (<http://bioinfo.vanderbilt.edu/webgestalt/>). (C) Number of reference genes in the category. (O) Number of genes in the gene set and also in the category. (E) Expected number in the category. (R) Ratio of enrichment. (rawP) p value from hypergeometric test. (adjP) p value adjusted by the multiple test adjustment.

| number of genes: <b>370</b> | <b>GO Analysis</b>                                                                             |                                                            |
|-----------------------------|------------------------------------------------------------------------------------------------|------------------------------------------------------------|
|                             | <b>Gene Ontology</b>                                                                           | <b>Statistics</b>                                          |
| biological process          | cell cycle----GO:0007049                                                                       | C=879;O=65;E=19.88;R=3.27;<br>rawP=6.74e-18;adjP=2.12e-15  |
|                             | mitosis----GO:0007067                                                                          | C=246;O=30;E=5.56;R=5.39;<br>rawP=4.20e-14;adjP=7.92e-12   |
|                             | nuclear division----GO:0000280                                                                 | C=246;O=30;E=5.56;R=5.39;<br>rawP=4.20e-14;adjP=7.92e-12   |
|                             | DNA packaging----GO:0006323                                                                    | C=109;O=14;E=2.46;R=5.68;<br>rawP=1.58e-07;adjP=4.66e-06   |
|                             | DNA conformation change----<br>GO:0071103                                                      | C=125;O=14;E=2.83;R=4.95;<br>rawP=8.71e-07;adjP=2.05e-05   |
|                             | cell cycle phase----GO:0022403                                                                 | C=442;O=39;E=9.99;R=3.90;<br>rawP=2.53e-13;adjP=2.39e-11   |
|                             | M phase of mitotic cell cycle----<br>GO:0000087                                                | C=254;O=30;E=5.74;R=5.22;<br>rawP=9.92e-14;adjP=1.34e-11   |
|                             | organelle organization----GO:0006996                                                           | C=1323;O=60;E=29.91;R=2.01;<br>rawP=1.05e-07;adjP=3.30e-06 |
|                             | organelle fission----GO:0048285                                                                | C=253;O=30;E=5.72;R=5.24;<br>rawP=8.93e-14;adjP=1.34e-11   |
|                             | ribonucleoprotein complex<br>biogenesis----GO:0022613                                          | C=175;O=17;E=3.96;R=4.30;<br>rawP=4.60e-07;adjP=1.20e-05   |
|                             | RNA processing----GO:0006396                                                                   | C=525;O=36;E=11.87;R=3.03;<br>rawP=2.72e-09;adjP=9.87e-08  |
|                             | ncRNA processing----GO:0034470                                                                 | C=179;O=22;E=4.05;R=5.44;<br>rawP=1.01e-10;adjP=5.29e-09   |
|                             | tRNA metabolic process----<br>GO:0006399                                                       | C=114;O=14;E=2.58;R=5.43;<br>rawP=2.78e-07;adjP=7.94e-06   |
|                             | rRNA processing----GO:0006364                                                                  | C=89;O=12;E=2.01;R=5.96;<br>rawP=7.21e-07;adjP=1.79e-05    |
|                             | proteasomal protein catabolic<br>process----GO:0010498                                         | C=106;O=16;E=2.40;R=6.68;<br>rawP=1.86e-09;adjP=7.63e-08   |
|                             | regulation of ubiquitin-protein ligase<br>activity during mitotic cell cycle----<br>GO:0051439 | C=67;O=16;E=1.51;R=10.56;<br>rawP=1.25e-12;adjP=1.07e-10   |

|                       |                                                                                                             |                                                              |
|-----------------------|-------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------|
|                       | anaphase-promoting complex-dependent proteasomal ubiquitin-dependent protein catabolic process---GO:0031145 | C=61;O=15;E=1.38;R=10.88;<br>rawP=4.05e-12;adjP=3.18e-10     |
|                       | positive regulation of ubiquitin-protein ligase activity during mitotic cell cycle---GO:0051437             | C=64;O=15;E=1.45;R=10.37;<br>rawP=8.62e-12;adjP=5.81e-10     |
|                       | negative regulation of ubiquitin-protein ligase activity during mitotic cell cycle---GO:0051436             | C=61;O=13;E=1.38;R=9.43;<br>rawP=7.76e-10;adjP=3.85e-08      |
|                       | cellular nitrogen compound metabolic process----GO:0034641                                                  | C=413;O=29;E=9.34;R=3.11;<br>rawP=6.34e-08;adjP=2.06e-06     |
| molecular<br>function | catalytic activity----GO:0003824                                                                            | C=4825;O=179;E=105.37;R=1.70;<br>rawP=6.52e-18;adjP=1.88e-15 |
|                       | ATP binding----GO:0005524                                                                                   | C=1404;O=62;E=30.66;R=2.02;<br>rawP=4.90e-08;adjP=1.77e-06   |
|                       | nucleotide binding----GO:0000166                                                                            | C=2110;O=87;E=46.08;R=1.89;<br>rawP=1.18e-09;adjP=1.71e-07   |
|                       | nucleoside binding----GO:0001882                                                                            | C=1532;O=68;E=33.46;R=2.03;<br>rawP=7.45e-09;adjP=3.59e-07   |
|                       | ribonucleotide binding----GO:0032553                                                                        | C=1734;O=70;E=37.87;R=1.85;<br>rawP=1.93e-07;adjP=5.07e-06   |
|                       | threonine-type endopeptidase activity---GO:0004298                                                          | C=19;O=6;E=0.41;R=14.46;<br>rawP=2.21e-06;adjP=4.91e-05      |
|                       | exoribonuclease activity----GO:0004532                                                                      | C=13;O=5;E=0.28;R=17.61;<br>rawP=5.36e-06;adjP=0.0001        |
|                       | coenzyme binding----GO:0050662                                                                              | C=170;O=14;E=3.71;R=3.77;<br>rawP=2.19e-05;adjP=0.0004       |
|                       | hydrolase activity----GO:0016787                                                                            | C=2125;O=73;E=46.41;R=1.57;<br>rawP=3.82e-05;adjP=0.0006     |
|                       | 3'-5'-exoribonuclease activity----GO:0000175                                                                | C=10;O=4;E=0.22;R=18.32;<br>rawP=4.22e-05;adjP=0.0006        |
|                       | ligase activity, forming carbon-oxygen bonds----GO:0016875                                                  | C=45;O=7;E=0.98;R=7.12;<br>rawP=4.93e-05;adjP=0.0006         |
|                       | aminoacyl-tRNA ligase activity----GO:0004812                                                                | C=45;O=7;E=0.98;R=7.12;<br>rawP=4.93e-05;adjP=0.0006         |
|                       | aspartate-tRNA ligase activity----GO:0004815                                                                | C=4;O=3;E=0.09;R=34.34;<br>rawP=4.06e-05;adjP=0.0006         |
|                       | asparagine-tRNA ligase activity----GO:0004816                                                               | C=2;O=2;E=0.04;R=45.79;<br>rawP=0.0005;adjP=0.0044           |
|                       | lyase activity----GO:0016829                                                                                | C=144;O=12;E=3.14;R=3.82;<br>rawP=7.54e-05;adjP=0.0009       |
|                       | cyclohydrolase activity----GO:0019238                                                                       | C=5;O=3;E=0.11;R=27.47;<br>rawP=9.99e-05;adjP=0.0012         |
|                       | oxidoreductase activity----GO:0016491                                                                       | C=642;O=29;E=14.02;R=2.07;<br>rawP=0.0002;adjP=0.0021        |

|                       |                                                                               |                                                              |
|-----------------------|-------------------------------------------------------------------------------|--------------------------------------------------------------|
|                       | transferase activity----GO:0016740                                            | C=1591;O=55;E=34.75;R=1.58;<br>rawP=0.0004;adjP=0.0039       |
|                       | methylenetetrahydrofolate<br>dehydrogenase (NADP+) activity----<br>GO:0004488 | C=2;O=2;E=0.04;R=45.79;<br>rawP=0.0005;adjP=0.0044           |
|                       | glycoprotein endo-alpha-1,2-<br>mannosidase activity----GO:0004569            | C=2;O=2;E=0.04;R=45.79;<br>rawP=0.0005;adjP=0.0044           |
|                       | RNA binding----GO:0003723                                                     | C=668;O=28;E=14.59;R=1.92;<br>rawP=0.0007;adjP=0.0060        |
|                       | pyridoxal phosphate binding----<br>GO:0030170                                 | C=53;O=6;E=1.16;R=5.18;<br>rawP=0.0010;adjP=0.0074           |
|                       | NADH dehydrogenase activity----<br>GO:0003954                                 | C=36;O=5;E=0.79;R=6.36;<br>rawP=0.0010;adjP=0.0074           |
|                       | vitamin B6 binding----GO:0070279                                              | C=53;O=6;E=1.16;R=5.18;<br>rawP=0.0010;adjP=0.0074           |
|                       | isomerase activity----GO:0016853                                              | C=120;O=9;E=2.62;R=3.43;<br>rawP=0.0013;adjP=0.0088          |
| cellular<br>component | intracellular membrane-bounded<br>organelle----GO:0043231                     | C=7534;O=227;E=156.26;R=1.45;<br>rawP=1.41e-16;adjP=3.48e-15 |
|                       | non-membrane-bounded organelle----<br>GO:0043228                              | C=2426;O=86;E=50.32;R=1.71;<br>rawP=1.69e-07;adjP=1.12e-06   |
|                       | mitochondrion----GO:0005739                                                   | C=993;O=58;E=20.60;R=2.82;<br>rawP=4.57e-13;adjP=6.76e-12    |
|                       | macromolecular complex----<br>GO:0032991                                      | C=2887;O=120;E=59.88;R=2.00;<br>rawP=1.03e-15;adjP=2.04e-14  |
|                       | nucleus----GO:0005634                                                         | C=4780;O=151;E=99.14;R=1.52;<br>rawP=4.93e-10;adjP=5.14e-09  |
|                       | nuclear part----GO:0044428                                                    | C=1716;O=81;E=35.59;R=2.28;<br>rawP=4.78e-13;adjP=6.76e-12   |
|                       | chromosomal part----GO:0044427                                                | C=358;O=29;E=7.43;R=3.91;<br>rawP=3.81e-10;adjP=4.44e-09     |
|                       | nuclear lumen----GO:0031981                                                   | C=1377;O=64;E=28.56;R=2.24;<br>rawP=4.92e-10;adjP=5.14e-09   |
|                       | cytoplasm----GO:0005737                                                       | C=6930;O=204;E=143.73;R=1.42;<br>rawP=3.09e-12;adjP=4.08e-11 |
|                       | protein complex----GO:0043234                                                 | C=2370;O=96;E=49.16;R=1.95;<br>rawP=1.52e-11;adjP=1.88e-10   |
|                       | proteasome complex----GO:0000502                                              | C=59;O=12;E=1.22;R=9.81;<br>rawP=2.40e-09;adjP=2.26e-08      |
|                       | envelope----GO:0031975                                                        | C=557;O=33;E=11.55;R=2.86;<br>rawP=5.89e-08;adjP=4.17e-07    |
|                       | microtubule cytoskeleton----<br>GO:0015630                                    | C=514;O=29;E=10.66;R=2.72;<br>rawP=1.07e-06;adjP=5.89e-06    |

**Supplementary Table S4: GO enrichment analysis of transcript group “Down regulated - Exclusively ER (minus total)”** as shown in Figure 4. The number of genes used for GO enrichment analysis is given in the table. Probe IDs from the Affymetrix HuGene 1.0 st v1 chip were used for WEB-based GENE SeT AnaLysis Toolkit (WEBGESTALT) gene ontology analysis (<http://bioinfo.vanderbilt.edu/webgestalt/>). (C) Number of reference genes in the category. (O) Number of genes in the gene set and also in the category. (E) Expected number in the category. (R) Ratio of enrichment. (rawP) p value from hypergeometric test. (adjP) p value adjusted by the multiple test adjustment. **Please note:** This group contained 1 non-coding RNA (ncRNA) that was not involved in the GO analysis.

| number of genes: <b>318</b> | GO Analysis                                                                                      |                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------|----------------------------------------------------------|
|                             | Gene Ontology                                                                                    | Statistics                                               |
| biological process          | RNA processing----GO:0006396                                                                     | C=525;O=29;E=8.80;R=3.30; rawP=1.52e-08;adjP=1.08e-05    |
|                             | mitotic cell cycle----GO:0000278                                                                 | C=446;O=24;E=7.47;R=3.21; rawP=4.71e-07;adjP=0.0001      |
|                             | cell cycle process----GO:0022402                                                                 | C=586;O=28;E=9.82;R=2.85;rawP=5.57e-07;adjP=0.0001       |
|                             | cellular component biogenesis----GO:0044085                                                      | C=997;O=38;E=16.70;R=2.27; rawP=1.40e-06;adjP=0.0002     |
|                             | ncRNA processing----GO:0034470                                                                   | C=179;O=14;E=3.00;R=4.67;rawP=1.89e-06;adjP=0.0002       |
|                             | cell cycle----GO:0007049                                                                         | C=879;O=35;E=14.73;R=2.38; rawP=1.45e-06;adjP=0.0002     |
|                             | cell division----GO:0051301                                                                      | C=313;O=18;E=5.24;R=3.43; rawP=5.50e-06;adjP=0.0005      |
|                             | chromosome segregation----GO:0007059                                                             | C=80;O=9;E=1.34;R=6.71;rawP=7.33e-06;adjP=0.0005         |
|                             | DNA metabolic process----GO:0006259                                                              | C=523;O=24;E=8.76;R=2.74; rawP=7.58e-06;adjP=0.0005      |
|                             | cellular metabolic process----GO:0044237                                                         | C=6973;O=150;E=116.83;R=1.28; rawP=4.72e-06;adjP=0.0005  |
| molecular function          | methyltransferase activity----GO:0008168                                                         | C=162;O=15;E=2.70;R=5.55; rawP=8.67e-08;adjP=7.07e-06    |
|                             | transferase activity, transferring one-carbon groups----GO:0016741                               | C=165;O=15;E=2.75;R=5.45; rawP=1.11e-07;adjP=7.07e-06    |
|                             | catalytic activity----GO:0003824                                                                 | C=4825;O=120;E=80.54;R=1.49; rawP=8.60e-08;adjP=7.07e-06 |
|                             | RNA binding----GO:0003723                                                                        | C=668;O=29;E=11.15;R=2.60; rawP=2.34e-06;adjP=0.0001     |
|                             | hydrolase activity, acting on acid anhydrides----GO:0016817                                      | C=724;O=29;E=12.09;R=2.40; rawP=1.11e-05;adjP=0.0003     |
|                             | hydrolase activity, acting on acid anhydrides, in phosphorus-containing anhydrides----GO:0016818 | C=719;O=29;E=12.00;R=2.42; rawP=9.75e-06;adjP=0.0003     |

|                       |                                                           |                                                               |
|-----------------------|-----------------------------------------------------------|---------------------------------------------------------------|
|                       | pyrophosphatase activity----<br>GO:0016462                | C=716;O=29;E=11.95;R=2.43;<br>rawP=9.00e-06;adjP=0.0003       |
|                       | nucleotide binding----<br>GO:0000166                      | C=2110;O=60;E=35.22;R=1.70;<br>rawP=1.58e-05;adjP=0.0004      |
|                       | nucleoside-triphosphatase<br>activity----GO:0017111       | C=688;O=26;E=11.48;R=2.26;<br>rawP=8.59e-05;adjP=0.0017       |
|                       | single-stranded DNA binding----<br>GO:0006330             | C=6;O=3;E=0.10;R=29.95; rawP=8.85e-<br>05;adjP=0.0017         |
| cellular<br>component | intracellular organelle lumen----<br>GO:0070013           | C=1691;O=75;E=26.64;R=2.82;<br>rawP=1.60e-17;adjP=1.37e-15    |
|                       | membrane-enclosed lumen----<br>GO:0031974                 | C=1767;O=77;E=27.84;R=2.77;<br>rawP=1.36e-17;adjP=1.37e-15    |
|                       | intracellular----GO:0005622                               | C=10361;O=217;E=163.24;R=1.33;<br>rawP=2.36e-17;adjP=1.37e-15 |
|                       | organelle lumen----GO:0043233                             | C=1732;O=75;E=27.29;R=2.75;<br>rawP=6.14e-17;adjP=2.67e-15    |
|                       | intracellular part----GO:0044424                          | C=10034;O=212;E=158.08;R=1.34;<br>rawP=2.04e-16;adjP=7.10e-15 |
|                       | intracellular membrane-bounded<br>organelle----GO:0043231 | C=7534;O=178;E=118.70;R=1.50;<br>rawP=1.76e-15;adjP=4.82e-14  |
|                       | membrane-bounded organelle----<br>GO:0043227              | C=7540;O=178;E=118.79;R=1.50;<br>rawP=1.94e-15;adjP=4.82e-14  |
|                       | intracellular organelle part----<br>GO:0044446            | C=3946;O=118;E=62.17;R=1.90;<br>rawP=5.10e-15;adjP=1.11e-13   |
|                       | organelle part----GO:0044422                              | C=3972;O=118;E=62.58;R=1.89;<br>rawP=8.50e-15;adjP=1.64e-13   |
|                       | nuclear part----GO:0044428                                | C=1716;O=68;E=27.04;R=2.52;<br>rawP=2.34e-13;adjP=4.07e-12    |

**Supplementary Table S5: GO enrichment analysis of transcript group “Up regulated - Exclusively total (minus ER)”** as shown in Figure 4. The number of genes used for GO enrichment analysis is given in the table. Probe IDs from the Affymetrix HuGene 1.0 st v1 chip were used for WEB-based GENE SeT AnaLysis Toolkit (WEBGESTALT) gene ontology analysis (<http://bioinfo.vanderbilt.edu/webgestalt/>). (C) Number of reference genes in the category. (O) Number of genes in the gene set and also in the category. (E) Expected number in the category. (R) Ratio of enrichment. (rawP) p value from hypergeometric test. (adjP) p value adjusted by the multiple test adjustment. **Please note:** This group contained 64 non-coding RNAs (ncRNAs) that were not involved in the GO analysis.

| number of genes: <b>425</b> | <b>GO Analysis</b>                                               |                                                        |
|-----------------------------|------------------------------------------------------------------|--------------------------------------------------------|
|                             | <b>Gene Ontology</b>                                             | <b>Statistics</b>                                      |
| biological process          | cholesterol metabolic process----<br>GO:0008203                  | C=92;O=7;E=1.36;R=5.16;<br>rawP=0.0004;adjP=0.0384     |
|                             | vasculature development----GO:0001944                            | C=271;O=13;E=4.00;R=3.25;<br>rawP=0.0002;adjP=0.0384   |
|                             | positive regulation of locomotion----<br>GO:0040017              | C=93;O=7;E=1.37;R=5.10;<br>rawP=0.0004;adjP=0.0384     |
|                             | pyramidal neuron differentiation----<br>GO:0021859               | C=2;O=2;E=0.03;R=67.78;<br>rawP=0.0002;adjP=0.0384     |
|                             | positive regulation of cellular component movement----GO:0051272 | C=93;O=7;E=1.37;R=5.10;<br>rawP=0.0004;adjP=0.0384     |
|                             | sterol biosynthetic process----<br>GO:0016126                    | C=42;O=5;E=0.62;R=8.07;<br>rawP=0.0004;adjP=0.0384     |
|                             | blood vessel development----<br>GO:0001568                       | C=265;O=13;E=3.91;R=3.33;<br>rawP=0.0002;adjP=0.0384   |
| molecular function          | transition metal ion binding----<br>GO:0046914                   | C=2609;O=57;E=35.57;R=1.60;<br>rawP=0.0001;adjP=0.0195 |
|                             | zinc ion binding----GO:0008270                                   | C=2163;O=49;E=29.49;R=1.66;<br>rawP=0.0002;adjP=0.0195 |
| cellular component          | --                                                               | --                                                     |

**Supplementary Table S6: GO enrichment analysis of transcript group “Up regulated - Exclusively intersect (total & ER)”** as shown in Figure 4. The number of genes used for GO enrichment analysis is given in the table. Probe IDs from the Affymetrix HuGene 1.0 st v1 chip were used for WEB-based GENE Set Analysis Toolkit (WEBGESTALT) gene ontology analysis (<http://bioinfo.vanderbilt.edu/webgestalt/>). (C) Number of reference genes in the category. (O) Number of genes in the gene set and also in the category. (E) Expected number in the category. (R) Ratio of enrichment. (rawP) p value from hypergeometric test. (adjP) p value adjusted by the multiple test adjustment. **Please note:** This group contained 6 non-coding RNAs (ncRNAs) that were not involved in the GO analysis.

| number of genes: <b>190</b> | <b>GO Analysis</b>                                    |                                                          |
|-----------------------------|-------------------------------------------------------|----------------------------------------------------------|
|                             | <b>Gene Ontology</b>                                  | <b>Statistics</b>                                        |
| biological process          | response to hypoxia----<br>GO:0001666                 | C=127;O=11;E=1.20;R=9.20;<br>rawP=2.94e-08;adjP=1.17e-05 |
|                             | response to oxygen levels----<br>GO:0070482           | C=133;O=11;E=1.25;R=8.78;<br>rawP=4.75e-08;adjP=1.17e-05 |
|                             | glycolysis----GO:0006096                              | C=51;O=6;E=0.48;R=12.50; rawP=7.88e-06;adjP=0.0013       |
|                             | glucose catabolic process----<br>GO:0006007           | C=62;O=6;E=0.58;R=10.28; rawP=2.47e-05;adjP=0.0017       |
|                             | hexose catabolic process----<br>GO:0019320            | C=72;O=6;E=0.68;R=8.85; rawP=5.82e-05;adjP=0.0036        |
|                             | monosaccharide catabolic process----GO:0046365        | C=74;O=6;E=0.70;R=8.61; rawP=6.79e-05;adjP=0.0037        |
|                             | alcohol catabolic process----<br>GO:0046164           | C=84;O=6;E=0.79;R=7.59;<br>rawP=0.0001;adjP=0.0045       |
|                             | cellular carbohydrate catabolic process----GO:0044275 | C=92;O=6;E=0.87;R=6.93;<br>rawP=0.0002;adjP=0.0082       |
|                             | sequestering of actin monomers---<br>-GO:0042989      | C=4;O=2;E=0.04;R=53.11;<br>rawP=0.0005;adjP=0.0176       |
|                             | oxidation reduction----<br>GO:0055114                 | C=605;O=15;E=5.70;R=2.63;<br>rawP=0.0006;adjP=0.0185     |
| molecular function          | L-ascorbic acid binding----<br>GO:0031418             | C=20;O=7;E=0.18;R=39.01; rawP=2.79e-10;adjP=4.16e-08     |
|                             | dioxygenase activity----<br>GO:0051213                | C=65;O=8;E=0.58;R=13.72; rawP=1.11e-07;adjP=4.66e-06     |
|                             | oxidoreductase activity----<br>GO:0016701             | C=66;O=8;E=0.59;R=13.51; rawP=1.25e-07;adjP=4.66e-06     |
|                             | peptidyl-proline dioxygenase activity----GO:0031543   | C=7;O=3;E=0.06;R=47.77; rawP=2.41e-05;adjP=0.0005        |
|                             | vitamin binding----GO:0019842                         | C=128;O=8;E=1.15;R=6.97;rawP=1.96e-05;adjP=0.0005        |
|                             | carboxylic acid binding----<br>GO:0031406             | C=140;O=8;E=1.26;R=6.37; rawP=3.74e-05;adjP=0.0007       |
|                             | cadmium ion binding----<br>GO:0046870                 | C=10;O=3;E=0.09;R=33.44; rawP=8.09e-05;adjP=0.0013       |

|                       |                                                            |                                                    |
|-----------------------|------------------------------------------------------------|----------------------------------------------------|
|                       | copper ion binding----GO:0005507                           | C=65;O=5;E=0.58;R=8.57;<br>rawP=0.0003;adjP=0.0034 |
|                       | procollagen-lysine 5-dioxygenase<br>activity----GO:0008475 | C=3;O=2;E=0.03;R=74.30;<br>rawP=0.0002;adjP=0.0027 |
|                       | monosaccharide binding----<br>GO:0048029                   | C=39;O=3;E=0.35;R=8.57;<br>rawP=0.0051;adjP=0.0304 |
| cellular<br>component | --                                                         | --                                                 |

**Supplementary Table S7: GO enrichment analysis of transcript group “Down regulated - Exclusively ER (minus total)”** as shown in Figure 4. The number of genes used for GO enrichment analysis is given in the table. Probe IDs from the Affymetrix HuGene 1.0 st v1 chip were used for WEB-based GENE SeT AnaLysis Toolkit (WEBGESTALT) gene ontology analysis (<http://bioinfo.vanderbilt.edu/webgestalt/>). (C) Number of reference genes in the category. (O) Number of genes in the gene set and also in the category. (E) Expected number in the category. (R) Ratio of enrichment. (rawP) p value from hypergeometric test. (adjP) p value adjusted by the multiple test adjustment. **Please note:** This group contained 113 non-coding RNAs (ncRNAs) that were not involved in the GO analysis.

| number of genes: <b>296</b> | GO Analysis                                          |                                                    |
|-----------------------------|------------------------------------------------------|----------------------------------------------------|
|                             | Gene Ontology                                        | Statistics                                         |
| biological process          | translational elongation----GO:0006414               | C=97;O=4;E=0.59;R=6.78; rawP=0.0029;adjP=0.1804    |
| molecular function          | cadmium ion binding----GO:0046870                    | C=10;O=2;E=0.06;R=34.23; rawP=0.0015;adjP=0.0540   |
|                             | intramolecular oxidoreductase activity----GO:0016860 | C=38;O=3;E=0.22;R=13.51;rawP=0.0014;adjP=0.0540    |
|                             | copper ion binding----GO:0005507                     | C=65;O=3;E=0.38;R=7.90;rawP=0.0065;adjP=0.1404     |
|                             | protein binding---GO:0005515                         | C=7713;O=54;E=45.06;R=1.20;rawP=0.0312;adjP=0.4296 |
| cellular component          | --                                                   | --                                                 |

## Supplemental Experimental Procedures

### *RNA quantification by real-time PCR (qPCR)*

The following primers were used for the amplification reactions:

P4HB forward (fw): AGA CTC ACA TCC TGC TGT TC,

P4HB reverse (re): TAC TTG GTC ATC TCC TCC TC;

P4HA1(fw): CCA CAG CAG AGG AAT TAC AG,

P4HA1(re): ACA CTA GCT CCA ACT TCA GG;

$\beta$ -Actin(fw): TGA AGT GTG ACG TGG ACA TC,

$\beta$ -Actin(re): GTC ATA GTC CGC CTA GAA GC;

HIF-1 $\alpha$  (fw): CCA ACA GTA ACC AAC CTC AG,

HIF-1 $\alpha$  (re): TCC TGT GGT GAC TTG TCC TT;

BLID(fw): GCC ACT GGA GGC GCT CTT GGG T,

BLID(re): TTC CGC TTC ATG GCA GAG GAG CCA;

HK2(fw): CAC CCT CGC CGG TAG CCT TCT TT,

HK2(re): GGG TGA GTG GTG GCT CCA AGC CC;

18S rRNA(fw): GAT CAA AAC CAA CCC GGT CA,

18S rRNA(re): CCG TTT CTC AGG CTC CCT CT,

How the deposited data were processed for this re-analysis (not part of the article)

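RNA from HT1080 fibrosarcoma cells kept for 36 h at 21% or 1% oxygen was measured as total RNA and as ER-RNA on 4 arrays, each loaded with RNA pooled from 5 experiments. The authors normalized the arrays by RMA, and the deposited values are on the log2 scale. The submitters' processing notes name Partek 6.4 and RMA. Whether all 4 arrays were normalized in 1 run is not given in the sources used here, and their medians differ between the fractions. The table holds 33297 probe sets, of which 978 share all 4 values with another. Gene names came from the platform annotation, matched by gene identifier to RefSeq for 19429 of the 19460 probe sets that name 1 gene. This gave values for 18417 genes, each from the probe set with the highest mean over the 4 arrays. Unnamed probe sets entered the counts but not the gene lists. Of the 12083 unnamed, 4203 are numbered before the first named one, and the sources used here do not say whether control or background probe sets are among them.

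Hypoxia was compared with control within total RNA and within ER-RNA, following the thresholds in the methods, with R 4.3.3, limma 3.58.1 and matrixStats 1.5.0. A probe set was kept where at least 1 array of the pair lay above its 50% quantile. The SD for the z-score came from a loess fit with span 0.75 and degree 2 to the SD over the pair as a function of the mean. A change was called where the fold change was over 1.4 and the z-score over 3. The fitted SD was not above 0 for 1 probe set in ER-RNA, which was not called. Probe sets called in both fractions, or in 1 fraction only, formed 6 groups. With 1 array per condition there is no test across genes, and the number of arrays limits the precision of each value. A share of a group was taken as moved by an alternative where it left the exact 95% Clopper-Pearson interval of the main share, which covers counting error only, and a count where it changed by over 1.5 times.

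Before the data were examined, 29 gene lists and 4 classes of gene symbols were fixed, and 32 of these had measured members. No probe set names any of the 13 mitochondrial-genome transcripts here. The median log2 fold change of each list was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these arrays over 64 list comparisons. The genes named in the text were set by a rule written before the data were examined: the genes the paper names for the arrays, the expressed members of each list with the highest and the lowest log2 fold change, and the 10 largest rises and falls in each fraction among called probe sets that name 1 gene, which leaves out unnamed probe sets and CA9. Values in Table S1 and Figure S11 had been seen in the paper by then. The list of genes the paper calls candidates and those from Table 1 and Table S1 were chosen by the authors, the table lists on these arrays.

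The calling rule was tested on simulated data, with noise set by the scaled MAD of each pair's log2 ratios in 20 bins. In total RNA, 50 of 50 probe sets changed by -2 on the log2 scale were recovered and 50 of 50 changed by 2, with 44 of 50 at -1 and 36 of 50 at 1. In ER-RNA the same sizes gave 50, 50, 29 and 35 of 50. In these simulations 621 of 17207 unchanged probe sets were called up and 608 down in ER-RNA. ER-RNA was set against total RNA only as a difference between lists, since the fractions do not share a scale. The alternatives, 13 set before the data were examined and 6 added afterwards, covered normalization, expression filter, SD model, fold threshold, probe sets counted, probe set per gene and random lists. Features, motifs and conservation of untranslated regions need transcript sequences and were not analysed here. The GO analysis, RT-qPCR, western blots and FISH experiments were also not analysed here.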

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

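With 1 array per condition, none of the differences between the array pairs was tested. Of the tests below, the one on exchanged labels was chosen after the result was seen.

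Changes of opposite sign in the fractions, with a call in at least 1 of them, were seen for 4 of the named genes. BLID had a log2 fold change of 1.22 in total RNA and -0.19 in ER-RNA, a difference of -1.41. MIRLET7A2 had 1.39 and -0.12, a difference of -1.50, and MIR21 had 1.09 and -0.29, a difference of -1.38. IMMP1L had 0.030 in total RNA, where it was below the expression filter, and -2.36 in ER-RNA, a difference of -2.39, and its call was lost when both arrays had to pass the filter, with the 75% quantile and with loess span 0.3. The total RNA call of MIR21 was lost with the 75% quantile, and those of BLID and MIRLET7A2 with the scaled MAD. In the reference annotation BLID and MIRLET7A2 lie within MIR100HG, and MIR21 lies within VMP1. VMP1, looked up after the values were seen, had log2 fold changes of -0.60 and -0.73. What the probe sets of microRNA genes detect was not tested, and their values are not read as levels of mature microRNAs.

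Lists outside the genes the paper discusses were picked out where their median lay in the lowest or highest 0.5% of matched random lists. Against unmatched lists the secreted and the interferon lists no longer did so in ER-RNA. ATF4 target genes had a median log2 fold change of -0.62 in total RNA, where 2 of 18 rose and 6 fell, with the serine synthesis gene PSAT1 at 0.328-fold and VLDLR at 3.51-fold. In ER-RNA 2 rose and 5 fell, with a median of -0.27 inside the range of random lists. The nuclear-encoded respiratory chain had a median of -0.50 in total RNA and -0.63 in ER-RNA, with 10 and 12 of 53 genes falling and 0 rising. NDUFS1, a subunit of complex I, fell to 0.549 and 0.363. Interferon and antiviral genes had medians of -0.24 and -0.20, with 3 and 1 of 25 falling, among them TLR3, a sensor of double-stranded RNA, at 0.240 in total RNA. Canonical histones had medians of -0.18 and -0.35, with 11 and 14 of 63 falling, while H4C8 rose 3.45-fold and 2.70-fold. Small nucleolar and Cajal body RNAs had a median of 0.19 in ER-RNA, where 6 of 192 rose, and -0.026 in total RNA, where 4 rose and 6 fell. SCARNA4 rose 2.82-fold and 3.25-fold. MicroRNA genes, a class that includes host transcripts such as MIR31HG, had medians of 0.22 and 0.19, with 5 and 1 of 189 rising. Their medians were 0.13 and 0.12 after quantile normalization, and 0.12 in each fraction after within-pair loess. Secreted and cell-surface proteins had a median of 0.17 in ER-RNA, where 0 of 39 rose and 1 fell, and of -0.0062 in total RNA, where 2 fell and where quantile normalization gave 0.068. SPARC, a matrix protein, fell to 0.642 and 0.527.

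The 463 probe sets called up in total RNA only had a median ER-RNA log2 fold change of 0.26, above all of 10000 random lists of probe sets matched on expression. This is what a change that passed the threshold in 1 pair only would give, so part of the group may be common changes. A share of 39.5% lay below the expression filter in ER-RNA, which neither reached the share set beforehand for this explanation nor fell under the share set against it. A shift of transcripts away from the ER in hypoxia cannot be told apart from the threshold, because the group was chosen on the difference that measures it, with a median ER change minus total change of -0.77.

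The 162 probe sets called up in ER-RNA only had a median total RNA log2 fold change of 0.31, again above all matched random lists, as a change that passed the threshold in 1 pair only would give. No gene name was found for 68.5% of the group, against 22.8% of all probe sets expressed in ER-RNA, so unnamed probe sets may account for much of it. Of the group, 63.6% had a mean ER-RNA value under the median of expressed probe sets, which leaves dim signal open. Whether hypoxia brings transcripts of these probe sets to the ER was not tested.

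Secreted and cell-surface proteins, whose transcripts are translated at the ER, were lower than cytosolic and nuclear proteins in ER-RNA over total RNA, with a difference of the medians of -1.82 under control conditions and -1.48 in hypoxia on the log2 scale. The mean expression of the genes argues against being the whole source, since the secreted list stood at percentile 0 of lists matched on it, as do the scales of the arrays, since the difference was -1.35 after quantile normalization. An exchange of the fraction labels at deposition is argued against by 17 of 18 genes of Table S1, whose folds were both closer to the paper's column of the same name, while an exchange before the authors' own analysis would be in both and stays open. The paper's qPCR (Figure 2) does not settle it. P4HB and HIF1A were both unchanged in total RNA and raised at the ER there. Here P4HB runs with the labels (1.20-fold in total RNA and 1.74-fold in ER-RNA, neither called). HIF1A runs against them (0.853-fold and 0.672-fold, neither called). The rise of BLID in total RNA runs with the labels (2.33-fold). Its fall at the ER could not be compared, its ER-RNA signal being below the expression filter. P4HA1 was higher in both fractions there and here. ACTB was lower in both fractions here, while the paper's text states its fall at the ER only. For selected candidates the legend of Figure S11 reports qPCR in both fractions, with good overlap in which ones were called changed. That runs with the labels, but its qPCR values were not compared here. Other lists also differed in ER-RNA over total RNA under control conditions. The collagen list (-2.11) and the ER chaperones (-1.75) stood at percentile 0 and 0.01 of matched lists. Ribosomal proteins (0.68) and the respiratory chain (0.42) stood at percentile 100. The aminoacyl-tRNA synthetases (-0.85) lay between, at percentile 29.74. HIF targets were at percentile 15.75 under control conditions and 0.43 in hypoxia. How RNA of the ER fraction was recovered was not tested and stays open, and no biological explanation was tested.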

How the results depend on the processing

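The 6 settings on the SD fitted separately for rises and falls (alone or without unnamed probe sets numbered before the first named one), robust loess, loess degree 1, and the other sets of probe sets were chosen after seeing the data, from a search of 48 combinations set against the paper's counts and some of its calls. Among lists that stood apart from random lists, the sign of the median turned in 1 case, the ribosomal proteins in total RNA, at -0.028 after median centring. Over the alternatives set before, 7 list medians moved into the outer range of random lists and 6 out of it. No named gene with a call changed sign, but 203 calls of named genes were lost and 117 gained over the alternatives set before, and 19 were lost and 78 gained over those added. Averaging the probe sets of a gene and counting only probe sets that name exactly 1 gene cannot change these calls and say nothing about them. The main counts were 574 rises and 1120 falls in total RNA, 273 and 1286 in ER-RNA, with 111 shared rises and 646 shared falls. Of the groups called in 1 fraction only, the shares going the same way in the other fraction were 68.3% (total RNA, up), 94.5% (total RNA, down), 74.7% (ER-RNA, up) and 94.7% (ER-RNA, down), given below in this order where they moved. By fold change alone there were 1623 rises and 2887 falls in total RNA, 1528 and 3381 in ER-RNA, 454 and 1953 shared, and shares of 81.2% (total RNA, down), 81.3% and 88.2%. A fold over 2 gave 300 and 504, then 164 rises in ER-RNA, 314 shared falls and shares of 97.4% and 96.6% for the falls. Without an expression filter there were 1718 and 1789 in total RNA, 1115 and 2077 in ER-RNA, 282 shared rises and shares of 57.8%, 73.2%, 61.8% and 66.2%, with r of 0.509. With at least 1 array above the 75% quantile there were 246 and 535, 133 and 692, 64 and 296 shared, shares of 80.2%, 97.9% and 99% (ER-RNA, down), and r of 0.810 against 0.75. With both arrays above the 50% quantile the shares of the falls were 91.6% and 96.7%. An SD from the scaled MAD gave 204 and 280, 79 and 333, 33 and 116 shared and 74.9% (total RNA, up). This SD is of log2 ratios, so the same z threshold is stricter than in the main rule. Robust loess gave 902 and 1729, 523 and 1965, 197 and 1055 shared and 90.1% (total RNA, down). The SD fitted separately gave 560 and 824 in ER-RNA, 193 shared rises and 96.6% (total RNA, down), and with the early unnamed probe sets left out 482 and 717, 196 and 379 shared and shares of 78.2%, 97.7% and 98.5% (ER-RNA, down). Leaving these out without the separate fit gave 78.9% (total RNA, up), 97.4% (ER-RNA, down) and r of 0.777. Only probe sets naming at least 1 gene gave 307 rises in total RNA and 132 in ER-RNA, with shares of 90.8%, 96.8%, 90.7% and 98.4% and r of 0.810. Only those naming exactly 1 gene gave 298 and 141 rises and shares of 87.4%, 83.3% (ER-RNA, up) and 97.6% and r of 0.797, by counting fewer probe sets with the filter and SD left as they were. Median centring gave 62.3% (total RNA, up). Within-pair loess gave 82.6% (ER-RNA, up) and r of 0.736, and quantile normalization r of 0.731 and a secreted minus cytosolic difference of -1.35 against -1.82. The ribosomal proteins no longer stood apart from random lists in ER-RNA after within-pair loess (0.12) or quantile normalization (0.11), or in either fraction against unmatched lists (0.049 and 0.085). The 3 probe sets called in opposite directions became 187 without a filter, 42 by fold change alone, 8 with robust loess, 6 with the separate fit, 5 after quantile normalization, within-pair loess or with loess degree 1, 1 after median centring, with the 75% quantile or a fold over 2, and 0 with the scaled MAD and in each smaller set of probe sets. The values of r without a filter and in the smaller sets were computed after seeing the data. Apart from counting only probe sets that name exactly 1 gene, the cause of these changes was not tested. No paired analysis was possible because each condition has 1 array. The deposited values carry no background measure, so signal over background was not analysed here. The alternatives on the transcript choice and minimum length of untranslated regions were not run.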

Differences from the paper's values

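The paper counts genes and the values here count probe sets, at the paper's thresholds but with a reading of its SD model. Each alternative named as set before was set before the data were examined, and the ones named as added were chosen after seeing the values, in a search of 48 combinations of SD model and probe sets that was set against the paper's counts and some of its calls. In that search the falls in ER-RNA ranged from 566 to 2029.

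For falls in total RNA the paper's count is 737 and the count here 1120. Of the alternatives set before, quantile normalization (994), within-pair loess (1002), both arrays above the 50% quantile (973), 1 array above the 75% quantile (535), a fold over 2 (504) and probe sets naming exactly 1 gene (892) came within 1.5 times the paper's count, and median centring, no filter, fold change alone, the scaled MAD and loess span 0.3 did not. For rises in ER-RNA the paper's count is 486 and the count here 273. Quantile normalization (389) and within-pair loess (389) came within that range, and the other alternatives set before did not. For falls in ER-RNA the paper's count is 688 and the count here 1286. The 75% quantile (692), a fold over 2 (867) and probe sets naming exactly 1 gene (1008) came within the range, and the others set before did not.

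For rises in both fractions the paper's count is 190 and the count here 111. Quantile normalization (156), within-pair loess (154) and no filter (282) came within the range, and the others set before did not. For rises in ER-RNA only the paper's count is 296 and the count here 162. Quantile normalization (233), within-pair loess (235) and both arrays above the 50% quantile (212) came within the range, and the others set before did not. For falls in both fractions the paper's count is 370 and the count here 646. Quantile normalization (537), within-pair loess (540), both arrays above the 50% quantile (506), the 75% quantile (296), a fold over 2 (314) and probe sets naming exactly 1 gene (515) came within the range, and the others set before did not. For falls in ER-RNA only the paper's count is 318 and the count here 640. The 75% quantile (396) and the scaled MAD (217) came within the range, and the others set before did not.

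Fitting the SD separately for rises and falls, without probe sets numbered before the first named one, was chosen after seeing the values, from that search of 48 combinations, and drops 1 of 18 genes that Table S1 marks in total RNA and 4 of 16 in ER-RNA. It gave 768 falls in total RNA, 482 rises and 717 falls in ER-RNA, 196 shared rises, 379 shared falls, 286 rises and 338 falls in ER-RNA only, closest to the paper over these counts. With all probe sets the separate fit, also chosen after seeing the values and dropping the same numbers of marked genes, gave 850, 560, 824, 193, 436, 367 and 388 in the same order. Robust loess, added after seeing the values, drops 1 and 4 of the marked genes and came within the range for the rises in ER-RNA (523), shared rises (197) and rises in ER-RNA only (326). Probe sets naming at least 1 gene, added likewise and dropping 2 and 7, did so for the falls in total RNA (829), falls in ER-RNA (942) and shared falls (453). Leaving out the probe sets before the first named one alone, added likewise and dropping 2 and 7, did so for the falls in total RNA (1057). The methods say that the model was made for treatment and control groups separately, which names none of these settings.

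For EGLN3 in total RNA the paper's array value is about 4.7 in Figure S11, read by eye, and the fold here is 3.00. Quantile normalization (3.16) came within 1.5 times of it, and median centring, within-pair loess and the mean over probe sets did not.

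The paper places HIF-1α and VEGF among the transcripts raised in both fractions. Here HIF1A had log2 fold changes of -0.23 and -0.57 and VEGFA of 0.61 and 0.38, and neither was up in both under any setting that was run. VEGFA was called in total RNA by fold change alone, after within-pair loess and, chosen after seeing the values, with robust loess. P4HA1, the other candidate named there, rose in both here except with the scaled MAD.

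In Table S1 the paper marks as changed 18 of the measured genes in total RNA and 16 in ER-RNA, of which 15 and 9 were called here. The folds themselves lay between 0.982 and 1.00 times the paper's in total RNA and between 0.991 and 1.00 times in ER-RNA. Fold change alone called 18 and 16, quantile normalization and within-pair loess 17 and 12, no filter 16 and 11, the 75% quantile 15 and 11 and loess span 0.3 15 and 10. Median centring called 13 and 7, a fold over 2 called 9 and 6 and the scaled MAD 7 and 4, while both arrays above the 50% quantile and probe sets naming exactly 1 gene called 15 and 9. Of the settings chosen after seeing the values, loess degree 1 called 15 and 10.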

Other observations

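Of 22 measured genes of the unfolded protein response and ER chaperones, 20 were lower in total RNA and 15 in ER-RNA. Of these, 5 fell in total RNA and 1 in ER-RNA, none rose, and the median log2 fold change was -0.29 and -0.24. The ER-RNA median was -0.071 after quantile normalization and -0.063 after within-pair loess, and the total RNA median -0.24 and -0.17. DNAJB11, a co-chaperone of the ER lumen, fell to 0.537 of control in total RNA and 0.368 in ER-RNA, and the disulfide isomerase gene PDIA4 fell to 0.485 in total RNA and was at 0.644 in ER-RNA. P4HB, another disulfide isomerase and the β-subunit of collagen prolyl 4-hydroxylase, is measured by 2 probe sets, at 1.20-fold and 1.41-fold in total RNA and 1.74-fold and 1.77-fold in ER-RNA. Of 26 genes that target proteins to the ER and across its membrane, 2 fell in each fraction, with medians of -0.30 and -0.38. After quantile normalization these medians were -0.22 and -0.18, and after within-pair loess -0.19 and -0.22. SRP54, the subunit of the signal recognition particle that binds signal sequences, fell to 0.458 in ER-RNA and was at 0.691 in total RNA. With the deposited values, the medians of both lists stood between percentile 2.49 and 14.7 of matched random lists.

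Of the 37 measured example genes in Table 1, which the authors chose on these arrays, 31 rose in total RNA, and 25 rose and 1 fell in ER-RNA, with 24 rising in both and medians of 1.16 and 1.05. The calcium channel gene ITPR1 rose 3.12-fold in total RNA and 2.15-fold in ER-RNA, ERO1A, which oxidises disulfide isomerases, 2.84-fold and 2.02-fold, and the NADPH oxidase gene NOX4 2.11-fold and 2.13-fold. Of 36 genes of cytosolic and nuclear proteins, 1 rose and 3 fell in total RNA, and 1 rose and 5 fell in ER-RNA, with medians of -0.22 and -0.23. TMSB10, which binds actin monomers, rose 1.58-fold and 1.45-fold.

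None of 12 endothelial, 12 macrophage, 11 epithelial and 15 neuron markers was called in total RNA, where 4, 2, 6 and 4 of them passed the expression filter. In ER-RNA 1 was called, the synaptic gene SNAP25, which fell to 0.433. The median log2 fold changes in total RNA and ER-RNA were 0.13 and 0.23 for endothelial, 0.071 and 0.25 for macrophage, 0.14 and 0.21 for epithelial and 0.090 and 0.17 for neuron markers. The sign of the macrophage and neuron medians in total RNA depended on the scaling, at -0.048 and -0.014 after quantile normalization. Of 361 olfactory receptor genes, 15 passed the expression filter in total RNA and 14 in ER-RNA, so few could be called, and 0 were. Their medians were 0.094 and 0.13, and the first of these was -0.0028 after quantile normalization.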
